# Gene expression dynamics in fibroblasts during early-stage murine pancreatic carcinogenesis

**DOI:** 10.1016/j.isci.2024.111572

**Published:** 2024-12-10

**Authors:** Nupur Ohri, Johanna Häußler, Nino Javakhishvili, David Vieweg, Anais Zourelidis, Bogusz Trojanowicz, Monika Haemmerle, Irene Esposito, Markus Glaß, Yoshiaki Sunami, Jörg Kleeff

**Keywords:** Biological sciences, Genetics, Cancer

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is characterized by aggressive growth and metastasis, partly driven by fibroblast-mediated stromal interactions. Using RNA sequencing of fibroblasts from early-stage KPC mouse models, we identified significant upregulation of genes involved in adipogenesis, fatty acid metabolism, and the ROS pathway. ANGPTL4, a key adipogenesis regulator, was highly expressed in fibroblasts and promoted pancreatic cancer cell proliferation and migration through paracrine signaling. Notably, cancer cell-driven paracrine signals appear to regulate ANGPTL4 expression in fibroblasts, suggesting that ANGPTL4 may act as a reciprocal factor in a feedback loop that enhances tumor progression. LAMA2, an extracellular matrix gene with reduced expression, suppressed pancreatic cancer cell migration, proliferation, and invasion. This study provides the temporal transcriptional analysis of fibroblast subtypes during early PDAC, highlighting the roles of metabolic reprogramming and ECM remodeling in shaping the tumor microenvironment and identifying potential therapeutic targets.

## Highlights

• ANGPTL4 drives tumor progression via a paracrine feedback loop in PDAC fibroblasts
• LAMA2 suppresses cancer cell migration, proliferation, and invasion in PDAC
• Metabolic reprogramming in fibroblasts shapes the early PDAC tumor microenvironment
• Temporal transcriptomic analysis reveals fibroblast roles in early PDAC progression

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) represents an exceptionally lethal malignancy, hallmarked by its propensity for aggressive local tumor growth and metastatic dissemination. Despite the substantial strides made in cancer research and management, the current overall relative 5-year survival rate for PDAC is dismal, hovering around 12%, placing it among the most fatal cancers known to date.^1^ Moreover, PDAC has been predicted to emerge as the second most prevalent cause of cancer-related deaths by 2030.^2^ A significant number of PDAC cases are diagnosed at locally advanced stages and/or with distant metastatic dissemination at the time of diagnosis. Consequently, potentially curative surgical interventions are not achievable for the majority of patients, highlighting the pressing need for innovative diagnostic and therapeutic strategies that can address the aggressive nature of this disease and improve the survival of patients with PDAC.^3^

The local tumor microenvironment of PDAC has garnered significant attention in recent years. Studies have revealed that the abnormal dynamics of the extracellular matrix (ECM) within the tumor microenvironment play a crucial role in promoting early metastasis and drug resistance of PDAC cells. Thus, the ECM influences the signaling pathways that regulate cell survival, proliferation, and drug resistance, further contributing to the aggressive and treatment-resistant phenotype of PDAC.^4^ It is becoming increasingly evident that fibroblasts are the predominant cells present in the stroma of the PDAC tumor microenvironment and are responsible for the elaboration of various components of the extracellular matrix, including collagens, proteolytic enzymes, proteolytic inhibitors, growth factors and structural proteoglycans, thereby shaping the tumor microenvironment and influencing tumor progression.^5^

The fibroblasts within the tumor stroma acquire a modified phenotype, similar to fibroblasts associated with wound healing, and termed as CAFs (cancer-associated fibroblasts).^6^ Under normal circumstances, pancreatic stellate cells (PSCs) which are the resident fibroblastic cells of the pancreas exist as quiescent cells characterized by the persistence of vitamin A-rich lipid droplets. Under stimuli generated by tissue injury and stress, as for example in chronic pancreatitis, and PDAC, PSCs activate into a myofibroblast-like phenotype^7^ and these lipid droplets disappear from the cytosol. CAFs not only arise from activated PSCs but also from other fibroblasts of the pancreas or being recruited from the bone marrow. CAFs can also arise from various other cell types, such as mesenchymal stem cells,^8^ endothelial cells,^9^ adipocytes,^10^ epithelial cells,^11^ due to cues from pre-neoplastic cells.^12^^,^^13^

In the progression of PDAC, activated PSCs/CAFs are thought to develop an "unholy alliance”^14^ with cancer cells and acquire tumor-permissive properties, such as facilitating metastasis, immune evasion, extracellular matrix remodeling, metabolic support, and resistance to therapy.^15^ It has become clear, however, that CAFs are not only tumor promoting but also tumor restraining depending on the spatial and temporal tumor development as well as on the specific CAF subtype.^16^^,^^17^^,^^18^^,^^19^ Thus, recent studies utilizing genetically engineered mouse models of PDAC and single-cell RNA sequencing (scRNA-seq) identified various subtypes of cancer-associated fibroblasts (CAFs), including myofibroblastic CAFs (myCAFs), antigen-presenting CAFs (apCAFs), which exhibited immunosuppressive properties, and inflammatory CAFs (iCAFs).^20^^,^^21^ The identification of distinct CAF subtypes with opposing effects on tumor growth highlights the heterogeneity of CAFs in PDAC. This heterogeneity presents a promising avenue for the development of targeted therapies that could effectively treat PDAC. The potential to selectively target CAF offers a unique opportunity to improve current treatment options for PDAC and improve patient outcomes.^22^

While the infiltration and activation of PSCs in proximity to early precursor lesions is a well-known phenomenon,^23^ the molecular mechanisms underlying fibroblast activation and their precise role in mediating communication with cancer cells during PDAC initiation and progression remain unknown. These observations underscore the importance of further investigation into the mechanisms driving PSC activation and their interplay with cancer cells, which may lead to the development of new therapeutic strategies for PDAC.

To enhance our comprehension of the molecular behavior of fibroblasts in PDAC and assess the crucial signaling pathways involved in the interaction of pre-neoplastic cells and PSCs within the complex stromal environment, we aim to investigate the alterations in the transcriptional profile of these fibroblasts during the initial phase of carcinogenesis. The objective is to uncover the molecular signatures that may aid in the early diagnostics of PDAC using RNA sequencing of fibroblasts obtained from a well-established genetically engineered mouse model of PDAC (KPC: *Ptf1a/p48-Cre; lox-stop-lox-Kras*^*G12D/+*^*; lox-stop-lox-Trp53*^*R172H/+*^) at distinct time points that correspond to precursor and the early, pre-invasive stage of PDAC. The KPC model exhibits mutation in oncogenic *KRAS* and *Trp53* under the *Ptf1a* promotor^24^ and is characterized by the development of precursor lesions at around 8–10 weeks of age, followed by a tendency to develop invasive pancreatic adenocarcinoma mirroring the clinical features observed in humans within 14–16 weeks.^25^

## Results

### The transcriptional profile of murine fibroblasts in early pancreatic carcinogenesis

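RNA from 17 CRE and 17 KPC fibroblast cultures was sequenced, and the counts per gene that the authors deposited were compared between the genotypes at each age. Trp53 (ENSMUSG00000059552, chromosome 11 of GRCm38 from 69580359 to 69591873) encodes p53 and carries the mutant allele behind a stop cassette in KPC mice. Its log2 fold change in KPC fibroblasts was -0.85 (standard error 0.23) at 4 weeks, -0.99 (standard error 0.17) at 6 weeks, -0.78 (standard error 0.24) at 8 weeks, -1.63 (standard error 1.24) at 10 weeks and -4.45 (standard error 0.85) at 12 weeks. With adjusted p-values of 0.172 to 0.593 from edgeR's quasi-likelihood test, no age passed an FDR of 0.05. Kras (ENSMUSG00000030265, chromosome 6 of GRCm38 from 145216699 to 145250239), the other engineered gene, had log2 fold changes between -0.06 and 0.34, each smaller than its standard error, with adjusted p-values of 0.857 to 0.973. Trp53 stood at 3.94, 2.54 and 42.5 CPM (scaled by TMM) in the KPC 10-week replicates 1, 2 and 3, and at 6.15, 0.784 and 4.48 CPM in the KPC 12-week replicates 1, 2 and 3. The other 28 libraries lay between 21.2 and 112 CPM. Cdkn2a (ENSMUSG00000044303, chromosome 4 of GRCm38 from 89274471 to 89294653), chosen after its values were seen, had 395 and 289 CPM in the KPC 10-week replicates 1 and 2 and 393, 468 and 520 CPM in the KPC 12-week replicates, against 3.31 to 200 CPM in the other 29 libraries.
Of 22 target genes of p53, 20 were lower in KPC fibroblasts at 6 weeks, with a median log2 fold change of -0.57. The list was lower than other genes at 6, 8 and 10 weeks (camera, adjusted p = 7.42e-07, 1.01e-09 and 1.16e-07), with adjusted p = 0.683, 0.135 and 0.388 with an estimated correlation. The list mean lay below all CRE libraries of the same age in 3 of 4 KPC libraries at 6 weeks and in all KPC libraries at 8 and 10 weeks. At 8 and 10 weeks its median was -0.50 and -0.83. The test was not passed at 4 weeks (median -0.02, adjusted p = 0.881) or at 12 weeks (median -0.70, adjusted p = 0.0501). Adjusted over the list alone, 5 of its genes were lower at 6 weeks, 10 at 8 weeks and 1 at 12 weeks, and 0 passed at 10 weeks; none passed over all genes tested. Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm38 from 29090976 to 29100727), the cell cycle inhibitor induced by p53, had 489.6 ± 73.2 CPM (SD, n = 4) in CRE and 297 ± 17.6 CPM (SD, n = 4) in KPC fibroblasts at 8 weeks, a log2 fold change of -0.71 (standard error 0.13, adjusted p = 0.189). Mdm2 (ENSMUSG00000020184, chromosome 10 of GRCm38 from 117688875 to 117710758), the ubiquitin ligase of p53, had a log2 fold change of -0.62 (standard error 0.12, adjusted p = 0.268) at 6 weeks. Every KPC library lay below every CRE library for both genes (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). Both were named for a small p in the same libraries, so this separation is no further evidence.
Of 17 feedback and target genes of KRAS and MAPK signaling, none passed the test over all genes at any age. The list was not called at any age, with median log2 fold changes of 0.01, -0.04, 0.09, 0.19 and -0.18 from 4 to 12 weeks and a lowest adjusted p of 0.368 at 4 weeks. When p was adjusted over the list alone, 2 genes were lower at 4 weeks and 1 at 8 weeks. Each group held 4 CRE and 3 KPC libraries at 4 weeks, 4 and 4 at 6 and 8 weeks, 2 and 3 at 10 weeks, and 3 and 3 at 12 weeks, all from passage 4. Totals ran from 11298809 to 37303575 counts per library, with a median of 24877166.

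**Figure D1:**
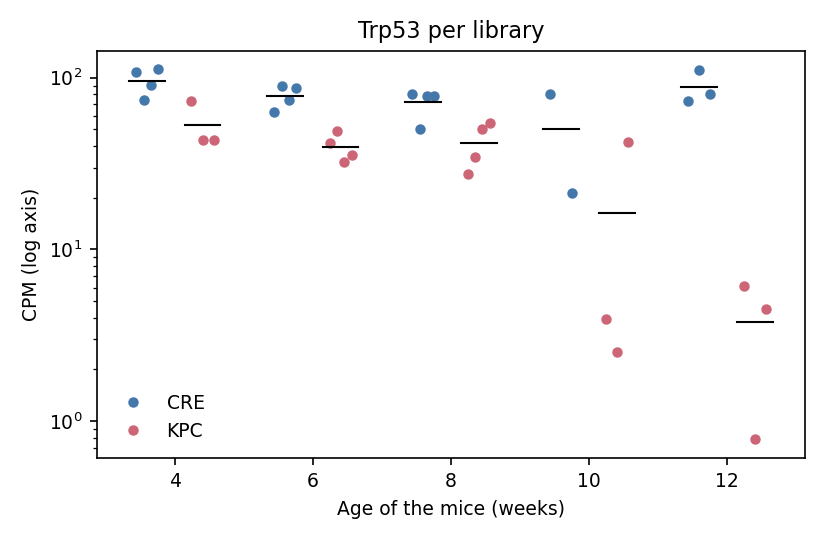
Trp53 in TMM-scaled CPM on a log axis, by age in weeks, with 1 point per CRE or KPC library and a bar at each group's mean. All 3 KPC libraries at 12 weeks and 2 of 3 at 10 weeks lie below every CRE library.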

To investigate the role of fibroblasts in the early-stage of pancreatic carcinogenesis, specifically to analyze transcriptomic dynamics, RNA sequencing was conducted on fibroblasts isolated from KPC (*Ptf1a/p48-CRE; lox-stop-lox-Kras*^*G12D/+*^*; lox-stop-lox-Trp53*^*R172H/+*^) and CRE (*Ptf1a/p48-CRE*) mice at age 4, 6, 8, 10, and 12 weeks (at passage 4). Hematoxylin and eosin staining confirmed the presence of Acinar-to-Ductal Metaplasia (ADM) (starting at 6 weeks) and PanIN lesions (starting at week 10 weeks) (Figure 1A). Additionally, we observed robust CK19 expression, a ductal marker, in the KPC pancreata (Figure 1B). Histological analyses using Alcian blue and Sirius red staining revealed a fibrotic reaction in KPC mice (Figures 2A and 2B). Furthermore, we detected fibroblast marker proteins, fibroblast activation protein (FAP) and α-smooth muscle actin (α-SMA) (Figures 2C and 2D). Therefore, this time frame (4–12 weeks) was considered highly relevant to analyze ADM/PanIN-associated fibroblasts during early pancreatic carcinogenesis.

**Figure 1:**
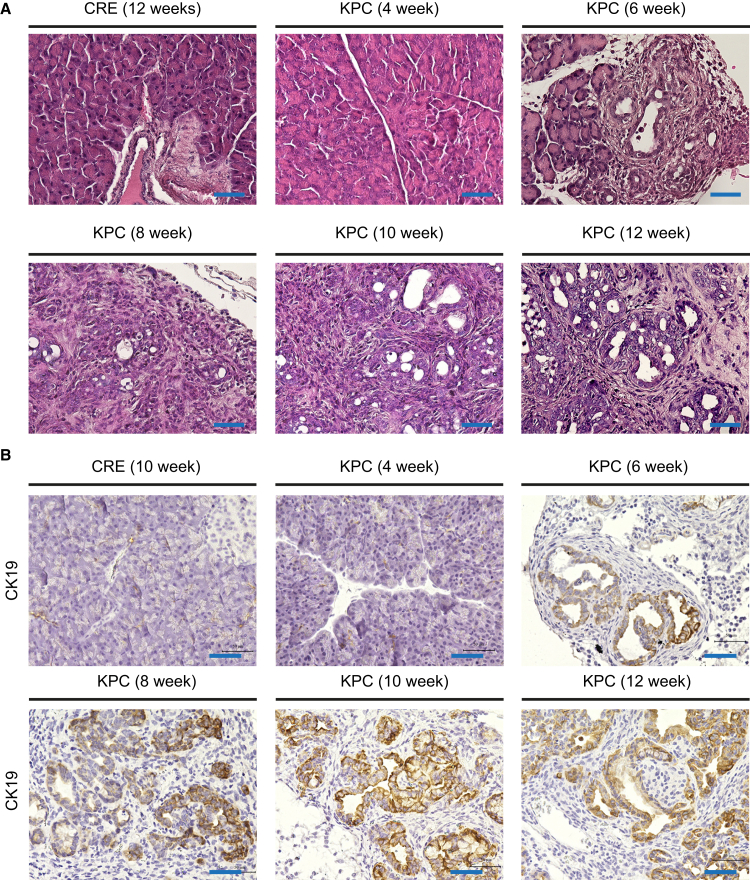
Aciar-to-ductal metaplasia (ADM) and pancreatic intraepithelial neoplasia (PanIN) formation in KPC (*Ptf1a/p48-Cre; lox-stop-lox-Kras*^*G12D/+*^*; lox-stop-lox-Trp53*^*R172H/+*^) mice (A) H&E staining reveals the pathological conditions of CRE aged 12 weeks and KPC pancreatic tissue of mice aged 4, 6, 8, 10, and 12 weeks. Preneoplastic lesions were observed starting at 6 weeks and increased with age (Bar: 50 μm). (B) Immunohistochemistry analyses for a ductal marker CK19 (Bar: 50 μm).

**Figure 2:**
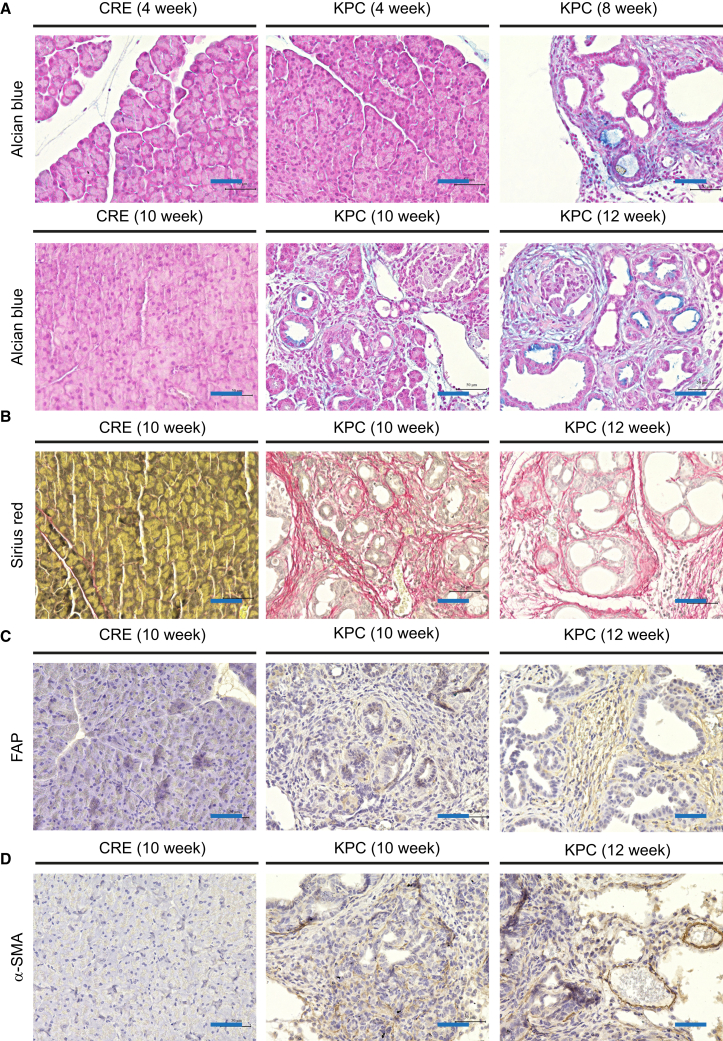
Elevated mucin secretion and fibrotic reaction in KPC mice (A) Alcian blue staining was performed in pancreatic tissue from CRE mice at ages 4 and 10 weeks, and KPC mice at ages 4, 6, 10, and 12 weeks. Mucin positivity was observed at 6 weeks (Bar: 50 μm). (B) Sirius red staining for evaluating collagen accumulation in the pancreas of CRE mice at 10 weeks and KPC mice at 10 and 12 weeks. (C) Fibroblast activation protein (FAP) staining, a marker for fibroblasts, was conducted on pancreatic tissue from CRE mice at 10 weeks and KPC mice at 10 and 12 weeks. (D) α smooth muscle actin (α-SMA) staining was performed as an additional fibroblast marker for pancreatic tissue from CRE mice at 10 weeks and KPC mice at 10 and 12 weeks.

Cell type deconvolution of RNA-seq data generated from primary isolated fibroblasts revealed RNA expression profiles reminiscent of pancreatic stellate cells in all but one sample. However, in fibroblasts from one 12-week-old KPC mouse, we observed a ductal cell-weighted profile (Figure 3A). 

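Stellate cell and fibroblast genes were abundant in all 34 libraries, and genes of acinar and endocrine cells were close to absent. The mean over 15 stellate cell and fibroblast markers lay between 6.77 and 8.82 log2(CPM + 1). Across the libraries, the mean over 20 acinar markers was at most 0.372 and over 10 endocrine markers at most 0.0911 log2(CPM + 1). The highest means were 1.12 for 13 endothelial, 1.35 for 11 Schwann cell, 2.24 for 10 mesothelial, 2.81 for 20 leukocyte and macrophage and 3.95 for 10 pericyte and smooth muscle markers. Ductal and epithelial markers (26 genes) averaged 2.40 log2(CPM + 1) in the KPC 12-week replicate 2, 0.92 in replicate 1 and 0.774 in replicate 3, against at most 1.82 in the other libraries. Krt18 (ENSMUSG00000023043, chromosome 15 of GRCm38 from 102028180 to 102032027), a keratin of simple epithelia, had 259 CPM in that replicate 2, 0.0842 CPM in replicate 1 and 0 in replicate 3, and at most 15.1 CPM in the other 31 libraries. Krt8 (ENSMUSG00000049382, chromosome 15 of GRCm38 from 101996698 to 102004482) and Msln (ENSMUSG00000063011, chromosome 17 of GRCm38 from 25748613 to 25754378) had 147 and 83.0 CPM in the same library, where Epcam had 0 counts. These genes were chosen after their values were seen. KPC and CRE 12-week libraries differed by 0.67 log2 units in the ductal mean (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow), and by 0.15 without KPC 12-week replicate 2.
Stellate cell and fibroblast genes were lower in KPC fibroblasts at 10 weeks (median log2 fold change -0.63, 13 of 15 genes negative; camera, adjusted p = 0.00342). The list mean was 7.67 and 7.33 log2(CPM + 1) in KPC 10-week replicates 1 and 3. In replicate 2 (8.575) it lay within the range of the CRE libraries (8.41 to 8.60). The call has adjusted p = 0.581 with an estimated correlation, and ended without KPC 10-week replicate 3 (0.175), with sample quality weights (0.0518) and with the replicate number as a block (0.114). When p was adjusted over the list alone, 2 of its genes were lower, and none over all genes. Desmin (Des) (ENSMUSG00000026208, chromosome 1 of GRCm38 from 75360329 to 75368579), a marker of stellate cells, had 18 ± 6.86 CPM (SD, n = 2) in CRE and 3.19 ± 1.32 CPM (SD, n = 3) in KPC fibroblasts at that age, a log2 fold change of -2.50 (standard error 0.47, adjusted p = 0.282), a change that did not pass the test over all genes.
By camera with the preset correlation, ductal, endothelial, leukocyte, mesothelial, Schwann cell and sex-linked lists were not called at any age at which they were tested. Other settings called each of these lists but that of Schwann cells at some age: leukocyte and macrophage markers were lower by fgsea at 6 weeks (adjusted p = 0.00261) and lower without CRE 12-week replicate 1 at 12 weeks (adjusted p = 0.0175), against the direction of camera. By camera, the lowest adjusted p was 0.0544, for the ductal list at 12 weeks (median 2.17, 7 of 8 measured genes positive). For the leukocyte list, the median was negative and the test direction positive at 6 weeks (median -0.62, adjusted p = 0.237) and 12 weeks (median -0.15, adjusted p = 0.494). With 1 acinar and 0 endocrine genes counted highly enough, those lists were not tested. At 12 weeks, 2 of the 3 CRE libraries stood apart in sex-linked genes: Xist (ENSMUSG00000086503, chromosome X of GRCm38 from 103460366 to 103483254) had 201, 299.5 and 63.6 CPM in the KPC replicates 1, 2 and 3 and 0.145, 0.222 and 549 CPM in the CRE replicates, while Ddx3y (ENSMUSG00000069045, chromosome Y of GRCm38 from 1260771 to 1286629) had 0 counts in the KPC replicates and 133, 157 and 0.124 CPM in the CRE replicates. The library that the paper left out as ductal was not analysed here.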

To avoid potential contamination and misinterpretation of data, we omitted this sample from further analyses. Immunocytochemistry for FAP and α-SMA on primary isolated cells confirmed positive staining in fibroblasts from both CRE and KPC mice, whereas PANC-1 pancreatic cancer cells showed no staining (Figure 3B).

**Figure 3:**
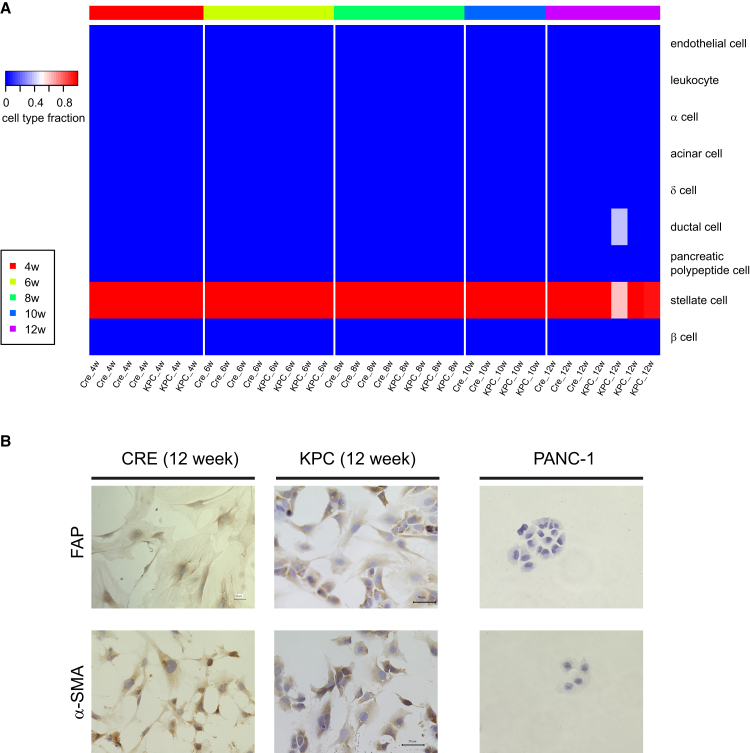
Characterization of primary isolated fibroblasts from CRE and KPC mice (A) CIBERSORTx-based cell type deconvolution demonstrates the purity of pancreatic fibroblasts in CRE and KPC mice across the 4–12-week time points. (B) Immunocytochemistry of FAP and α-SMA in fibroblasts from 12-week-old CRE or KPC mice. PANC-1 cells served as a negative control.

### Temporal changes of transcriptional regulation in fibroblasts from CRE versus KPC mice

A differential gene expression analysis was conducted in fibroblasts to identify and analyze the dynamics in transcriptional profiling between CRE and KPC mice. 

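Next to no single genes passed the test between KPC and CRE fibroblasts at 4, 8 and 10 weeks. At 4 weeks, 1 of 14930 genes tested fell past an FDR of 0.05 and an absolute log2 fold change of 1 (edgeR's quasi-likelihood test), and none rose. This gene, Gm11808 (ENSMUSG00000068240, chromosome 4 of GRCm38 from 3973092 to 3973595), is a predicted protein-coding gene with 96.2 ± 6.35 CPM (SD, n = 4) in CRE and 44.2 ± 1.26 CPM (SD, n = 3) in KPC fibroblasts, a log2 fold change of -1.12 (standard error 0.08, adjusted p = 0.0142). All KPC libraries lay below all CRE libraries (exact permutation test, two-sided p = 0.0571, the smallest that 3 against 4 allow), which is no further evidence for a gene called on the same libraries. The call ended without CRE 4-week replicate 1 (adjusted p = 0.0627), 2 (0.0742) or 3 (0.0641) and without KPC 4-week replicate 1 (0.207), 2 (0.224) or 3 (0.258); without CRE 4-week replicate 4, 10 genes fell. It also ended by exactTest with the dispersion of all 34 libraries (1.0), in one quasi-likelihood fit of all 34 libraries (1.0) and with the replicate number as a block (0.204). Among settings chosen after seeing the data, it ended with the level of Xist as a covariate (0.0795) and by exactTest with the dispersion of the 28 libraries of 4 to 10 weeks (0.314) or with that of all 34 libraries and no filter (1.0). Gm11808 was the gene with the third smallest p at 8 weeks, with a log2 fold change of -1.22 (standard error 0.17, adjusted p = 0.189).
None of 14293 genes passed at 8 weeks, where 1641 had an unadjusted p under 0.05, and 1 fell without CRE 8-week replicate 2. None of 14872 passed at 10 weeks, where 1898 did, and 2 fell without KPC 10-week replicate 3. At 4 weeks, 1592 genes had an unadjusted p under 0.05. If no gene differed, a share of 0.05 would be expected under that p, and the count at each of these ages lay above that share. Other tools called more: edgeR's exactTest at each age called 31 higher and 32 lower genes at 4 weeks, 24 and 29 at 8 weeks, and 86 and 137 at 10 weeks, and DESeq2 called 36 and 41, 46 and 52, and 204 and 188. Without a filter on low counts, 5 genes fell at 4 weeks and 5 rose and 29 fell at 10 weeks, with sample quality weights 1 rose and 8 fell at 4 weeks, with the replicate number as a block 1 fell at 10 weeks, and by exactTest with the dispersion of all 34 libraries 1 rose and 7 fell at 10 weeks. The exactTest with the dispersion of the 28 libraries, chosen after seeing the data, called 1 lower gene at 8 weeks and 141 higher and 144 lower at 10 weeks, and with that of all 34 and no filter 1 and 1 at 10 weeks. Phlda3 (ENSMUSG00000041801, chromosome 1 of GRCm38 from 135766119 to 135769136), induced by p53, was among the 3 genes with the smallest p at 8 weeks, at 257 ± 19.3 CPM (SD, n = 4) in CRE and 154 ± 8.37 CPM (SD, n = 4) in KPC fibroblasts and a log2 fold change of -0.73 (standard error 0.10, adjusted p = 0.189). Itga11 (ENSMUSG00000032243, chromosome 9 of GRCm38 from 62677826 to 62783982), a collagen receptor of activated fibroblasts, was among those at 10 weeks, with 511 ± 171 CPM (SD, n = 2) in CRE and 38.5 ± 13.3 CPM (SD, n = 3) in KPC fibroblasts and a log2 fold change of -3.74 (standard error 0.39, adjusted p = 0.208). Dcxr and Actg2 had log2 fold changes of -2.42 (standard error 0.21) and -1.997 (standard error 0.19) at 10 weeks, and Rps4l -0.91 (standard error 0.12) at 8 weeks. With 2 CRE libraries at 10 weeks, the exact permutation test cannot go below p = 0.2.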

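Mitochondrially encoded mRNAs and interferon-response genes were shifted upward in KPC fibroblasts at 4 weeks. All 12 mitochondrially encoded mRNAs measured were higher, with a median log2 fold change of 0.68 (camera, adjusted p = 1.09e-08; adjusted p = 0.856 with an estimated correlation, as for the other lists at this age). Adjusted over the list alone, 9 of them were higher. mt-Nd4, a subunit of complex I, had 781 ± 165 CPM (SD, n = 4) in CRE and 1209 ± 70.8 CPM (SD, n = 3) in KPC fibroblasts, a log2 fold change of 0.63 (standard error 0.17, adjusted p = 0.295). Of 24 genes of the interferon response, 19 were higher, with a median of 0.40 (camera, adjusted p = 1.9e-05), and Ifit3 (ENSMUSG00000074896, chromosome 19 of GRCm38 from 34583531 to 34588731) alone passed when adjusted over the list alone, with a log2 fold change of 1.57 (standard error 0.20, adjusted p over all genes = 0.126). Immediate early and dissociation genes were lower at that age, 9 of 10 with negative changes and a median of -0.31 (camera, adjusted p = 0.0121), and 2 passed when adjusted over the list alone, among them Junb (ENSMUSG00000052837, chromosome 8 of GRCm38 from 84974484 to 84978718) with a log2 fold change of -0.84 (standard error 0.20).
By 10 weeks, the interferon-response genes were lower in KPC fibroblasts, 22 of 26 with negative changes and a median of -0.76 (camera, adjusted p = 7.95e-05; adjusted p = 0.581 with an estimated correlation). The list mean was 2.60 and 2.10 log2(CPM + 1) in KPC 10-week replicates 2 and 3, and in replicate 1 (3.07) it lay within the range of the CRE libraries (2.98 to 3.30). Leukocyte and macrophage markers, not called, had a median of -2.14 at that age (10 of 11 negative) and a mean of 2.38 log2(CPM + 1) in CRE 10-week replicate 2 against 0.558 to 0.904 in the other 10-week libraries. Glycolysis and hypoxia genes were lower too, 18 of 21, with a median of -0.68 (adjusted p = 3.28e-06), as were cytosolic ribosomal protein genes, 69 of 75, with a median of -0.36 (adjusted p = 1.65e-09); both have adjusted p = 0.581 with an estimated correlation. Bnip3 (ENSMUSG00000078566, chromosome 7 of GRCm38 from 138890836 to 138909519), a hypoxia-induced mitophagy receptor, had 371 ± 213 CPM (SD, n = 2) in CRE and 129.9 ± 18.2 CPM (SD, n = 3) in KPC fibroblasts, a log2 fold change of -1.53 (standard error 0.38, adjusted p = 0.299). Mitochondrially encoded mRNAs had a median of 0.34 (camera, adjusted p = 0.0105; adjusted p = 0.628 with an estimated correlation), an upward call that rested on single libraries: it ended without KPC 10-week replicate 3 (0.104), with the replicate number as a block (0.107) and without CRE 10-week replicate 2 (0.844), where the median in log2 CPM turned from 0.55 to -0.13. Pericyte and smooth muscle genes were lower at 10 weeks (6 genes, median -1.70, camera, adjusted p = 0.000326; adjusted p = 0.388 with an estimated correlation; 3 lower when adjusted over the list alone). Myh11 (ENSMUSG00000018830, chromosome 16 of GRCm38 from 14194535 to 14291372), the smooth muscle myosin heavy chain, had 788 ± 44.8 CPM (SD, n = 2) in CRE and 97.9 ± 40.4 CPM (SD, n = 3) in KPC fibroblasts, a log2 fold change of -3.02 (standard error 0.40, adjusted p = 0.27). None of these genes passed over all genes tested.
At 8 weeks, pericyte and smooth muscle genes had a median of -0.78 (camera, adjusted p = 0.0203), a call that ended without CRE 8-week replicate 1 (0.251), CRE 8-week replicate 3 (0.114), CRE 8-week replicate 4 (0.0626), KPC 8-week replicate 4 (0.300). Nuclear-encoded oxidative phosphorylation genes were lower, 49 of 76, with a median of -0.08 (adjusted p = 0.0325), which ended without CRE 8-week replicate 2 (0.262), CRE 8-week replicate 4 (0.204), KPC 8-week replicate 1 (0.178), KPC 8-week replicate 2 (0.128) and with sample quality weights (0.170). Both lists have adjusted p = 0.800 with an estimated correlation. For pericyte genes at 6 weeks (median 0.14) and glycolysis genes at 8 weeks (median 0.03), neither called, the test direction was downward.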

In adhering to FDR <0.05 and a log_2_ fold change cut-off of |1|, no significantly differentially expressed genes (DEGs) were found at 4, 8, and 10 weeks. 

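Few genes passed the test between KPC and CRE fibroblasts at 6 weeks. Of these, 3 for ribosomal proteins had stepped levels that also parted libraries of a single group at other ages. Of 14303 genes tested, 8 rose and 5 fell in KPC fibroblasts (edgeR's quasi-likelihood test), and 1443 had an unadjusted p under 0.05. Rpl29 (ENSMUSG00000048758, chromosome 9 of GRCm38 from 106429454 to 106431568), a protein of the large ribosomal subunit, had 1.98 ± 0.794 CPM (SD, n = 4) in CRE and 223 ± 71.5 CPM (SD, n = 4) in KPC fibroblasts, a log2 fold change of 6.80 (standard error 0.41, adjusted p = 0.000682). Rpl34 (ENSMUSG00000062006, chromosome 3 of GRCm38 from 130726831 to 130730398) had 9.42 ± 2.62 and 300.3 ± 87.7 CPM, a log2 fold change of 4.99 (standard error 0.32, adjusted p = 0.000682), and Rpl30 (ENSMUSG00000058600, chromosome 15 of GRCm38 from 34440505 to 34443640) had 28.1 ± 3.82 and 247 ± 102 CPM, a log2 fold change of 3.13 (standard error 0.36, adjusted p = 0.0204). Within groups of other ages, Rpl29 had 1.61 to 247.5 CPM among the CRE 4-week libraries, 1.24 to 139.7 CPM among the CRE 8-week and 1.61 to 125 CPM among the KPC 8-week libraries. For all 13 genes called at 6 weeks, every KPC library lay on one side of every CRE library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). The genes were called on the same libraries, so this separation is no further evidence. The summed CPM of each ribosomal protein gene and of all genes that share at least 10% of its 25-base words (45.4% at most for Rpl29, 10.8% for Rpl34 and Rpl30) differed less: 374 ± 32.3 in KPC and 316 ± 74.0 in CRE over the 3 genes of the Rpl34 family, 278 ± 62.7 and 218 ± 24.9 over the 3 of the Rpl30 family, and 271 ± 75.6 and 87.3 ± 17.7 over the 44 of the Rpl29 family.
Beyond ribosomal proteins, Sema3f (ENSMUSG00000034684, chromosome 9 of GRCm38 from 107681500 to 107710475), a secreted guidance factor, rose from 0.571 ± 0.236 to 25.3 ± 16.4 CPM (SD, n = 4 each), a log2 fold change of 5.48 (standard error 0.59, adjusted p = 0.0169). Elfn1 (ENSMUSG00000048988, chromosome 5 of GRCm38 from 139907943 to 139974722) rose, with a log2 fold change of 2.31 (standard error 0.27, adjusted p = 0.0214), and Fam124a (ENSMUSG00000035184, chromosome 14 of GRCm38 from 62555737 to 62608486) fell, with a log2 fold change of -2.19 (standard error 0.22, adjusted p = 0.0113). Psca (ENSMUSG00000022598, chromosome 15 of GRCm38 from 74714839 to 74717069) fell from 6.42 ± 6.23 CPM to counts in a single KPC library, with a log2 fold change of -8.91 (standard error 1.11, adjusted p = 0.0311), and the histone gene Hist1h4m (ENSMUSG00000069306, chromosome 13 of GRCm38 from 21811746 to 21812147) had a log2 fold change of -3.13 (standard error 0.36, adjusted p = 0.0214). The other 5 genes were 4 processed pseudogenes, of which Rpl30-ps10 and Gm10709 rose (3.26 (standard error 0.31) and 6.41 (standard error 0.62)) and CAAA01093177.1 and Gm8210 fell (-3.45 (standard error 0.35) and -3.45 (standard error 0.39)), and Gm38340, which rose (3.75 (standard error 0.50)). Of these, Gm10709 and Gm8210 are members of the Rpl29 family above, each with 42.4% of its 25-base words, so their calls are not separate from that of Rpl29. Gm10709 had 10.4 CPM in KPC and 0.12 CPM in CRE fibroblasts, and Gm8210 had 2.22 and 24.2 CPM. Rpl29 and Rpl34 passed the test without each of the 8 libraries in turn, and the other 11 genes did not: without CRE 6-week replicate 2, and likewise without CRE 6-week replicate 4, 2 genes rose and 0 fell. Without KPC 6-week replicate 1, 2, 3 or 4, the number that fell was 2, 2, 3 and 8, and without KPC 6-week replicate 2 the number that rose was 5. One quasi-likelihood fit of all 34 libraries called 0 higher genes and 1 lower, CAAA01093177.1, and left the other 12 with adjusted p-values of 0.0944 to 0.62. With the dispersion of all 34 libraries, exactTest called 12 higher and 11 lower genes and kept 9 of the 13, without Rpl30 (adjusted p = 0.141), Fam124a (0.0783), Elfn1 (0.154) and Hist1h4m (0.418). With the replicate number as a block, 1 gene rose, Rpl29, and 0 fell, and with the level of Xist as a covariate, a setting chosen after seeing the data, 5 rose and 2 fell. Other settings called more, with 55 higher and 31 lower genes by exactTest at that age, 85 and 61 by DESeq2, 527 and 725 by voom with sample quality weights, 8 lower without a filter and, in settings chosen after seeing the data, 85 and 54 by exactTest with the dispersion of the 28 libraries of 4 to 10 weeks and 8 lower with that of all 34 libraries and no filter.
Oxidative phosphorylation genes were lower in KPC fibroblasts at 6 weeks, 59 of 76, with a median log2 fold change of -0.14 (camera, adjusted p = 0.00175; adjusted p = 0.891 with an estimated correlation). That call ended without CRE 6-week replicate 2 (0.209), KPC 6-week replicate 4 (0.14) and with sample quality weights (0.0653). Glycolysis and hypoxia genes were higher, 20 of 21, with a median of 0.23 (camera, adjusted p = 0.00213; adjusted p = 0.891 with an estimated correlation), and 1 passed when adjusted over the list alone, Ero1l (ENSMUSG00000021831, chromosome 14 of GRCm38 from 45283087 to 45318771), with a log2 fold change of 0.67 (standard error 0.14, adjusted p over all genes = 0.301). The glycolysis rise came from KPC 6-week replicates 1 and 2 (list means of 8.49 and 8.13 log2(CPM + 1)), the 2 libraries with high cell cycle genes, while replicates 3 and 4 (7.57 and 7.97) lay within the range of the CRE libraries (7.53 to 7.98). For oxidative phosphorylation, KPC 6-week replicate 4 alone lay below all CRE libraries.

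**Figure D2:**
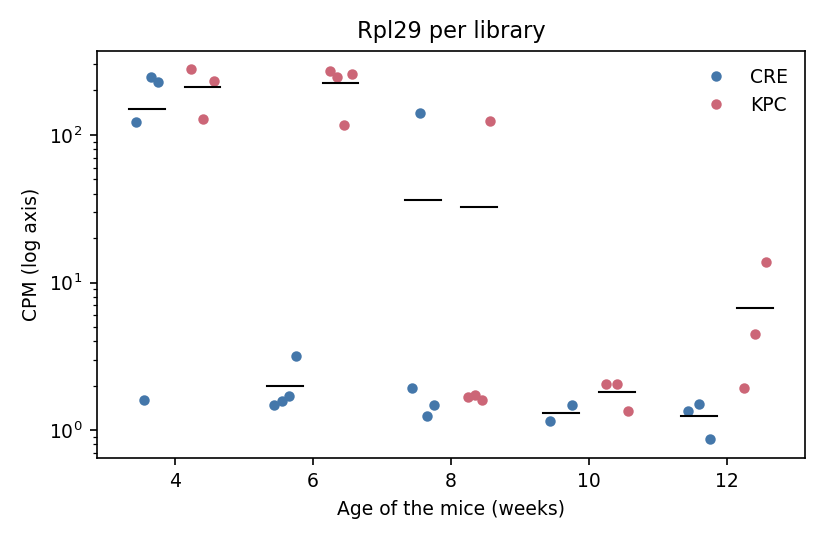
Rpl29 in TMM-scaled CPM on a log axis, by age in weeks, with 1 point per CRE or KPC library and a bar at each group's mean. At 6 weeks the CRE libraries average 1.98 CPM and the KPC libraries 223 CPM.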

At 6 weeks, 13 DEGs (8 upregulated and 5 downregulated) were observed. 

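Differences between KPC and CRE fibroblasts were large at 12 weeks, and so was the spread among the KPC libraries. Of 13731 genes tested over the 3 CRE and 3 KPC libraries, 0 passed an FDR of 0.05 (edgeR's quasi-likelihood test, lowest adjusted p = 0.288), while 917 were higher and 868 lower at an unadjusted p under 0.05. In simulated counts, 0% of genes changed by 2, 4 or 8-fold passed an FDR of 0.05 at this age. Their spread was estimated without a genotype term, so real differences between KPC and CRE widened it and the share can be too low. Without KPC 12-week replicate 3, 709 genes rose and 538 fell. Counts by other tools and settings were 137 higher and 172 lower (edgeR's exactTest), 524 and 324 (DESeq2), 1 and 5 (no filter on low counts), 2464 and 2648 (exactTest with the dispersion of all 34 libraries), 2363 and 3209 (one quasi-likelihood fit of all 34 libraries) and, chosen after seeing the data, 2325 and 3177 (exactTest with that dispersion and no filter). The biological coefficient of variation was 0.85 at 12 weeks, 0.262 to 0.385 at the other ages and 0.473 over all 34 libraries. KPC 12-week replicates 1, 2 and 3 had counts in 19900, 13832 and 11763 genes, and the other 31 libraries in 19059 to 21513. The 10 most abundant genes took 6.17, 13.3 and 16.0% of the counts in these 3 libraries. By RLE factors in place of TMM, the median log2 fold change of all genes at 12 weeks moved by 0.14.
Nuclear-encoded oxidative phosphorylation genes were higher in KPC fibroblasts, 70 of 76, with a median log2 fold change of 1.61 (camera, adjusted p = 3.03e-07; adjusted p = 0.758 with an estimated correlation). In log2 CPM their median was 0.43. The list mean was 7.21 and 7.74 log2(CPM + 1) in KPC 12-week replicates 1 and 2 and 4.04 in replicate 3, below every CRE 12-week library (5.70 to 6.05). Part of the rise goes with transcript length: random lists matched on length and expression had a median log2 fold change of 0.96, and KPC 12-week replicate 1 had the strongest relation of expression with length among the 34 libraries (Spearman rho -0.62, and -0.41 in replicate 2). None passed when adjusted over the list alone or over all genes. Ndufs3 (ENSMUSG00000005510, chromosome 2 of GRCm38 from 90894634 to 90904827), a subunit of complex I, had 36.6 ± 9.00 CPM (SD, n = 3) in CRE and 130 ± 22.2 CPM (SD, n = 3) in KPC fibroblasts, a log2 fold change of 1.95 (standard error 0.50, adjusted p = 0.288). Cox5b (ENSMUSG00000061518, chromosome 1 of GRCm38 from 36691449 to 36693681), a subunit of complex IV, had 72.7 ± 9.71 and 469 ± 279 CPM, a log2 fold change of 2.82 (standard error 0.66, adjusted p = 0.288). For both genes, every KPC library lay above every CRE library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow).
Cytosolic ribosomal protein genes were higher too, 70 of 74, with a median of 1.45 (camera, adjusted p = 0.00144; adjusted p = 0.882 with an estimated correlation), though in log2 CPM, where the median over all genes was -0.57, their median was -0.13 and their mean 0.21. That call ended without KPC 12-week replicate 1 (0.0747) or 2 (0.611). The list mean was 9.67 and 10.5 log2(CPM + 1) in KPC 12-week replicates 1 and 2 and 5.28 in replicate 3, below every CRE 12-week library (8.03 to 8.62), and lists matched on length and expression had a median log2 fold change of 1.014, with an upper bound of 1.31 for the central 95% of lists. Rplp1 (ENSMUSG00000007892, chromosome 9 of GRCm38 from 61913284 to 61914542) had 1218 ± 306 CPM (SD, n = 3) in CRE and 8572 ± 4195 CPM (SD, n = 3) in KPC fibroblasts, a log2 fold change of 2.93 (standard error 0.81, adjusted p = 0.288). Interferon-response and MHC class I genes were higher, 22 of 24, with a median of 1.40 (camera, adjusted p = 0.00185; adjusted p = 0.758 with an estimated correlation), and that call ended without KPC 12-week replicate 1 (0.280). Their median in log2 CPM was 0.69, and their mean of 2.13 log2(CPM + 1) in KPC 12-week replicate 3 lay below every CRE 12-week library (2.39 to 3.10), with 4.37 and 3.63 in replicates 1 and 2. Bst2 (ENSMUSG00000046718, chromosome 8 of GRCm38 from 71534255 to 71537456), an antiviral membrane protein, had 42.2 ± 25.9 and 353 ± 312 CPM, a log2 fold change of 3.18 (standard error 0.87, adjusted p = 0.288). Mitochondrially encoded mRNAs were not called at 12 weeks (median 0.11, test direction downward, adjusted p = 0.727), nor were glycolysis (median 0.15, downward, 0.929) and immediate early genes (median -0.90, upward, 0.332).

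**Figure D3:**
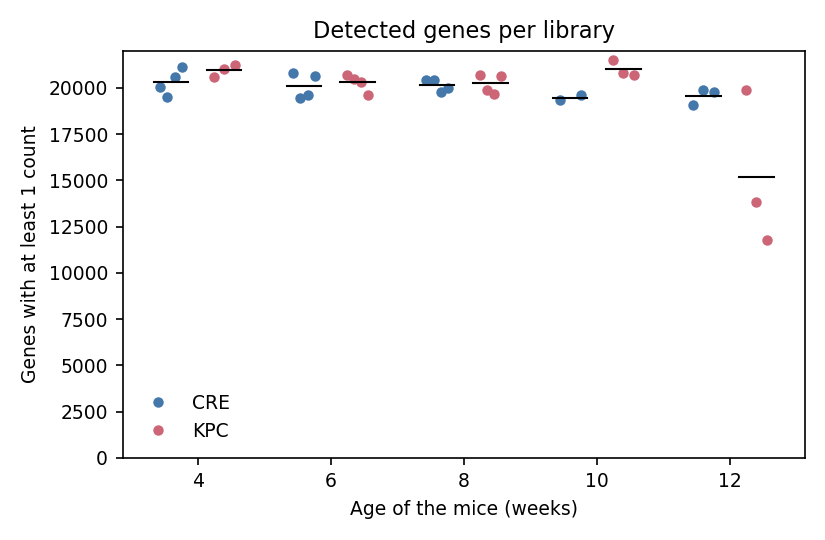
Number of genes with at least 1 count in each library, by age in weeks, with 1 point per CRE or KPC library and a bar at each group's mean. KPC 12-week replicates 2 and 3 lie at 13832 and 11763 genes, below all other libraries.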

For the 12-week time point, a total of 1618 genes were found to be upregulated, while 2218 genes were identified as downregulated (in total 3836 genes). This suggests that differences in gene expression between CRE and KPC fibroblasts are more pronounced at the 12-week time point (Figures 4A and 4B).

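A test of the difference itself compared the KPC effect at 12 weeks with the mean of its effects at 4, 6, 8 and 10 weeks. Of 16789 genes, 2289 had a higher and 3317 a lower effect at 12 weeks (edgeR's quasi-likelihood test over all 34 libraries). This fit takes a common spread per gene over all ages. The biological coefficient of variation was 0.473 over all 34 libraries and 0.85 among those of 12 weeks, so the adjusted p-values can be too small. In 71 draws of the genotypes that broke the 12-week grouping, the same test still called a median of 603 genes and at most 2332. Without KPC 12-week replicate 3, 3454 were higher, and without KPC 12-week replicate 1, 4993 were lower. With sample quality weights 794 were higher and 941 lower, and with the replicate number as a block 1026 were higher. Mrpl54 (ENSMUSG00000034932, chromosome 10 of GRCm38 from 81264713 to 81266934), a mitochondrial ribosomal protein, had a 12-week effect higher by 3.02 (standard error 0.29, adjusted p = 2.68e-08) on the log2 scale. Rplp1 and Scand1 were higher by 2.96 (standard error 0.30, adjusted p = 6.12e-08) and 5.55 (standard error 0.55, adjusted p = 5.07e-08), and Ppdpf and Tpgs1 by 2.65 (standard error 0.27, adjusted p = 7.32e-08) and 3.78 (standard error 0.39, adjusted p = 7.76e-08). Pik3c2a (ENSMUSG00000030660, chromosome 7 of GRCm38 from 116337265 to 116443449), a phosphoinositide kinase of endocytosis, was lower, at -5.47 (standard error 0.38, adjusted p = 1.26e-10). Vps13a and Ncoa4, a ferritin receptor, were lower, at -4.72 (standard error 0.34, adjusted p = 1.44e-10) and -4.07 (standard error 0.31, adjusted p = 5.07e-10), as were Zfp445 and Zc3h11a, at -8.22 (standard error 0.50, adjusted p = 8.87e-12) and -7.59 (standard error 0.58, adjusted p = 6.17e-10). KPC 12-week replicates 2 and 3 also differed from the other libraries in the number of detected genes, and 2 of the 3 CRE 12-week libraries, unlike the other 12-week libraries, had high counts of Y-linked genes. From the number of differentially expressed genes, the paper proposes that gene expression of KPC and CRE fibroblasts differs most at 12 weeks.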

**Figure 4:**
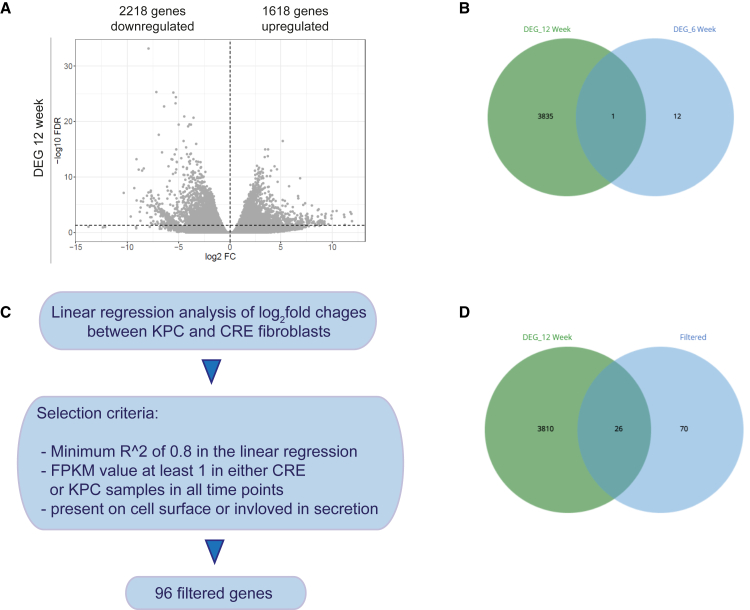
Differentially expressed genes (DEGs) in KPC fibroblasts (A) DEG in KPC fibroblasts compared to CRE fibroblasts at the 12-week time point. (B) Venn diagram showing the presence of one overlapping protein coding gene between time points 6 and 12 weeks. (C) Schematic representation for the selection of 96 genes. (D) The Venn diagram illustrates the presence of 26 target genes meeting the specified selection criteria (section-of results) and identified as differentially expressed at the 12-week time point. These targets may potentially play a role in paracrine communication between fibroblast and preneoplastic cells in PDAC.

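None of the genes called at 6 weeks was called at 12 weeks, where edgeR's quasi-likelihood test called none at an FDR of 0.05. Rpl30, which was higher at 6 weeks, had a log2 fold change of 2.85 at 12 weeks, and Elfn1 one of 1.92. Fam124a moved from a lower level at 6 weeks to a log2 fold change of 0.14, and Hist1h4m to 2.51. Sema3f stood at 0.20. By edgeR's exactTest with the dispersion of all 34 libraries, 23 genes were called at 6 weeks and 5112 at 12 weeks, and 5 were in both. exactTest at each age gave 2 genes in both and DESeq2 gave 11, while one quasi-likelihood fit of all 34 libraries called 1 gene at 6 weeks and gave 0 in both.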

We observed only a few DEGs between the 4 and 10-week time points. However, we hypothesized that there might be genes that were not identified as significant DEGs at the early time points but showed a continuous increase or decrease in expression throughout the entire time course. To identify such genes, we performed a linear regression analysis of log2 fold changes between KPC and CRE samples. For further investigation, we selected protein-coding genes based on the following criteria: (a) a minimum coefficient of determination (Rˆ2) of 0.8 in the linear regression, and (b) sufficient expression, with an average Fragments Per Kilobase of exon per Million reads mapped (FPKM) value of at least 1 in either CRE or KPC samples in all time points (Figure 4C). 

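Log2 fold changes were regressed on age for 10085 protein-coding genes with a mean FPKM of at least 1 in CRE or KPC samples at all ages. A coefficient of determination of at least 0.8 was reached by 774 genes, 377 rising and 397 falling in KPC fibroblasts. At 0.9, 139 rose and 125 fell. Over 4 to 10 weeks alone, where 4 points make high coefficients easier to reach, 1028 rose and 898 fell, and 518 of the genes selected over all ages were among them. Of the 26 target genes of the paper, 25 were selected. Tnfrsf10b (ENSMUSG00000022074, chromosome 14 of GRCm38 from 69767472 to 69784411), a death receptor, had a coefficient of 0.797 and a slope of -0.12 per week. Prnp (ENSMUSG00000079037, chromosome 2 of GRCm38 from 131909928 to 131938429), the prion protein, had the highest coefficient among them, 0.985, with a slope of -0.21 per week. Pappa (ENSMUSG00000028370, chromosome 4 of GRCm38 from 65124174 to 65357509), a protease of insulin-like growth factor binding proteins, had 0.979 with a slope of -0.42 per week. Leaving out 1 library gave 319 to 477 rising and 309 to 454 falling genes. The regression takes 5 log2 fold changes per gene and leaves out their errors. The gene ontology filter that the paper applied next was not applied here.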

As fibroblasts secrete factors or interact directly with other cell types, we utilized Gene Ontology annotation^26^ to select factors known to be present on the cell surface or involved in secretion. 

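How many genes with a linear course were also called at 12 weeks depended on how the spread between libraries was estimated. By edgeR's quasi-likelihood test on the 12-week libraries, 0 of the 774 genes selected by linear regression were called at 12 weeks, with 12 of the 26 target genes at an unadjusted p under 0.05. By exactTest at 12 weeks, 14 selected genes were called, 6 higher and 8 lower, and 5 of the 26. DESeq2 called 42 selected genes and 7 of the 26. With the dispersion of all 34 libraries, exactTest called 267 selected genes, 123 higher and 144 lower, and 25 of the 26, and one quasi-likelihood fit of all 34 libraries called 250 selected genes and all 26. Without KPC 12-week replicate 3, the quasi-likelihood test called 101 selected genes and 12 of the 26.
A genotype-by-age slope fitted to the counts of all 34 libraries rose in 918 and fell in 1159 of 16789 genes. This fit also took a common spread per gene over all ages. Itga8, an integrin of mesenchymal cells, had the smallest p among falling genes, with a slope of -0.74 per week (standard error 0.09, adjusted p = 0.000105). Thbs1 and Adamts12 had slopes of -0.48 (standard error 0.08, adjusted p = 0.00159) and -0.73 (standard error 0.11, adjusted p = 0.0013), and Fat1 and Nexn of -0.40 (standard error 0.06, adjusted p = 0.00137) and -0.36 (standard error 0.05, adjusted p = 0.00129). Ppan (ENSMUSG00000004100, chromosome 9 of GRCm38 from 20888175 to 20892178), a ribosome biogenesis factor, rose by 0.37 (standard error 0.06, adjusted p = 0.0021), Lsm4 by 0.36 (standard error 0.06, adjusted p = 0.00222), Mrps28 by 0.34 (standard error 0.06, adjusted p = 0.00222), Tcirg1 by 0.26 (standard error 0.04, adjusted p = 0.0021) and Ranbp3 by 0.19 (standard error 0.03, adjusted p = 0.00222). Without the 12-week libraries, 0 slopes rose and 4 fell, and none of these 10 genes passed. Among single libraries, those of 12 weeks moved these counts: 322 rose and 626 fell without CRE 12-week replicate 1, 359 and 610 without replicate 2, 343 and 641 without replicate 3, 721 fell without KPC 12-week replicate 2, and 1959 rose and 1855 fell without KPC 12-week replicate 3. With KPC 12-week replicates 2 and 3 left out together, chosen after seeing the data, 568 fell. By other settings over all 34 libraries, 81 rose and 159 fell with the replicate number as a block, 147 and 253 with sample quality weights and 543 and 677 without a filter, and DESeq2 called 1769 rising genes and gave no adjusted p for Mrps28.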

We identified 96 factors among which 26 genes were also identified as relevant DEGs at the 12-week time point (Figure 4D and Tables S1–S5).

### Significant gene expression alteration for cell cycle pathway, Myc targets, and ECM-associated genes in KPC fibroblasts

To better understand alterations in biological pathways and key biological processes in KPC fibroblasts, we performed gene set enrichment analysis using 1691 canonical pathways and 50 hallmark gene sets from MSigDB.^27^ We observed significant enrichment (padj <0.05) of 397, 394, 429, 429, and 395 pathways in KPC-fibroblasts at time points 4, 6, 8, 10, 12 weeks respectively, as compared to CRE control (Figure 5A). 

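Pathways of the cell cycle were lower in KPC fibroblasts at 4 weeks and higher at 6 and 8 weeks. For replication genes, the higher levels were those of KPC 6-week replicates 1 and 2 and KPC 8-week replicates 3 and 4, and the other 2 KPC libraries of each age lay within the range of CRE libraries. At 4 weeks, 1 of 3 KPC libraries lay below all CRE libraries for replication genes and 0 for mitosis genes. Reactome pathways were tested by fgsea with exponent 0, as the paper's methods give it, and an adjusted p under 0.05 was reached by 20 higher and 199 lower of 837 pathways at 4 weeks. At 6 weeks 143 of 826 were higher and 59 lower, at 8 weeks 196 of 824 and 48, at 10 weeks 108 of 835 and 145, and at 12 weeks 120 of 821 and 60. The pathway with the smallest p was Cell Cycle at 4 weeks, with a normalized enrichment score of -4.95, at 6 weeks (4.47) and at 8 weeks (6.38). At 10 weeks, Mitotic Prometaphase had a score of 5.24 and Eukaryotic Translation Elongation one of -5.44. At 12 weeks, formation of a pool of free 40S subunits had a score of 5.603. camera was applied with a preset correlation of 0.01 between genes. It called 6 higher and 162 lower pathways at 4 weeks, and 34 higher and 16 lower at 6 weeks. At 8 weeks it called 103 and 7, at 10 weeks 80 and 47, and at 12 weeks 24 higher and 0 lower. That preset can be too low, and these counts too high. With an estimated correlation, the replication and mitosis gene lists at 4 weeks each had adjusted p = 0.856 by camera. A permutation of genes, as fgsea applies, takes genes as independent.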

Notably, a subset of 102 pathways exhibited enrichment in KPC-fibroblasts across all time points (Figure 5A). 

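Pathways called at every age changed direction between ages. Of 820 Reactome pathways tested at all 5 ages, 36 were called at each, against 1.0 expected from the shares called per age if these were independent. All 36 had scores of both signs. DNA Replication had scores of -4.29, 2.44, 3.42, 2.62 and 2.81 from 4 to 12 weeks, and mRNA Splicing scores of -2.88, 3.95, 5.13, 3.41 and 2.08. Mitochondrial translation was lower at 4, 6 and 10 weeks (-2.93, -1.84 and -2.20) and higher at 8 and 12 weeks (1.85 and 4.92). Reactome sets share many genes, so these pathways are not independent of each other.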

To visualize the enrichment patterns, heatmaps with the top 20 positively and negatively enriched pathways were generated based on the decreasing order of NES (Normalized Enrichment Score) values over 12 weeks (Figure 5B). 

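Gene lists rarely kept 1 direction in KPC fibroblasts over the whole time course. Of 28 lists that could be tested at all 5 ages, 1 was called at each of them, the targets of E2F, which were lower at 4 weeks and higher later. Lists called at 4 or more ages numbered 3, and 9 were called at none. The calls were 2 higher and 5 lower lists at 4 weeks, 3 and 4 at 6 weeks, 4 and 4 at 8 weeks, 4 and 9 at 10 weeks, and 5 and 2 at 12 weeks (camera with a preset correlation of 0.01). With an estimated correlation, 0 lists were called at any age, and fry called 1 lower list at 8 weeks, 2 lower lists at 10 weeks and 0 at the other ages. The 50 gene sets of the paper's Figure 5C were not used here; the lists were written from gene symbols.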

We found that 24 out of 50 important gene sets remained consistent across the entire duration (4–12 weeks) (Figure 5C). Moreover, gene sets associated with the cell cycle, such as E2F targets, G2M checkpoints, and Myc targets, exhibited a continuous upward trend across all time points and an upward trend in gene sets related to adipogenesis, reactive oxygen species, and fatty acid metabolism were exclusively observed at the 12-week mark (Figure 5D).

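By camera, genes of DNA replication and mitosis were lower in KPC fibroblasts at 4 weeks and higher at 6, 8 and 10 weeks. The rise of both lists at 6 and 8 weeks came from the same 2 of the 4 KPC libraries of each age. At 4 weeks, 1 of 3 KPC libraries lay below all CRE libraries in the replication mean (4.36 log2(CPM + 1), CRE 4.38 to 5.27). In the mitosis mean 0 of 3 did (5.05 to 5.415, CRE 4.82 to 5.75). The 46 replication genes that follow E2F had median log2 fold changes of -0.44, 0.83, 0.85, 0.81 and 0.55 from 4 to 12 weeks, with 43 of 46 negative at 4 weeks and all 45 measured positive at 8 weeks. The list was called at each age (camera, adjusted p = 5.0e-10, 1.65e-07, 1.01e-09, 1.87e-13, 0.0293), with adjusted p = 0.856, 0.891, 0.800, 0.581 and 0.758 with an estimated correlation. The list mean was 5.64 and 5.68 log2(CPM + 1) in KPC 6-week replicates 1 and 2 and 5.51 and 5.66 in KPC 8-week replicates 3 and 4, while the other KPC libraries of these ages (4.12 to 4.39) lay within the range of CRE libraries (4.09 to 4.90 at 6 weeks and 3.85 to 4.91 at 8 weeks). Adjusted over the list alone, 1 gene was higher at 10 weeks, and none over all genes. Hells (ENSMUSG00000025001, chromosome 19 of GRCm38 from 38930915 to 38971051), a chromatin remodeler of replicating cells, had 13.3 ± 0.82 CPM (SD, n = 2) in CRE and 36 ± 6.63 CPM (SD, n = 3) in KPC fibroblasts at 10 weeks, a log2 fold change of 1.43 (standard error 0.23, adjusted p = 0.27). Cdt1 (ENSMUSG00000006585, chromosome 8 of GRCm38 from 122568015 to 122573554), a replication licensing factor, had a log2 fold change of -0.83 (standard error 0.23, adjusted p = 0.307) at 4 weeks and a log2 fold change of 2.32 (standard error 0.76, adjusted p = 0.314) at 12 weeks. The 12-week call ended without CRE 12-week replicate 2 (0.0676), KPC 12-week replicate 1 (0.28), KPC 12-week replicate 2 (0.163). The list mean was 4.77 and 4.58 log2(CPM + 1) in KPC 12-week replicates 1 and 2. In replicate 3 it was 2.94, below every CRE 12-week library (4.04 to 4.23). In log2 CPM the mean of the list at 12 weeks was -0.03 and the median 0.20, which turned to -0.09 without CRE 12-week replicate 2 and to -0.17 without KPC 12-week replicate 1.
Mitosis genes had medians of -0.24, 0.42, 0.48, 1.22 and 0.65. They were called lower at 4 weeks and higher at 6, 8 and 10 weeks (camera, adjusted p = 0.00153, 5.7e-08, 7.74e-09 and 1.09e-15) but not at 12 weeks (0.0544), where the mean in log2 CPM was -0.21. The mean of the mitosis list was 5.75 and 5.67 log2(CPM + 1) in KPC 6-week replicates 1 and 2 and 5.84 and 5.81 in KPC 8-week replicates 3 and 4, while the other KPC libraries (5.34 and 5.01 at 6 weeks, 5.10 and 5.02 at 8 weeks) lay within the range of CRE libraries (4.47 to 5.40 and 4.41 to 5.63). With an estimated correlation, none of these calls held (adjusted p = 0.856, 0.891, 0.800 and 0.581). Without CRE 4-week replicate 1 (0.131), CRE 4-week replicate 3 (0.0559), KPC 4-week replicate 2 (0.19), the 4-week call ended. When p was adjusted over the list alone, 9 mitosis genes were higher at 10 weeks, and 3 were higher and 1 lower at 12 weeks. Mki67 (ENSMUSG00000031004, chromosome 7 of GRCm38 from 135689784 to 135716361), the proliferation marker, had 41.8 ± 10.6 CPM (SD, n = 2) in CRE and 111 ± 31.5 CPM (SD, n = 3) in KPC fibroblasts at 10 weeks, a log2 fold change of 1.40 (standard error 0.30, adjusted p = 0.289).
Myc-type targets, 43 genes of ribosome biogenesis and chaperonins, had medians of -0.17, 0.15, 0.20, 0.19 and 0.90. The list was lower at 4 weeks (camera, adjusted p = 3.22e-06), not called at 6 weeks (0.098), and higher at 8, 10 and 12 weeks (0.00336, 0.000482 and 0.00127), with adjusted p = 0.856, 0.800, 0.615 and 0.758 with an estimated correlation for the calls. The list mean lay beyond all CRE libraries of the same age in 1 of 3 KPC libraries at 4 weeks, 1 of 4 at 8 weeks, 3 of 3 at 10 weeks and 2 of 3 at 12 weeks, where KPC replicate 3 had the lowest mean (5.05 log2(CPM + 1)). Without CRE 8-week replicate 3 (0.111), KPC 8-week replicate 4 (0.300), the 8-week call ended, as did the 10-week call without CRE 10-week replicate 1 (0.0716) and the 12-week call without KPC 12-week replicate 2 (0.0852), where the median in log2 CPM turned from 0.35 to -0.35. Srm (ENSMUSG00000006442, chromosome 4 of GRCm38 from 148591503 to 148594993), the spermidine synthase, had 67.4 ± 11.3 CPM (SD, n = 3) in CRE and 304 ± 99.2 CPM (SD, n = 3) in KPC fibroblasts at 12 weeks, a log2 fold change of 2.30 (standard error 0.55, adjusted p = 0.288). Ppan alone passed when adjusted over the list alone, higher at 12 weeks.
Lipid and redox genes were not called at 12 weeks. Adipogenesis and lipid storage genes had a median of 0.60 (17 of 28 positive, adjusted p = 0.105, mean in log2 CPM -0.02), genes of the antioxidant defence one of 0.50 (22 of 31 positive, adjusted p = 0.0501, median in log2 CPM -0.11), and fatty acid oxidation genes one of 0.05 (adjusted p = 0.987, test direction downward). At the earlier ages, adipogenesis genes were not called (lowest adjusted p = 0.129, at 6 weeks) and had 2 higher genes at 10 weeks when adjusted over the list alone. Fatty acid oxidation genes were lower at 6 weeks (24 of 31 negative, median -0.23; camera, adjusted p = 0.00175; adjusted p = 0.683 with an estimated correlation), among them Acadvl (ENSMUSG00000018574, chromosome 11 of GRCm38 from 70010183 to 70015411), the very long chain acyl-CoA dehydrogenase, with a log2 fold change of -0.45 (standard error 0.15, adjusted p = 0.463). The fall was largest in KPC 6-week replicates 1 and 2 (list means of 4.72 and 4.68 log2(CPM + 1)), the 2 libraries with high replication genes. Replicate 3 (4.88) lay just below the CRE range (4.90 to 5.04) and replicate 4 (4.91) at its low end. Antioxidant genes were lower at 4 weeks (25 of 31, median -0.18; camera, adjusted p = 0.0139; adjusted p = 0.856 with an estimated correlation), a call that ended without CRE 4-week replicate 4 (0.189), KPC 4-week replicate 2 (0.0953), with sample quality weights (0.286) and with the replicate number as a block (0.189). Txn2 (ENSMUSG00000005354, chromosome 15 of GRCm38 from 77915047 to 77929006), the mitochondrial thioredoxin, had a log2 fold change of -0.33 (standard error 0.09, adjusted p = 0.307) at that age. None of these genes passed over all genes tested.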

**Figure 5:**
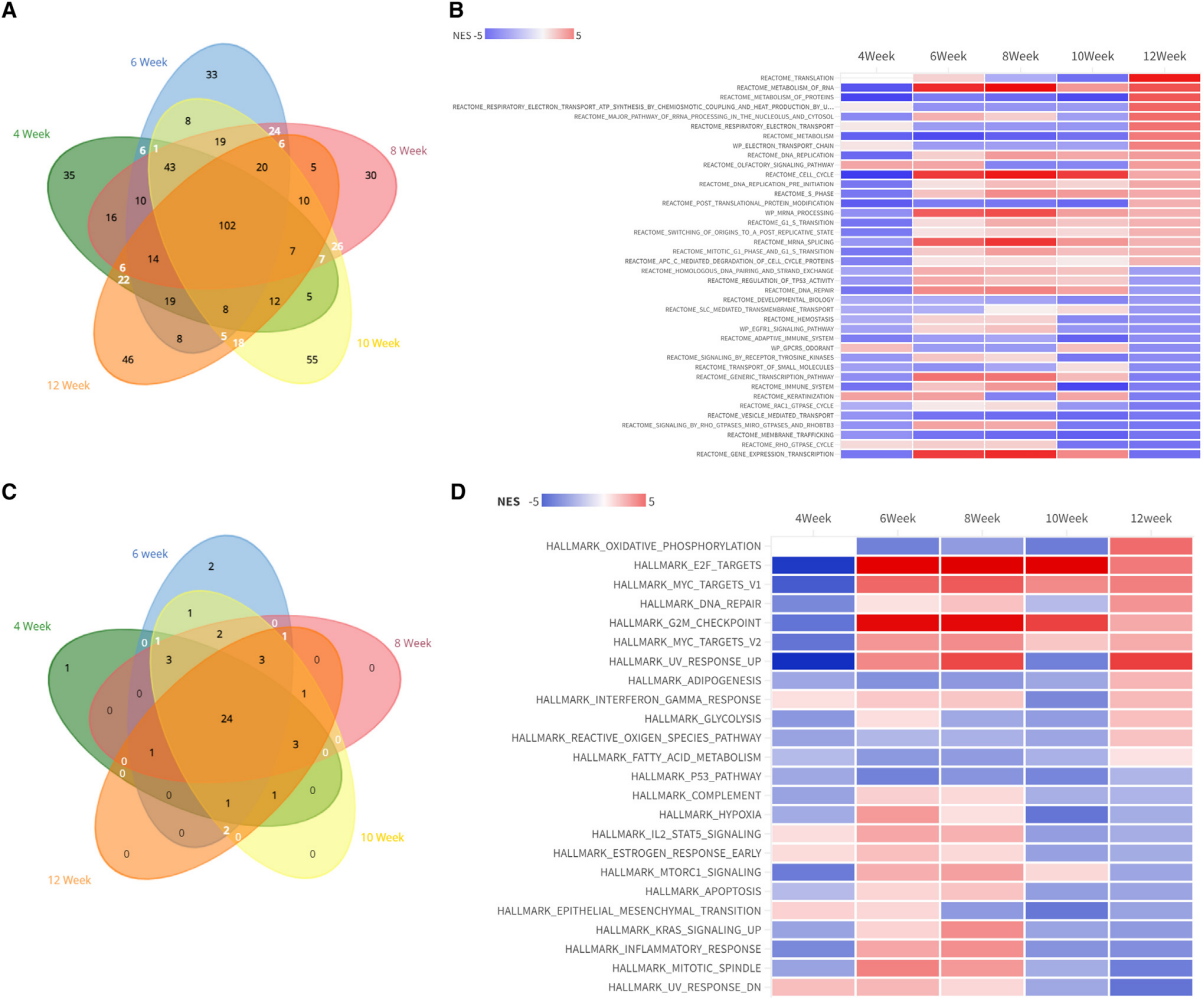
Gene expression alteration in biological pathways in KPC fibroblasts (A) The Venn diagram shows 102 canonical pathways exhibited significant enrichment in KPC fibroblast as compared to CRE in all time points (4–12 weeks). (B) Heatmap shows the top 20 positively and negatively enriched canonical pathways based on decreasing order of normalized enrichment scores (NES) of 12 weeks. (C) The Venn diagram shows 24 hallmark gene sets exhibited significant enrichment in KPC fibroblast as compared to CRE in all time points (4–12 weeks). (D) The heatmap presents the normalized enrichment scores (NES) of 24 hallmark gene sets that exhibited consistency across all examined time points.

### Continuous up-regulation of angiopoietin-like factor 4 in KPC fibroblasts during early-stage pancreatic carcinogenesis

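Target genes fell in KPC fibroblasts with age, by the slope over all ages. The 26 genes had a median log2 fold change of 0.30 at 4 weeks, 0.03 at 6 weeks, -0.30 at 8 weeks, -0.90 at 10 weeks and -1.67 at 12 weeks. At 4 weeks, 22 of them had positive log2 fold changes, and at 12 weeks 23 had negative ones. The log2 fold change fell at every step between ages for 13 genes and rose at every step for 3, Angptl4, Nrp1 and Them6. Itga8 (ENSMUSG00000026768, chromosome 2 of GRCm38 from 12106632 to 12301922) went from 0.55 and -0.26 to -1.45, -2.61 and -5.70 (standard error 0.84), with 76.5 ± 11.7 CPM (SD, n = 3) in CRE and 1.37 ± 1.26 CPM (SD, n = 3) in KPC fibroblasts at 12 weeks (adjusted p = 0.288). Epha4 (ENSMUSG00000026235, chromosome 1 of GRCm38 from 77367185 to 77515088), an ephrin receptor, had 64 ± 22.6 and 3.33 ± 2.1 CPM, a log2 fold change of -4.15 (standard error 0.78, adjusted p = 0.288). Nrp1 (ENSMUSG00000025810, chromosome 8 of GRCm38 from 128358604 to 128503363), a co-receptor of VEGF and semaphorins, went from -0.40 at 4 weeks to 1.50 (standard error 0.74) at 12 weeks (adjusted p = 0.424), and Them6 (ENSMUSG00000056665, chromosome 15 of GRCm38 from 74721204 to 74724639) from -0.73 to 2.26 (standard error 0.79) (adjusted p = 0.331).
At 12 weeks, all KPC libraries lay below all CRE libraries for 22 of the 26 genes and above for Angptl4 and Them6. The ranges overlapped for Ahnak and Nrp1. None of the 26 passed over all genes at any age by edgeR's quasi-likelihood test, and 12 had an unadjusted p under 0.05 at 12 weeks. Adjusted over the list alone, 1 was higher at 4 weeks, 1 higher and 3 lower at 8 weeks, 9 lower at 10 weeks and 5 lower at 12 weeks, which is no independent evidence, since the study chose the list on these samples. For the same reason the slopes of 23 of the 26 that passed over all genes describe a selected set. These slopes were largest for Itga8, Epha4 at -0.55 per week (standard error 0.12, adjusted p = 0.00713) and Lama2. Without the 12-week libraries, no rising slope and few falling ones passed over all genes. The 12-week effect differed from that of the earlier ages for 22 of the 26 genes, in the fit with a common spread per gene over all ages. Among the other targets at 12 weeks, Ahnak, Prnp, Ctgf and Tnfrsf10b had log2 fold changes of -1.14, -1.14, -1.16 and -0.95, and Pdgfd, Pappa and Enpp5 of -3.27, -2.88 and -2.51. Mcam, Scpep1, Tlr3 and Col4a1 lay between, at -1.98, -1.82, -1.75 and -1.25.

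**Figure D4:**
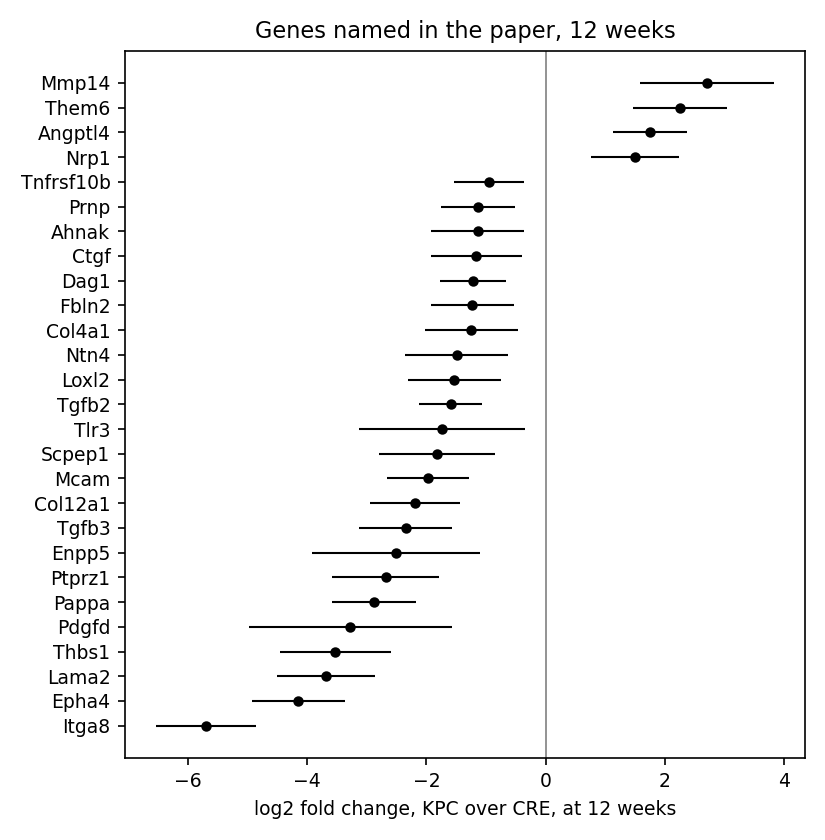
Log2 fold change of KPC over CRE at 12 weeks for the 26 target genes and Mmp14, with bars of 1 standard error (n = 3 libraries per genotype). Nrp1, Angptl4, Them6 and Mmp14 lie above 0 and the other 23 genes below.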

Among the 26 target genes selected based on the aforementioned criteria (Figure 4D and Tables S1–S5), 3 of these 26 genes - Angiopoietin-like factor 4 (*Angptl4*), Neuropilin 1 (*Nrp1*), and Thioesterase 6 (*Them6*) showed continuous up-regulation during the time course, while 23 of the 26 genes exhibited continuous down-regulation (Figure 6A). 

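Angptl4, a secreted inhibitor of lipoprotein lipase, moved from a lower to a higher level in KPC fibroblasts over the time course. Angptl4 (ENSMUSG00000002289, chromosome 17 of GRCm38 from 33773750 to 33781830) had log2 fold changes of -0.63 (standard error 0.34) at 4 weeks, -0.24 (standard error 0.28) at 6 weeks, 0.00 (standard error 0.51) at 8 weeks, 0.67 (standard error 0.43) at 10 weeks and 1.75 (standard error 0.62) at 12 weeks. At 12 weeks it had 16.4 ± 5.9 CPM (SD, n = 3) in CRE and 50.8 ± 25.1 CPM (SD, n = 3) in KPC fibroblasts (adjusted p = 0.334 from edgeR's quasi-likelihood test), and every KPC library lay above every CRE library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Its slope over age was 0.27 per week (standard error 0.08, adjusted p = 0.0200). Without the 12-week libraries no rising slope passed over all genes, so this call ended. PPAR-responsive genes, among which Angptl4 is counted, were lower at 6 weeks (9 of 11 negative, median -0.27; camera, adjusted p = 0.0268; adjusted p = 0.683 with an estimated correlation). In KPC 6-week replicates 2 and 4 the list mean lay below all CRE libraries, and in the other two it did not. That call ended without CRE 6-week replicate 1 (0.0711), CRE 6-week replicate 2 (0.0524), KPC 6-week replicate 4 (0.0591) and with sample quality weights (0.0839). Pdk4 (ENSMUSG00000019577, chromosome 6 of GRCm38 from 5483351 to 5496309), a mitochondrial kinase induced by PPARs, had a log2 fold change of -1.25 (standard error 0.51, adjusted p = 0.484) at that age. At 12 weeks the list had a median of -0.66 (adjusted p = 0.612). When p was adjusted over the list alone, 1 of its genes was lower at 8 weeks, and none passed over all genes at any age.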

Notably, one of these genes, *Angptl4*, was found to be associated with adipogenesis. Previous studies have shown ANGPTL4, through its regulation by short chain fatty acid and peroxisome proliferator-activated receptor γ (PPARγ), may play a role in the progression of colon adenocarcinoma.^28^ 

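ECM glycoprotein and basement membrane genes were lower in KPC fibroblasts at 10 and 12 weeks, while collagens as a group were not called. Of 33 ECM glycoprotein genes, 24 were lower at 10 weeks and 24 at 12 weeks, with median log2 fold changes of -0.39 (camera, adjusted p = 0.000621) and -0.92 (0.0293). With an estimated correlation, the calls have adjusted p = 0.581 and 0.758. The 12-week call ended without CRE 12-week replicate 1 (0.0591), CRE 12-week replicate 2 (0.0546), KPC 12-week replicate 1 (0.088), KPC 12-week replicate 2 (0.102). At 4, 6 and 8 weeks the medians were 0.14, 0.02 and -0.10, with adjusted p-values of 0.0935, 0.341 and 0.409. Fbn1 (ENSMUSG00000027204, chromosome 2 of GRCm38 from 125300594 to 125507993), the microfibril protein fibrillin 1, had 2675 ± 425 CPM (SD, n = 3) in CRE and 418 ± 299 CPM (SD, n = 3) in KPC fibroblasts at 12 weeks, a log2 fold change of -2.60 (standard error 0.75, adjusted p = 0.288). Fbln1 (ENSMUSG00000006369, chromosome 15 of GRCm38 from 85205949 to 85286535) was higher, with a log2 fold change of 2.24 (standard error 0.73, adjusted p = 0.311), and Vcan (ENSMUSG00000021614, chromosome 13 of GRCm38 from 89655312 to 89742509) was higher at 10 weeks, with a log2 fold change of 0.90 (standard error 0.24, adjusted p = 0.313). Sparc (ENSMUSG00000018593, chromosome 11 of GRCm38 from 55394500 to 55423183), a collagen-binding glycoprotein, had a log2 fold change of -0.82 (standard error 0.24, adjusted p = 0.326) at 10 weeks, and Bgn one of -0.93 (standard error 0.32). Adjusted over the list alone or over all genes, none passed at any age. The 21 collagen genes had medians of -0.00, -0.02, -0.24, -0.18 and -0.78 from 4 to 12 weeks, with a lowest adjusted p of 0.0609 at 10 weeks, where 1 gene was higher when adjusted over the list alone. At 4 weeks their median was negative and the test direction positive.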

Among the 26 narrowed-down targets in our dataset, several genes associated with the ECM, according to Gene Ontology, were downregulated. These genes include laminin, alpha 2 (*Lama2*), thrombospondin-1 (*Thbs1*), protein tyrosine phosphatase receptor type Z, polypeptide 1 (*Ptprz1*), transforming growth factor, beta-2, and -3 (*Tgfb*2 and *Tgfb3*), collagen 12a1 (*Col12a1*), netrin 4 (*Ntn4*), *Loxl2* (lysine oxidase-like 2), dystroglycan 1 (*Dag1*), and fibulin 2 (*Fbln2*) (Figure 6A).

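All 10 ECM genes had negative log2 fold changes in KPC fibroblasts at 10 and 12 weeks. At 4 weeks all 10 were positive, from 0.06 to 0.95, and none passed over all genes or when adjusted over the list alone. Their median log2 fold change went from 0.24 at 4 weeks over 0.18, -0.33 and -1.27 to -1.89 at 12 weeks, and 6 of them fell at every step. Lama2 (ENSMUSG00000019899, chromosome 10 of GRCm38 from 26980036 to 27619758), a laminin chain of basement membranes, had 101 ± 31.8 CPM (SD, n = 3) in CRE and 7.27 ± 5.44 CPM (SD, n = 3) in KPC fibroblasts at 12 weeks, a log2 fold change of -3.69 (standard error 0.83, adjusted p = 0.288). Thbs1 (ENSMUSG00000040152, chromosome 2 of GRCm38 from 118111876 to 118127133) had 19740 ± 7224 and 1617 ± 954 CPM, a log2 fold change of -3.53 (standard error 0.93, adjusted p = 0.288). Ptprz1 (ENSMUSG00000068748, chromosome 6 of GRCm38 from 22875502 to 23052916) went from 0.95 (standard error 0.35) at 4 weeks to -2.69 (standard error 0.89) at 12 weeks, and Tgfb3 (ENSMUSG00000021253, chromosome 12 of GRCm38 from 86056745 to 86079041) from 0.16 (standard error 0.41) to -2.35 (standard error 0.78). Tgfb2 and Ntn4 stood at -1.59 (standard error 0.53) and -1.49 (standard error 0.86) at 12 weeks, and Dag1 and Fbln2 at -1.22 (standard error 0.56) and -1.23 (standard error 0.70). Every KPC library lay below every CRE library at 12 weeks for all 10 genes (exact permutation test, two-sided p = 0.1 each). By edgeR's quasi-likelihood test at that age, 0 passed over all genes, 6 had an unadjusted p under 0.05, and 6 were lower when adjusted over the list alone, a list that the study chose on these samples; at 10 weeks 4 were lower when adjusted over the list alone. The slope over age passed over all genes for all 10, with -0.48 per week (standard error 0.08, adjusted p = 0.00159) for Thbs1 and -0.51 per week (standard error 0.10, adjusted p = 0.00491) for Lama2. Without the 12-week libraries few falling slopes passed over all genes, so most of these calls ended, that of Thbs1 among them.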

**Figure 6:**
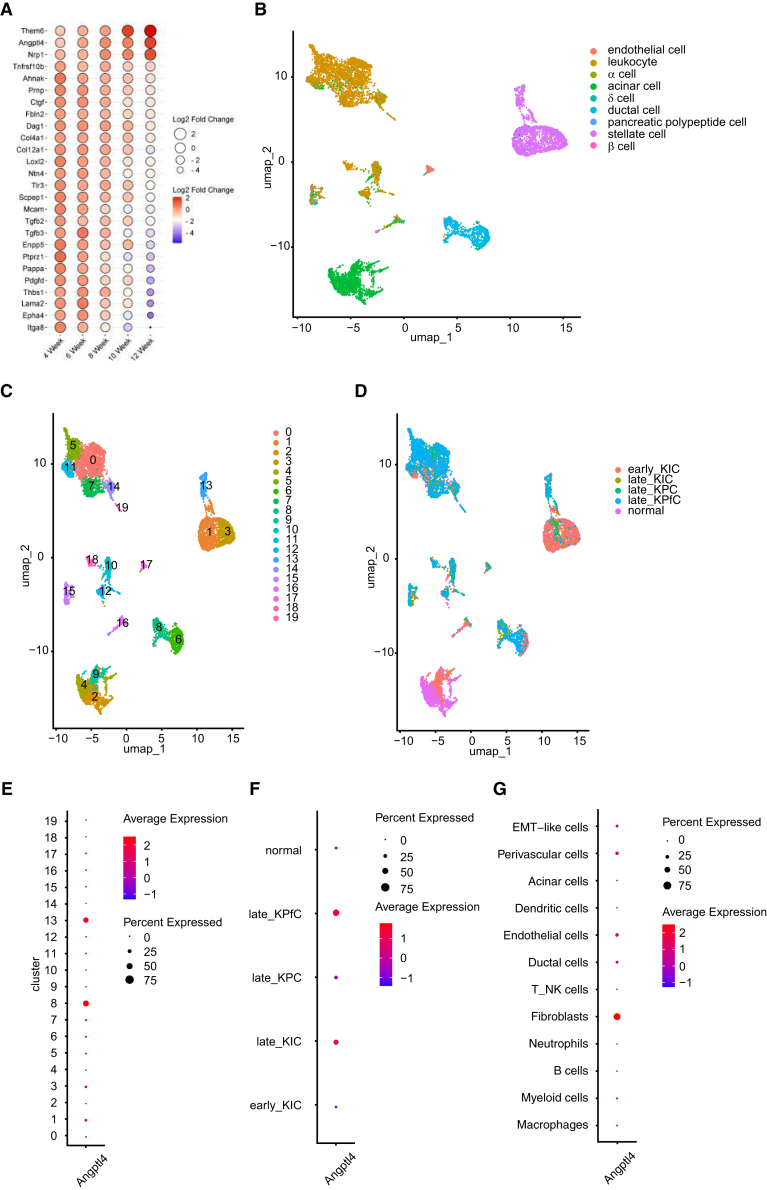
Identification of 26 continuously increased or decreased genes throughout the entire time course - especially the *Atgptl4* gene (A) Bubble plot reveals expression profile of selected 26 target-genes against log2Fold changes across all time points, 4–12 weeks. (B) UMAP plot based on scRNA-seq data from Hosein et al., showing distinct cell populations. (C) Visualization of 19 clusters identified in the UMAP analysis. (D) Gene expression status across different stages and pancreatic cancer mouse models, highlighting variations in distinct tissue compartments. (E) Expression of *Angptl4* across the 19 different clusters. (F) *Angptl4* expression within fibroblast clusters (clusters 1, 3, and 13) across different pancreatic cancer mouse models at distinct time points (early: 40 days, late 60 days). (G) *Angptl4* expression in various cell types within KPC mice based on scRNA-seq data from Elyada et al.

A previous single-cell RNA-sequencing (scRNA-seq) study profiled cell heterogeneity during different stages of pancreatic cancer progression across various genetically engineered mouse models, namely KIC (*Ptf1a/p48-Cre; lox-stop-lox-Kras*^*G12D/+*^*; Ink4a*^*lox/lox*^), KPC, and KPfC (*Pdx1-Cre; lox-stop-lox-Kras*^*G12D/+*^*; Trp53*^*lox/lox*^).^29^ To extend these findings, we processed scRNA-seq data from those models and identified 19 distinct cell clusters, including 3 fibroblast clusters (clusters 1, 3, and 13) (Figures 6B and 6C). Fibroblasts from early-stage (40-day-old) KIC mice predominantly occupied clusters 1 and 3, whereas fibroblasts from late-stage (60-day-old) KIC, KPC, and KPfC models formed cluster 13 (Figure 6D). *Angptl4* expression was prominent in ductal cells (cluster 8) and fibroblasts (cluster 13) (Figures 6E and S1). Notably, fibroblasts from late-stage KPfC and KIC models exhibited higher *Angptl4* expression than early-stage KIC or control models (Figures 6F and S2), while late-stage KPC fibroblasts did not display elevated *Angptl4* expression (Figure 6F). However, analysis of scRNA-seq data from Elyada et al.^20^ confirmed fibroblast-enriched expression of *Agnptl4* in KPC model (Figures 6G and S3).

We observed in our mouse model that *Angptl4* expression in KPC fibroblasts was higher than in CRE control fibroblasts (*p < 0.05*) (Figure 7A). Furthermore, ANGPTL4 staining was observed in the pancreas of 10- or 12-week-old KPC mice, but not in the pancreas of 6-week-old KPC mice or in age-matched CRE control (Figure 7B). Further analysis of scRNA-seq data of human PDAC and healthy control samples (described in Peng et al.^30^) revealed prominent *ANGPTL4* expression in stellate cells and fibroblasts from healthy control samples. In human, PDAC, *ANGPTL4* expression was notably increased in stellate cells, fibroblasts, and ductal and endothelial cells (Figures 7C and S4). Immunohistochemical analysis of ANGPTL4 in human pancreatic cancer samples showed broad positivity (Figure 7D). In tissue microarray analysis, ANGPTL4 staining in PanIN tissue displayed weak stromal expression without significant differences between high- and low-grade PanIN lesions (Figure 7E). However, ANGPTL4 remained positive in PDAC stromal lesions, with additional positivity observed in endothelial cells (Figures 7F and 7G).

**Figure 7:**
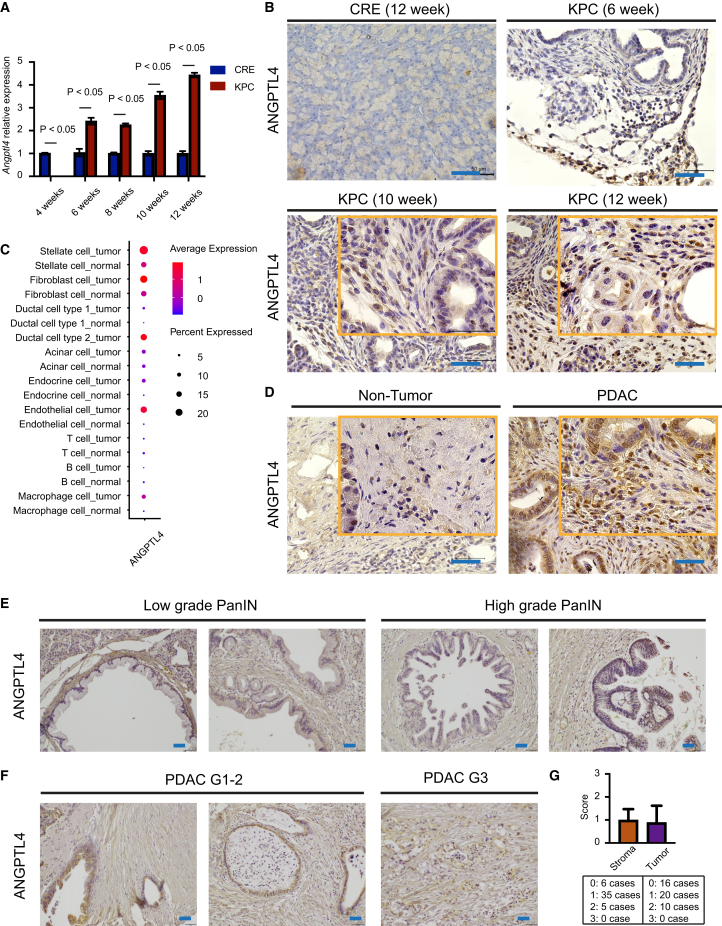
ANGPTL4 expression is elevated and more abundant in pancreatic tumors (A) RT-qPCR experiments to validate the upward expression of *Angptl4* in KPC-fibroblast as compared to CRE-fibroblast across time points. Data are represented as mean ± SD. (B) Immunohistochemistry conducted on CRE and KPC murine pancreatic tissues to show higher expression of ANGPTL4 in 10 and 12 weeks (Bar: 50 μm). (C) Analysis with human scRNA-seq data from Peng et al. revealing elevated *ANGPTL4* expression in tumor tissues. (D) Immunohistochemistry on representative human pancreatic tissues (non-tumor and PDAC) indicating higher ANGPTL4 expression in PDAC (Bar: 50 μm). (E) Immunohistochemistry on a pancreatic tissue microarray on low-grade and high-grade PanIN samples (Bar: 50 μm). (F) Immunohistochemistry conducted on a PDAC tissue microarray (G1-2, and G3) (Bar: 50 μm). (G) Staining intensity of ANGPTL4 in the stromal region and tumor cells on PDAC tissue microarray (total: *n* = 46) with scoring as follows: 0 = no staining, 1 = weak, 2 = moderate, 3 = strong. Data are represented as mean ± SD.

In conclusion, our findings demonstrate a consistent up-regulation of *Angptl4* in stromal fibroblasts during early-stage pancreatic carcinogenesis in KPC mice and human pancreatic cancer. The tissue microarray analysis confirmed stromal ANGPTL4 expression independent of PanIN stage.

### Expression of *Angptl4* in fibroblasts tends to be associated with expression of antigen-presenting cancer-associated fibroblast markers

To investigate whether there are any significant similarities between the KPC fibroblasts and the previously described CAF subtypes, we employed cell type deconvolution to assess CAF subtype proportions (apCAF, myCAF, iCAF) in CRE and KPC fibroblast samples over 4–12 weeks. 

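Myofibroblast-type genes were lower in KPC fibroblasts at 8, 10 and 12 weeks, and inflammatory-type genes were higher at 8 weeks. Of 21 myCAF markers, 17, 18 and 17 were lower at 8, 10 and 12 weeks, with median log2 fold changes of -0.15, -0.86 and -0.61 (camera, adjusted p = 0.0203, 1.58e-08 and 0.0223; adjusted p = 0.800, 0.388 and 0.699 with an estimated correlation). At 8 weeks the list mean lay below all CRE libraries in KPC replicates 3 and 4 alone, and at 10 and 12 weeks in all KPC libraries. The 8-week call ended without CRE 8-week replicate 1 (0.098), KPC 8-week replicate 1 (0.0571), KPC 8-week replicate 3 (0.0793), and the 12-week call without CRE 12-week replicate 2 (0.0544), KPC 12-week replicate 1 (0.237) and by fgsea (0.0937). Acta2 (ENSMUSG00000035783, chromosome 19 of GRCm38 from 34241090 to 34255590), the smooth muscle actin of myofibroblasts, had 9694 ± 346 CPM (SD, n = 2) in CRE and 3305 ± 148 CPM (SD, n = 3) in KPC fibroblasts at 10 weeks, a log2 fold change of -1.56 (standard error 0.21, adjusted p = 0.27). Inhba (ENSMUSG00000041324, chromosome 13 of GRCm38 from 16011851 to 16031621), a chain of activin, had 211 ± 50.3 CPM (SD, n = 3) and 9.59 ± 9.07 CPM (SD, n = 3) at 12 weeks, a log2 fold change of -4.35 (standard error 0.92, adjusted p = 0.288). Adjusted over the list alone, 9 myCAF markers were lower at 10 weeks and 3 at 12 weeks, and none over all genes. The list holds Itga11, Thbs1 and Col12a1, which other lists hold as well.
Of 13 apCAF markers measured at 12 weeks, 9 were higher, with a median of 1.04, and the list was not called there (camera, adjusted p = 0.494) or at another age (lowest adjusted p = 0.064, at 10 weeks, median -0.41). In log2 CPM, where the median over all genes at 12 weeks was -0.57, the median of the list was -0.25 and its mean -0.33. When p was adjusted over the list alone, 1 gene was higher and 1 lower at 4 weeks, and 2 higher and 1 lower at 6 weeks. Over all 19 markers, the mean was 2.27, 3.67 and 1.74 log2(CPM + 1) in the KPC 12-week replicates 1, 2 and 3, against 2.20 ± 0.18 (SD, n = 3) in CRE libraries (exact permutation test, two-sided p = 0.8). Replicate 2 is the library with 259 CPM of Krt18, and epithelial cells express some of these markers as well. MHC class II genes averaged 1.25, 1.58 and 1.15 log2(CPM + 1) in the same libraries, with 5 of 5 measured genes higher and a median of 1.53 (camera, adjusted p = 0.329).
iCAF markers were higher at 8 weeks, 17 of 20, with a median of 0.57 (camera, adjusted p = 0.0203; adjusted p = 0.800 with an estimated correlation), a call that ended without CRE 8-week replicate 2 (0.0763), KPC 8-week replicate 1 (0.269), KPC 8-week replicate 2 (0.0696). The rise came from KPC 8-week replicates 1 and 2 (list means of 5.61 and 5.47 log2(CPM + 1)), while replicates 3 and 4 (4.13 and 4.61) lay below or within the range of the CRE libraries (4.29 to 4.64). C3 (ENSMUSG00000024164, chromosome 17 of GRCm38 from 57203970 to 57228136), a complement factor of inflammatory fibroblasts, had 58.6 ± 21.4 CPM (SD, n = 4) in CRE and 267 ± 208 CPM (SD, n = 4) in KPC fibroblasts, a log2 fold change of 2.20 (standard error 0.60, adjusted p = 0.354). At 10 and 12 weeks the iCAF list was not called (medians 0.19, with a test direction downward, and -0.80), and neither were inflammatory cytokines at any age (lowest adjusted p = 0.0631, at 8 weeks, median 0.60; 1 gene lower at 12 weeks when adjusted over the list alone).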

While no significant differences were observed between the two groups, i.e., CRE and KPC-fibroblasts in terms of CAF subtype enrichment, there was a tendency toward apCAF-weighted enrichment in KPC fibroblasts at the 12-week time point (Figure 8A).

**Figure 8:**
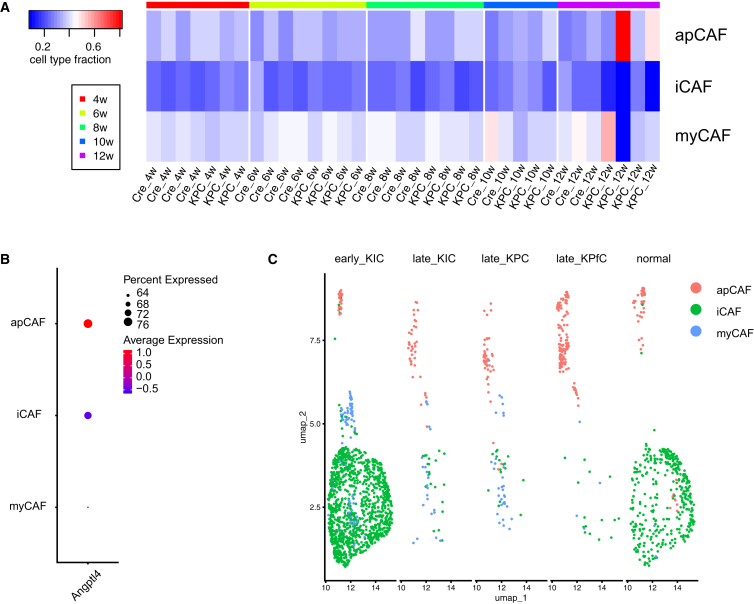
Expression of *Angptl4* in KPC fibroblasts correlates with apCAF marker expression (A) Cell type deconvolution using CIBERSORTx to reveal subtypes of CAF (myCAFs, apCAF, iCAFs) in fibroblast from CRE and KPC mice pancreas spanning the 4–12-week time period. (B) Analysis of *Angptl4* within CAF subtypes based on fibroblast scRNA-seq data from Elyada et al. (C) Distribution of CAF subtypes in various pancreatic cancer mouse models at different time points (early: 40 days, late 60 days) based on scRNA-seq data from Hosein et al.

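No relation between Angptl4 and the mean of the apCAF markers was found across KPC fibroblasts of all ages, and the coefficients depended on 2 libraries. Over the 17 KPC libraries, Pearson's r between log2(CPM + 1) of Angptl4 and the mean log2(CPM + 1) of 19 apCAF markers was -0.02 (permutation test, two-sided p = 0.932) and Spearman's rho was -0.08 (p = 0.754). Without the libraries farthest from the median of Angptl4, 2 in number, r was 0.34 and rho 0.23. With the mean of each age removed, r was -0.17 (p = 0.534) and rho 0.14 (p = 0.586), and without the 2 farthest libraries 0.14 and 0.46. Over the 17 CRE libraries, r was 0.03 (p = 0.902) and rho 0.10 (p = 0.693), and with the mean of each age removed 0.16 (p = 0.529) and 0.25 (p = 0.321). Adjusted over the 4 relations by Benjamini and Hochberg, p was 0.932 for each r and 0.754 for each rho. With the MHC class II list in place of the apCAF markers over the 17 KPC libraries, r was 0.07 (two-sided permutation p = 0.797). The single-cell data of the paper's Figure 8B were not used here.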

We further examined scRNA-seq data from Elyada et al.^20^ *Angptl4* expression was predominantly associated with the apCAF subtype (Figures 8B and S5). Additionally, analysis of fibroblasts scRNA-seq data from Hosein et al.^29^ of early and late KIC models revealed that iCAF subtypes were dominant at early-stages, but their proportions markedly decreased over time. In contrast, apCAF marker expression became more prominent in late KPfC fibroblasts (Figure 8C).

Taken together, our findings suggest that the proportions of pancreatic CAF subtypes exhibit dynamic changes over time in different mouse models, and *Angptl4* expression in fibroblasts is preferentially associated with apCAF markers.

### Over-expression of ANGPTL4 in fibroblasts induces pancreatic cancer cell proliferation and migration in paracrine manner, but not in an autocrine manner

Throughout the time course, paracrine factors may be produced that stimulate *Angptl4* expression in fibroblasts. Expression of *Angptl4* in wild-type fibroblasts was 38.8% elevated 72 h after co-culture with primary KPC mouse pancreatic cancer cells compared to the expression without co-culture with KPC cancer cells (Figure 9A), suggesting that cancer cell-driven paracrine factors may contribute to regulating *Angptl4* expression. To further investigate the roles of ANGPTL4 in fibroblasts and cancer cells, we generated a CRISPR-based *ANGPTL4*-overexpressing SV-80 fibroblast cell line (referred to as OV_ANGPTL4). Over-expression of ANGPTL4 was confirmed at both RNA and protein levels (Figures 9B and 9C). Interestingly, ANGPTL4 over-expression in fibroblasts led to a reduction in fibroblast proliferation (Figure 9D), migration (Figures 9E and 9F), and would healing capacities (Figures 9G and 9H). However, when we applied conditional medium from OV_ANGPTL4 fibroblasts to PANC-1 pancreatic cancer cells, we observed a significant increase in cancer cell proliferation (Figure 10A), migration (Figures 10B and 10C), and would healing (Figures 10D and 10E), compared to medium from control fibroblasts.

**Figure 9:**
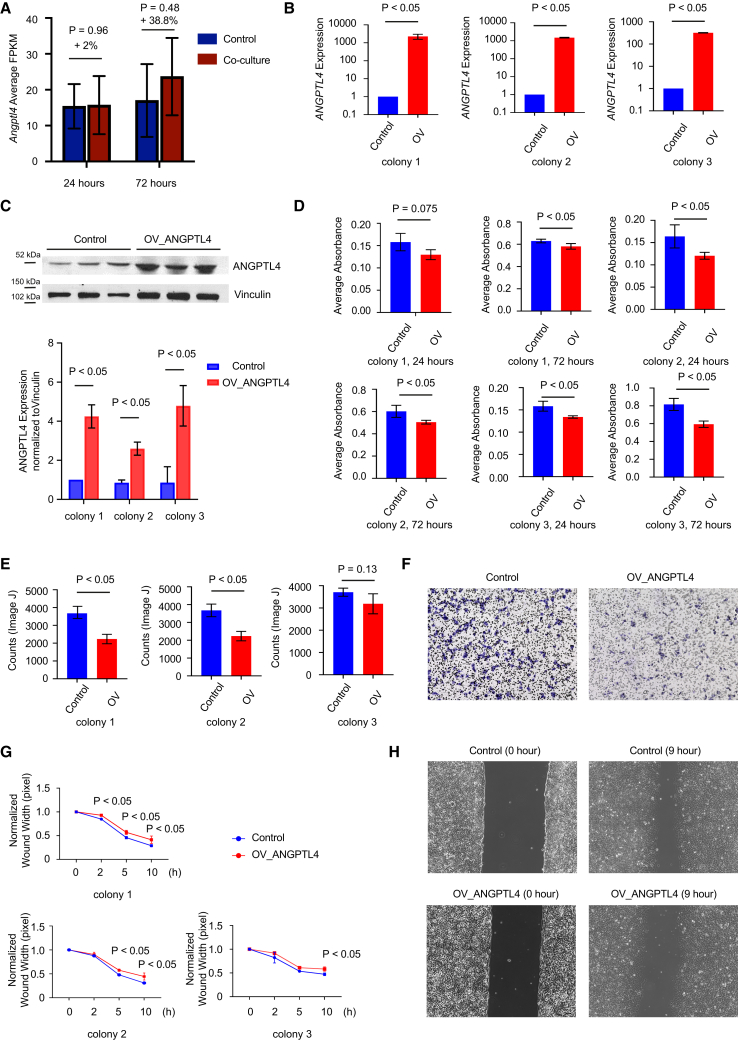
Over-expression of ANGPTL4 in fibroblasts reduces the proliferation and migration of fibroblasts (A) RNAseq conducted on fibroblast reveals higher expression of *Angptl4* when co-cultured with KPC cancer cells for 24 and 72 h. Data are represented as mean ± SD. (B) Expression of *ANGPTL4* in control and ANGPTL4-overexpressed fibroblasts (OV_ANGPTL4) determined by qPCR. Data are represented as mean ± SD. (C) Western blot analysis of ANGPTL4 and Vinculin (loading control) in control and OV_ANGPTL4 fibroblasts. Data are represented as mean ± SD. (D) MTT assay results comparing the proliferation of control and OV_ANGPTL4 (3 different colonies) fibroblasts. Cells were seeded, and incubated for 24 and 72 h, followed by MTT solution addition for 4 h. With absorbance measured at 570 nm. Data are represented as mean ± SD. (E) Migration abilities of control and OV_ANGPTL4 fibroblasts were assessed using *trans*-well assay, with quantitative evaluation performed using ImageJ software. Data are represented as mean ± SD. (F) Representative images of the *trans*-well migration assay for control and OV_ANGPTL4 fibroblasts. (G) Wound healing assay measuring the migration of control or OV_ANGPTL4 fibroblasts. Data are represented as mean ± SD. (H) Representative images from the wound healing assay at 0 and 9 h.

**Figure 10:**
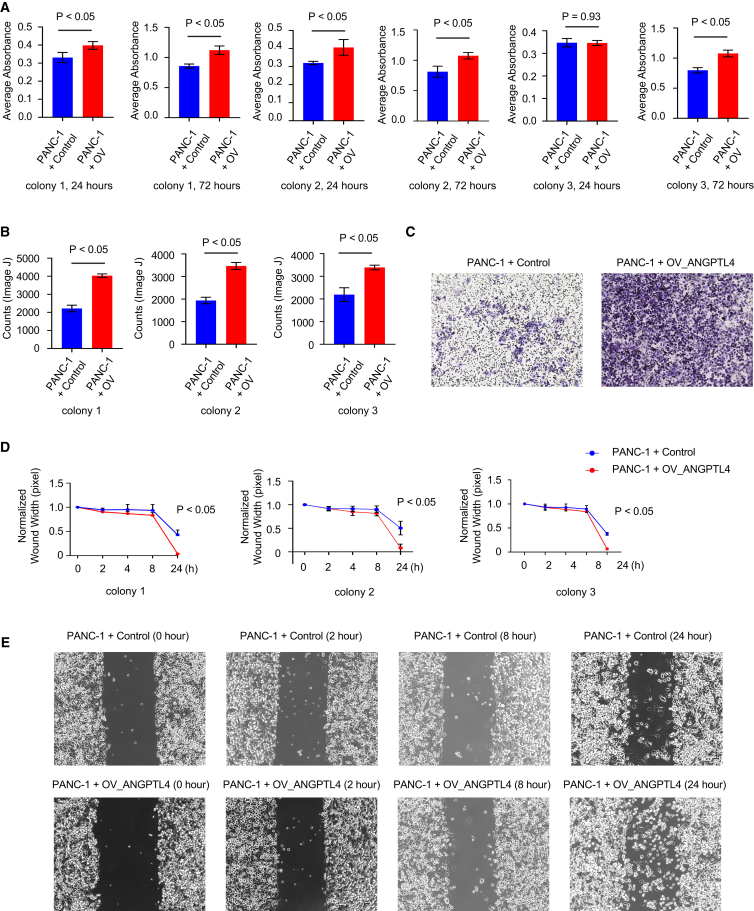
Over-expression of ANGPTL4 in fibroblasts induces pancreatic cancer cell proliferation and migration in a paracrine manner (A) MTT assay for PANC-1 cells incubated with conditioned culture media from control or OV_ANGPTL4 (3 different colonies) fibroblasts. PANC-1 cells were seeded and after 24 and 72 h of incubation, MTT solution was added and incubated for 4 h. Absorbance was measured at 570 nm. Data are represented as mean ± SD. (B) The migration abilities of PANC-1 cells to control and OV_ANGPTL4 fibroblasts were measured by *trans*-well assay. The quantitative evaluation was conducted by ImageJ software. Data are represented as mean ± SD. (C) Representative migration assay panels of PANC-1 cells co-cultured either with control or OV_ANGPTL4 fibroblasts. (D) The migration of PANC-1 cells with conditioned culture media from control or OV_ANGPTL4 fibroblasts was measured by wound healing assay. Data are represented as mean ± SD. (E) Representative panels of PANC-1 cells incubated with conditioned culture media from control or OV_ANGPTL4 fibroblasts wound healing assay (0, 2, 8 and 9 h).

In summary, over-expression of ANGPTL4 in fibroblasts promotes pancreatic cancer cell proliferation, migration, and would healing through paracrine mechanism, but does not enhance these processes in fibroblasts themselves via an autocrine pathway. Given that cancer cell-driven paracrine signals appear to regulate *Angptl4* expression in fibroblasts, ANGPTL4 may act as a reciprocal factor, creating a feedback loop that supports pancreatic cancer progression.

### Expression of *Lama2* in fibroblasts is decreased in human and murine pancreatic cancer

Among the 26 narrowed-down targets in our dataset, we also identified several genes associated with the ECM which were downregulated (Figure 6A). Single-cell RNA-sequence data from Elyada et al.^20^ revealed that *Lama2* expression is predominantly observed in fibroblasts from KPC mice (Figures 11A and S3), Further analysis of scRNA-seq data from human PDAC and healthy control samples (Peng et al.)^30^ also demonstrated that *LAMA2* expression is prominent in fibroblasts from healthy control samples, but reduced in fibroblasts from human PDAC (Figures 11B and S4). Notably, *Lama2* expression was observed in distinct fibroblast clusters compared to *Angptl4* expression. When analyzing *Lama2* expression in murine scRNA-seq data from Hosein et al.,^29^ we observed its presence in fibroblast clusters 1 and 3 (Figures 11C and S1), while *Angptl4* expression was dominant in cluster 13 (Figures 6E and S1), Although no clear differences in *Lama2* expression were detected between early and late stages in KIC fibroblasts, we observed a reduction in *Lama2* expression in fibroblasts from late-stage KPC and KPfC mice (Figures 11D and S2). Additionally, scRNA-seq data from Elyada et al.^20^ indicated that *Lama2* expression is primarily associated with iCAF subtype (Figures 11E and S5).

**Figure 11:**
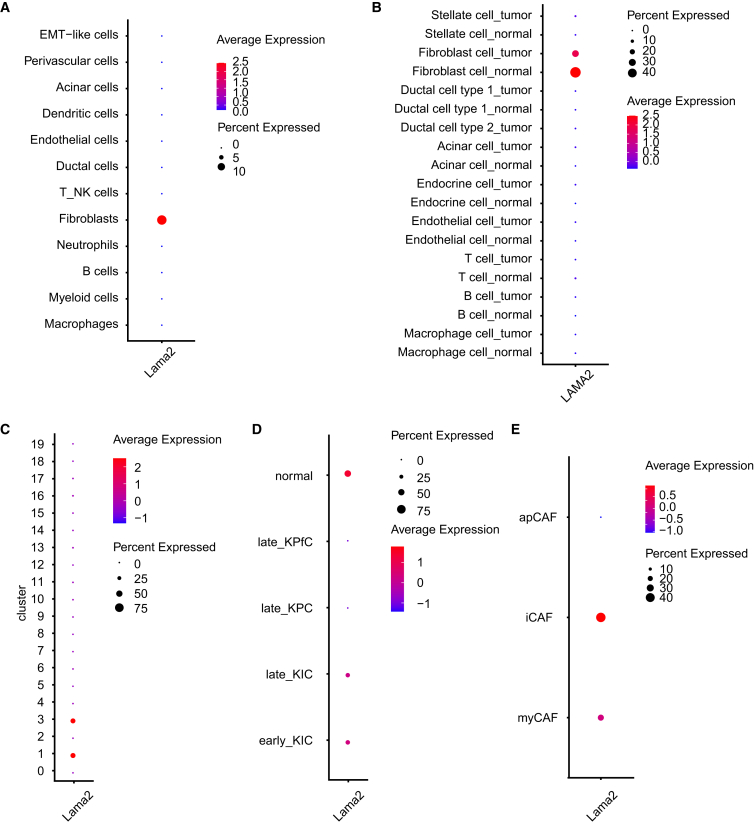
Expression of *Lama2* in fibroblasts is decreased in human and murine pancreatic cancer from scRNA-seq analyses (A) *Lama2* expression in different cell types in KPC mice based on scRNA-seq data from Elyada et al. (B) Analysis with human scRNA-seq data from Peng et al. shows fibroblast-dominated and reduced *LAMA2* expression in tumor. (C) Expression of *Lama2* in 19 different clusters. UMAP plot based on scRNA-seq data from Hosein et al. for distinct cell populations and 19 clusters are shown in Figures 6B and 6C. (D) *Lama2* expression in fibroblast clusters (clusters 1, 3, and 13) in different pancreatic cancer mouse models in distinct time points (early: 40 days, late 60 days). (E) *Lama2* expression in CAF subtypes based on fibroblast scRNA-seq data from Elyada et al.

In summary, *Lama2* expression in fibroblasts is decreased in both human and murine pancreatic cancer models. Moreover, *Lama2* and *Angptl4* are predominantly expressed in distinct fibroblast subtypes.

### LAMA2 inhibits pancreatic cancer cell proliferation and migration

We observed time-course-dependent down-regulation of *Lama2* in KPC fibroblasts compared to its expression in CRE control fibroblasts (Figure 12A). Immunocytochemistry analysis revealed stromal expression of LAMA2 in 12-week-old KPC mice, although their expression was weak at 10 and 12 weeks, and absent in in CRE mice (Figures 12B and 12C). In human samples, LAMA2 expression was barely detectable in both non-tumor and PDAC specimens (Figure 12D). The lack of LAMA2 staining in CRE mice may be due to a lower number of fibroblasts, while in human samples, LAMA2 down-regulation may have already occurred at this stage. We also performed immunocytochemistry for FBLN2 and THBS1, noting strong stromal expression of FBLN2 in PDAC, whereas THBS1 was not predominantly expressed in fibroblasts (Figure S6).

**Figure 12:**
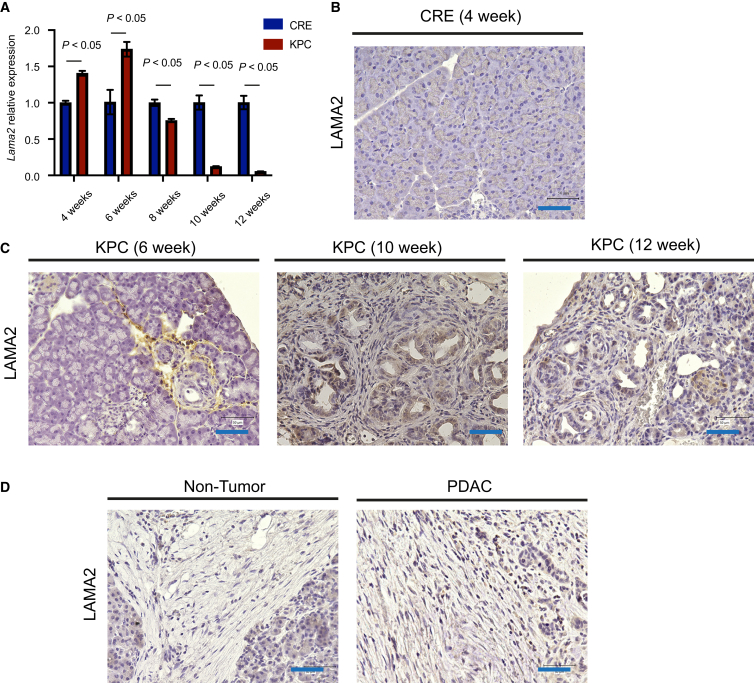
*Lama2* downregulation in KPC fibroblasts throughout the entire time course (A) RT-qPCR to validate the downward expression of *Lama2* in KPC-fibroblast as compared to CRE-fibroblast across time points. Data are represented as mean ± SD. (B) Immunohistochemistry conducted on CRE and (C) KPC murine pancreatic tissues to show stromal expression of LAMA2 (Bar: 50 μm). (D) Immunohistochemistry conducted on representative human pancreatic tissues (non-tumor and PDAC) to show very weak expression of LAMA2 both in non-tumor samples and in PDAC (Bar: 50 μm).

In co-culture experiments, we found that *Lama2* expression in wild-type fibroblasts was 7.3% down-regulated 72 h after co-culture with KPC cancer cells, compared to the expression without co-culture with KPC cancer cells (Figure 13A). Given that baseline LAMA2 in wild-type fibroblasts was already low (Figure 12B), only a mild down-regulation effect was observed following co-culture. To further explore the functional effects of LAMA2, we used recombinant LAMA2 in murine pancreatic cancer cells (KPC3595). LAMA2 stimulation led to reduced cancer cell invasion (Figure 13B), migration (Figures 13C and 13D), proliferation (Figure 13E), and would healing (Figures 13F and 13G).

**Figure 13:**
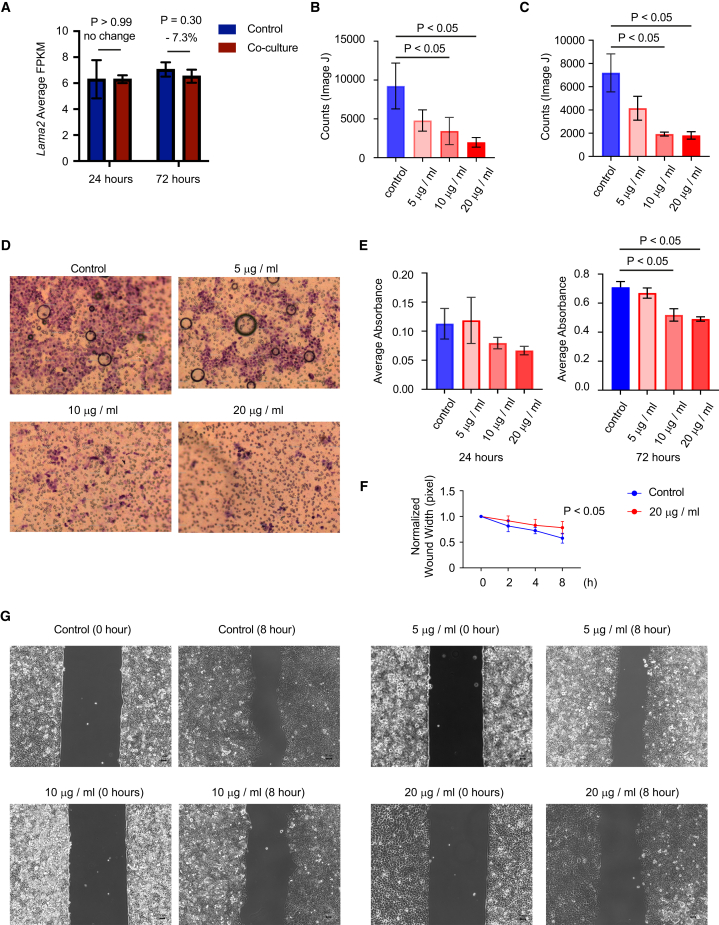
LAMA2 inhibits pancreatic cancer cell proliferation and migration (A) RNAseq conducted on fibroblast reveals lower expression of *Lama2* when co-cultured with KPC cancer cells for 72 h. Data are represented as mean ± SD. (B) The invasion by different LAMA2 recombinant protein concentrations was assessed by counting the number of KPC3595 cells that migrated through the ECM toward the LAMA2 in the lower chamber using ImageJ for quantification. Data are represented as mean ± SD. (C) The migration abilities of KPC3595 cell lines were measured by *trans*-well assay. The quantitative evaluation was conducted by ImageJ software. Data are represented as mean ± SD. (D) Representative panels of migration assay. (E) MTT assay for KPC3595 cells after incubation with different LAMA2 recombinant protein concentrations. Data are represented as mean ± SD. (F) The migration of KPC3595 was measured by wound healing assay with 20 μg/mL Lama2 recombinant protein. Data are represented as mean ± SD. (G) Representative panels of KPC3595 would healing assay (0 and 8 h).

In summary, our study provides the comprehensive analysis of temporal transcriptional changes in fibroblasts during early-stage pancreatic carcinogenesis, highlighting the dynamics of fibroblast subtypes, including genes related to cell cycle regulation, adipogenesis, and ECM remodeling. ANGPTL4 may play a role in creating a feedback loop that supports pancreatic cancer progression, while the down-regulation of the ECM protein LAMA2 is likely associated with pancreatic cancer advancement.

## Discussion

A stroma-rich microenvironment is a defining feature of pancreatic cancer, and mounting evidence highlights the multifaceted impact of fibroblasts within this context. Fibroblasts, the predominant stromal component, wield influence over cancer progression, invasion, and metastasis,^31^ by modeling the extracellular matrix (ECM), fostering cancer cell survival, promoting migration, enabling immune evasion, and impeding drug delivery.^20^^,^^32^^,^^33^ It has been recognized that tumor associated fibroblasts exert diverse functions and do not solely act tumor suppressive or tumor promoting. Early studies have shown that targeting stromal α-SMA positive fibroblasts in PDAC mouse models through ablation may paradoxically support tumor development.^17^ Recently, targeting the stroma using a pan-lysyl oxidase inhibitor has been shown to reduce invasion and metastasis and chemotherapy efficacy in the KPC mouse model.^34^ Functional diversity in fibroblasts has been linked to various subtypes identified through advanced single-cell RNA sequencing and their diverse cellular origins^22^^,^^35^^,^^20^^.^. Pancreatic stellate cells, resident fibroblasts, and mesenchymal stem cells are major sources of cancer-associated fibroblasts. To identify whether cancer-associated fibroblasts across various time points in our KPC model are derived from pancreatic stellate cells or from other cell types, a lineage-tracing system would be required since we cannot identify cellular origin after (*trans*-) differentiation into cancer-associated fibroblasts.

In contrast to its role in cancer progression, the effects of stromal cells during early carcinogenesis has not been well elucidated. Pancreatic cancer is thought to develop from two distinct precursor lesions: intraductal papillary mucinous neoplasia (IPMN) and pancreatic intraepithelial neoplasia (PanIN).^36^ PanIN lesions are thought to develop from acinar cells via acinar-to-ductal metaplasia (ADM). For both precursor lesions, KRAS mutations seem to be the key driver.^37^^,^^38^ Remarkably, oncogenic KRAS has been demonstrated to activate fibroblasts even before ADM formation, establishing an immune-suppressive stroma in the early-stages of carcinogenesis.^39^ KRAS signaling in acinar cells and inflammatory pathways in immune cells could act as upstream factors activating and supporting (*trans*-) differentiation into cancer-associated fibroblasts in a paracrine manner. It is therefore possible that KRAS and inflammatory pathways are showing a lower expression trend in primary isolated fibroblasts. This highlights the pivotal role of fibroblasts not only in creating a tumor-promoting stromal microenvironment but also in driving early tumor development. Recent breakthroughs in single cells RNA sequencing have also unveiled a transformative shift in fibroblast subtypes, linked to the tumor’s evolution from early to late PDAC stages. This underscores the remarkable plasticity of fibroblasts during disease progression,^40^ prompting a need for in-depth functional exploration and shedding light on crucial roles in the early phases of PDAC development. By amalgamating literature on fibroblast relevance in early PDAC and recognizing the impact of the absence of early diagnostic markers on prognosis,^41^ our work focuses on molecular signaling pathways that govern their interaction with pre-neoplastic cells in early PDAC stages.

Our study is to dissect transcriptional dynamics in fibroblasts during early-stages of PDAC using the KPC mouse model. In the current study, we isolated primary fibroblasts in KPC mice at different time points during carcinogenesis, i.e., during ADM and PanIN formation, as precursor lesions of pancreatic cancer. Here we show that during the early phase of tumorigenesis, only a few significant changes in gene expression were evident in KPC-fibroblasts versus control CRE-fibroblasts. Most changes were observed at week 12, when KPC mice are expected to harbor high-grade PanIN lesions.^25^ As a relevant pancreatic disease mouse model, Hingorani et al.^38^ have established KC (*Ptf1a/p48-Cre; lox-stop-lox-Kras*^*G12D/+*^ and *Pdx-1-Cre; lox-stop-lox-Kras*^*G12D/+*^) mouse models. Endogenous *Kras*^*G12D/+*^ expression in KC mice also induces PanINs but to a slower extent compared to the KPC mice. It is therefore possible that gene expression dynamics in fibroblasts could be slowed down in KC fibroblasts in comparison to KPC fibroblasts. Further, p53R172H mutation can activate additional signaling in KPC mice. Several pathways were enriched in KPC-fibroblasts during carcinogenesis such as E2F targets, G2M checkpoints, and Myc targets that exhibited a continuous upward trend across all time points, suggesting increased proliferation of these cells during early carcinogenesis. This fits well with the observation of enhanced desmoplasia already in PanIN lesions.^42^^,^^43^ Interestingly, an upward trend, especially at the 12-week time-point was seen for adipogenesis, reactive oxygen species, and fatty acid metabolism, suggesting changes in the metabolism of these cells during carcinogenesis. Next, linear regression analysis was carried out and genes were selected that were either secreted or located on the cell surface, making them potential candidates for mediating paracrine effects within the tumor microenvironment, including effects on pre-neoplastic cells. This analysis revealed 96 genes, which exhibited continuous increase or decrease of throughout the entire time course. Among the 96 identified genes, 26 genes were also identified as relevant DEGs at 12-week time point, which is critical time point as it marks transition from pre-neoplastic lesions to invasive stages.^25^ We identified *Angptl4* as a significantly upregulated gene that belonged to the adipogenesis hallmark set which was the pathway positively enriched across the time points of our GSEA analysis.

ANGPTL4, a secreted protein within the angiopoietin-like factors superfamily, plays multifaceted roles such as mediating angiogenesis, cell differentiation, glucose regulation, tumorigenesis, lipid metabolism by inhibiting lipoprotein lipases, and redox control.^44^ Its transcriptional control is subject to modulation by multiple factors, including PPARα, PPARβ/δ, PPARγ, TGF-β in conjunction with PPARs^45^ signaling, HIF-1α, and nutritional/hormonal cues.^46^^,^^47^ The tumor-promoting role of ANGPTL4 has been described in several cancer types, for instance, increase proliferation and promote metastasis in gastric^48^ and hepatic cell carcinoma,^49^ increase cell migration and invasion in colorectal cancer,^50^ promote tumor progression in oral cancer^51^ and promote pro-angiogenic factors in Kaposi-sarcoma.^52^^,^^53^ Further, ANGPTL4 in KRAS^G12D^-expressing pancreatic epithelial cells enhances ADM and PanIN formation,^54^ a tumor-promoting role of ANGPTL4 is suggested in a cell-autonomous manner. In connection to fibroblast, prior investigation revealed elevated Angptl4 expression in CAFs of breast,^55^ gallbladder,^56^ and gastric cancer.^57^ However, in context to PDAC, we show the elevation of *Angptl4* in KPC-fibroblasts during carcinogenesis (Figure 6A). It is tempting to speculate that oncogenic KRAS^G12D^-expressing pancreatic acinar cells secrete paracrine factors that activate signaling pathways in fibroblasts to induce *Angptl4* expression.^54^ Our data from co-culture experiments of KPC fibroblasts with primary pancreatic cancer cells also showed an increase in *Angptl4* expression compared to KPC fibroblasts without co-culture (Figure 9A). The overexpression of ANGPTL4 in fibroblasts induces pancreatic cancer cell proliferation, migration, and wound healing in paracrine manner, while not exhibiting autocrine effects within the fibroblasts themselves. This suggests that factors secreted by cancer cells may play a crucial role in modulating ANGPTL4 expression in fibroblasts, indicating that ANGPTL4 could function as a reciprocal factor that contributes to a feedback loop promoting pancreatic cancer progression. Additionally, our findings suggest that the proportion of pancreatic CAF subtypes can vary dynamically over time in different mouse models. Notably, the expression of *Angptl4* in fibroblasts correlates more closely with the expression of markers associated with apCAFs. While there is a mounting body of evidence linking elevated expression of ANGPTL4 to various malignancies, its specific role in cancer metabolism is less clear, except for few studies in non-small cell lung carcinoma, where it has been demonstrated to promote energy metabolism through increased utilization of glutamine and promote fatty acid metabolism.^58^ Furthermore, ANGPTL4 has been observed to enhance the pro-survival intracellular oxygen to H_2_O_2_ ratio, leading to anoikis (anchorage independent growth of cells-feature of cancer cells) resistance in tumors and promoting tumor-growth via the PI3K/PKBα/ERK signaling pathway.^59^ Our findings of the upregulation of hallmark sets related to adipogenesis, fatty acid metabolism, and the ROS pathway in 12-week KPC-fibroblasts, suggest that increased expression of *Angptl4* by fibroblasts in KPC mice may contribute to metabolic reprogramming and redox regulation during the early-stage of pancreatic carcinogenesis. The upregulation of hallmark sets related to adipogenesis and fatty acid metabolism observed in 12-week KPC fibroblasts - following the inflammatory and fibrotic stages – remains unclear. One possibility is that specific CAF subtypes exhibit distinct metabolic activities, highlighting the need for further investigation into CAF-subtype-dependent metabolic regulation. Additionally, future pharmacological studies focusing on ANGPTL4 inhibitors should be prioritized in pancreatic disease research. A monoclonal antibody, mAb 14D12, has been developed to target a specific epitope (Gln29-His53) on ANGPTL4, effectively inhibiting its function.^60^ ANGPTL4 inhibitors show promise for treating lipid disorders associated with metabolic syndrome, type 2 diabetes, and familial hyperlipidemia, with preclinical development currently underway. Recent works have shown that over-expression of ANGPTL4 is linked to the down-regulation of the mRNA levels of ECM-related genes in triple-negative breast cancer cell lines.^61^ Hence, it may be possible that ANGPTL4 plays a role in downregulating ECM-related genes in pancreatic cancer. Since ANGPTL4 undergoes post-translational modifications leading to multiple functional domains (fANGPTL4, nANGPTL4, cANGPTL4),^62^ future investigations need to be centered on protein levels to elucidate the diverse effects of ANGPTL4.^47^

The dynamics of the extracellular matrix (ECM) within the tumor microenvironment are pivotal in driving early metastasis and drug resistance in PDAC progression,^4^ in which fibroblasts play a crucial role.^63^ Growing evidence show that fibroblast mediated ECM-degradation might be necessary to pave the way for cancer cells to modify, proliferate and undergo metastatic invasions^64^ via a set of matrix metalloproteinases (MMPs) and downregulation of Dyn2, but the mechanisms underlying the fibroblast mediated ECM degradation largely remain unknown.^65^ Specifically, MMP-2, -3, -9, and -14 are often upregulated and linked to ECM remodeling in multiple cancer types.^66^ During tumor progression, MMP-2/9/14 facilitate tumor cell invasion by breaking down collagen IV in the basement membrane, leading to metastasis.^67^^,^^68^ In our 12-week DEG analysis, we observed the upregulation of MMP-9 and MMP-14, along with the consistent downregulation of *Col12a1* across all time points. 

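Mmp9 was counted at low levels in these fibroblasts, and Mmp14 stood far above CRE in a single KPC library at 12 weeks. Mmp9 (ENSMUSG00000017737, chromosome 2 of GRCm38 from 164940780 to 164955850) had 0.152 ± 0.0833 CPM (SD, n = 3) in CRE and 0.96 ± 0.798 CPM (SD, n = 3) in KPC fibroblasts at 12 weeks, too few counts for the test at single ages (exact permutation test at 12 weeks, two-sided p = 0.4). In the fit of all 34 libraries its slope was 0.30 per week (standard error 0.14, adjusted p = 0.156), and its 12-week effect exceeded the mean of the earlier ages by 1.61 (standard error 1.03, adjusted p = 0.231), neither past the threshold. Mmp14 (ENSMUSG00000000957, chromosome 14 of GRCm38 from 54431612 to 54445364), a membrane-bound collagenase, had 1123 ± 145 CPM (SD, n = 3) and 6667 ± 8578 CPM (SD, n = 3), a log2 fold change of 2.71 (standard error 1.12, adjusted p = 0.375), and all KPC libraries lay above all CRE libraries (exact permutation test, two-sided p = 0.1). The KPC replicates 1, 2 and 3 had 1398, 16570 and 2039 CPM, and without KPC 12-week replicate 2, the library with high Krt18, the log2 fold change was 0.71. At 10 weeks its log2 fold change was -0.67 (standard error 0.51), and its 12-week effect was above the mean of the earlier ages by 2.71 (standard error 0.63, adjusted p = 0.00158). That p-value comes from the fit of all 34 libraries with a common spread per gene over all ages, and it can be too small. Col12a1 (ENSMUSG00000032332, chromosome 9 of GRCm38 from 79598991 to 79718831), a fibril-associated collagen, had log2 fold changes of 0.30 (standard error 0.15) at 4 weeks, 0.17 (standard error 0.40) at 6 weeks, -0.06 (standard error 0.22) at 8 weeks, -0.64 (standard error 0.37) at 10 weeks and -2.20 (standard error 0.75) at 12 weeks (adjusted p = 0.328). Matrix metalloproteinase and TIMP genes as a list were not called at any age, with medians of -0.21, -0.21, -0.15, -0.64 and 0.15 and a lowest adjusted p of 0.0609 at 10 weeks. The test direction was upward at 4 weeks against a negative median, and at 12 weeks the mean in log2 CPM was -0.52 against a positive median.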

Recent findings indicate that the lysyl oxidase family (Loxl1-Loxl4), which enhances collagen crosslinking, may offer the potential for stroma-focused therapies.^34^ 

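Loxl2 fell in KPC fibroblasts with age. Loxl2 (ENSMUSG00000034205, chromosome 14 of GRCm38 from 69609068 to 69695834), which crosslinks collagen, had log2 fold changes of 0.58 (standard error 0.29) at 4 weeks, 0.05 (standard error 0.24) at 6 weeks, -0.30 (standard error 0.37) at 8 weeks, -1.25 (standard error 0.33) at 10 weeks and -1.53 (standard error 0.77) at 12 weeks (adjusted p = 0.433 from edgeR's quasi-likelihood test). At 12 weeks it had 1265 ± 356 CPM (SD, n = 3) in CRE and 412 ± 270.3 CPM (SD, n = 3) in KPC fibroblasts. Its slope over age was -0.28 per week (standard error 0.07, adjusted p = 0.011). Without the 12-week libraries, few falling slopes passed over all genes. Lysyl oxidases and collagen processing genes, 16 in number, were lower at 10 weeks (12 negative, median -0.38; camera, adjusted p = 0.00732; adjusted p = 0.388 with an estimated correlation), a call that ended without KPC 10-week replicate 3 (0.0865). P4ha2 (ENSMUSG00000018906, chromosome 11 of GRCm38 from 54100095 to 54131665), a collagen prolyl hydroxylase, had 375 ± 54.4 CPM (SD, n = 2) in CRE and 143 ± 43.5 CPM (SD, n = 3) in KPC fibroblasts, a log2 fold change of -1.41 (standard error 0.29, adjusted p = 0.283), and 1 gene was lower when adjusted over the list alone. At 12 weeks the list was not called (8 of 16 negative, median -0.01, adjusted p = 0.787), and at 8 weeks 1 gene was lower when adjusted over the list alone.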

Notably, *Loxl2* was found downregulated in KPC fibroblasts during carcinogenesis, suggesting Loxls' role in metastatic invasion in PDAC.^64^ However, given that fibroblast-related stromal complexities in cancers, further research is required to determine whether early PDAC stroma is tumor-suppressive or promotes tumors.^22^ Among the 26 narrowed-down targets in our analysis, we observed that 10 genes associated with the ECM were downregulated. These findings collectively suggest potential ECM degradation, implying a risk of metastasis invasion in PDAC progression beyond the 12-week mark. In this regard, we also validated the expression of *Lama2* the most significantly downregulated gene at 12 weeks by RT-qPCR in cells and tissues from CRE and KPC mice at all time points. Interestingly, it has been shown that the down-regulation of LAMA2 promoted migration and invasion in lung adenocarcinoma.^69^ Consequently, exploring the paracrine role of fibroblast mediated LAMA2 on pre-neoplastic cells presents an intriguing avenue for future studies. Our data from co-culture experiments of pancreatic fibroblasts with primary pancreatic cancer cells did not show a significant difference but a slight down-regulation in *Lama2* expression. We will further investigate to clarify why pancreatic fibroblasts did not show any significant downregulation of *Lama2* after co-culture with pancreatic cancer cells.

Our study has some limitations. In an *in vitro* setting, the culture of fibroblasts may result in the loss of certain microenvironment effects, such as communication with epithelial cells, cancer cells, and immune cells. It is therefore challenging to identify paracrine or reciprocal factors playing roles in pancreatic carcinogenesis. So far, there is rare single-nucleus RNA sequencing data available for elucidating the role of fibroblasts in early-stage pancreatic carcinogenesis. To that end, it may be interesting to analyze the early-stage pancreatic carcinogenesis directly without cell culture by quickly freezing the samples and performing snRNA-seq in the future. Identification of specific fibroblast subtypes and markers during early stages of pancreatic carcinogenesis has challenged further studies.

In summary, our study sheds light on the transcriptional dynamics of fibroblasts in early pancreatic carcinogenesis and sets the stage for future investigations into the mechanisms driving fibroblast-mediated expression of *Angptl4* and ECM genes, along with their potential roles in crosstalk with pre-neoplastic cells during early cancer development.

### Limitations of the study

In an *in vitro* setting, the culture of fibroblasts may result in the loss of certain microenvironment effects, such as communication with epithelial cells, cancer cells, and immune cells. It is therefore challenging to identify paracrine or reciprocal factors playing roles in pancreatic carcinogenesis in general. So far, there is rare single-nucleus RNA sequencing data available for elucidating the role of fibroblasts in early-stage of pancreatic carcinogenesis. To that end, it may be interesting to analyze the early-stage pancreatic carcinogenesis directly without cell culture by quickly freezing the samples and performing snRNA-seq in the future. Further identification of specific fibroblast subtypes and markers during early-stage of pancreatic carcinogenesis has challenged further studies.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Yoshiaki Sunami ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• RNA sequencing data have been deposited at NCBI GEO: GSE270121 and are publicly available as of the date of publication. All accession numbers used for this study are listed in the key resources table. Original western blot images have been deposited at the Sachsen-Anhalt Data Archive and Repository (SADAR) of the Martin-Luther-University Halle-Wittenberg and are publicly available (https://doi.org/10.25673/1914118-8).
• This article does not report original code.
• Any additional information required to reanalyze the data reported in this article is available from the lead contact upon request.

## Acknowledgments

We greatly thank Dr. Ela Elyada, Dr. Lindsey Baker, and her colleagues for a fibroblast-enriched sc-RNAseq dataset as CellRanger output files along with cell type annotations. We also thank Dr. Bo Kong for the murine pancreatic cancer cell lines. The work was conducted within the Research Training Group 2751 (InCuPanc), funded by the 10.13039/501100001659Deutsche Forschungsgemeinschaft (DFG, German Research Foundation) 449501615 (to JK and MG).

## Author contributions

Conceptualization: Y.S. and J.K.; methodology: N.O., J.H., N.J., D.V., A.Z., B.T., and M.G.; validation: N.O., M.H., I.E., M.G., Y.S., and J.K.; formal analysis: N.O., M.G., and Y.S.; investigation: N.O., J.H., N.J., D.V., A.Z., and M.G.; writing - original draft: N.O., M.G., and Y.S.; writing - review and editing: M.G., Y.S., and J.K.; visualization: N.O., M.G., and Y.S.; funding acquisition: M.G. and J.K. All authors reviewed and approved the article.

## Declaration of interests

The authors declare no competing or financial interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

**α**-SMA	Abcam	Cat# ab5694; RRID: AB_2223021
ANGPTL4	Invitrogen	Cat# PA5-26216; RRID: AB_2543716
CK19	Invitrogen	Cat# MA5-31977; RRID: AB_2809271
FAP	Gentex	Cat# GTX35261
Fibulin 2	Invitrogen	Cat# PA5-51665; RRID: AB_2641632
LAMA2	BIOSS	Cat# bs-8561R
Vinculin	Cell signaling tech.	Cat# 4650; RRID: AB_10559207
Goat anti rabbit	Invitrogen	Cat# G21234; RRID: AB_2536530

**Biological samples**		

Human subjects	This paper	N/A
Tissue microarrays	Haeberle et al.^70^	N/A

**Chemicals, peptides, and recombinant proteins**		

High glucose DMEM	Sigma-Aldrich	D5796
Neo-Clear™ Xylene	Sigma-Aldrich	109843 5000
FBS	Bio&Sell	S0615HI
Mayer’s-Hematoxylin solution	Sigma-Aldrich	109249 0500
Eosin Y-solution 1%	Carl Roth	3137.1
Absolute Ethanol	Carl Roth	K928.4
TRIS	Carl Roth	AE15.1
EDTA	Sigma-Aldrich	E1644-250G
Citric-Acid 1-hydrate	AppliChem	141018.1211
Sodium Citrate Trisodium salt, Dihydrate	Sigma-Aldrich	S-4641
PBS (Phosphate buffered saline)	AppliChem	A0964,9050
BSA (Bovine Serum Albumin)	Sigma-Aldrich	A3912-100G
Tween 20	SERVA	37470.01
Xylene	Carl Roth	9713.1
Entellan	Sigma-Aldrich	107961 0100
Envision+System-HRP	DAKO	K4003
Antibody Diluent	DAKO	K8006
DAB+ Chromogen	DAKO	K3468
HCl	Sigma-Aldrich	100316 1000
NaOH	Carl Roth	6771.3
2-Propanol	Merck	109634 1011
Lipofectamine 3000	Thermo Fischer Scientific	L3000001
Puromycine	Gibco	A11138-02
PVDF	Merck	IPVH00010
MTT	Sigma-Aldrich	M2128-1G
DMSO	Carl Roth	A994.2
Recombinant LAMA2	USbiological Life Science	155597

**Critical commercial assays**		

Alcian Blue Staining Kit	Sigma-Aldrich	132657 0001
Direct-zol RNA MiniPrep	Zymo Research	R2052
Ibidi-culture inserts 2-well chambers for wound healing assay	Ibidi	81176
Picro-Sirius Red Staining Kit for Collagen I & III	Morphisto	13425.00250
24-well wells with 8 **μ**m pore inserts for migration assay	Greiner bio-one	662638

**Deposited data**		

RNA sequencing data	This paper	NCBI GEO: GSE270121
Western Blot data	This paper	https://doi.org/10.25673/1914118-8
The pancreas scRNA-seq dataset from the Tabula Muris project	Tabula Muris Consortium et al. Nature^71^	N/A
Mouse pancreatic cancer scRNA-seq	Elyada et al.^20^	Dr. Lindsey Baker
Mouse pancreatic cancer scRNA-seq	Hosein et al.^29^	NCBI GEO: GSE125588
Human scRNA-seq data	Peng et al.^30^	NGDC BioProject: PRJCA001063

**Experimental models: Cell lines**		

SV-80	Cellosaurus	RRID: CVCL_0541
Primary mouse KPC pancreatic cancer cells	Kong et al.^72^	N/A
Primary mouse KPC3595 pancreatic cancer cells	Benitz et al.^73^	N/A

**Experimental models: Organisms/strains**		

Mouse: *Ptf1a-Cre*	The Jackson Laboratory	RRID: IMSR_JAX: 019378
Mouse: *LSL-KrasG12D*	The Jackson Laboratory	RRID: IMSR_JAX: 008179
Mouse: *LSL-Trp53R172H*	The Jackson Laboratory	RRID: IMSR_JAX: 008652

**Oligonucleotides**		

Primer: *Angptl4* (mouse) S: 5'-GAT GGC TCA GTG GAC TTC AAC C-3' AS: 5'-TGC TAT GCA CCT TCT CCA GAC C-3'	Metabion International AG	N/A
Primer: *Lama2* (mouse) S: 5'-TGG AAG TAG CCG AAC CAG GAC A-3' AS: 5'-CAC CTG GTT CAG AAC GAA GTC G-3'	Metabion International AG	N/A
Primer: ***β****-actin* (mouse) S: 5’-CCC ATC TAC GAG GGC TAT GC-3’ AS: 5’-ATG TCA CGC ACG ATT TCC CT-3’	Metabion International AG	N/A
Primer: *B2M* (human) S: 5’-GGC TAT CCA GCG TAC TCC AA-3’ AS: 5’-GTC GGA TGG ATG AAA CCC AGA-3’	Metabion International AG	N/A
Primer: *YWHAZ* (human) S: 5’-AGC AGG CTG AGC GAT ATG AT-3’ AS: 5’-TCT CAG CAC CTT CCG TCT TT-3’	Metabion International AG	N/A

**Recombinant DNA**		

ANGPTL4 CRISPR activation plasmid	SantaCruz biotechnology inc.	sc-401369-ACT
Control CRISPR activation Plasmid	SantaCruz biotechnology inc.	sc-437275

**Software and algorithms**		

GraphPad Prism v8.4	GraphPad	N/A
R-package edgeR	Robinson et al.^74^	https://bioconductor.org/packages/release/bioc/html/edgeR.html
R-package clusterProfiler (v.6.2)	Guangchuang Yu et al.^75^	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
CIBERSORTx	Newman et al.^76^	https://cibersortx.stanford.edu/
R-package Seurat v4.3.0	Hao et al.^77^	https://satijalab.org/seurat/
R-package Seurat v5.1.0	Hao et al.^77^	https://satijalab.org/seurat/
R-package scDblFinder v1.18.0	Germain et al.^78^	https://bioconductor.org/packages/release/bioc/html/scDblFinder.html

### Experimental model and study participant details

#### Mouse models

To investigate the role of early pancreatic carcinogenesis, the KPC mouse model expressing *KRAS* and *Trp53* mutations under the *Ptf1a* promotor^24^ (*Ptf1a/p48-Cre; lox-stop-lox-Kras*^*G12D/+*^*; lox-stop-lox-Trp53*^*R172H/+*^) was used. Acinar cell specific expression of oncogenic *Kras* and *Trp53* mutation has been shown to promote invasive pancreatic adenocarcinoma within 14-16 weeks. These mice show a clinical disease that is comparable to the human disease.^24^^,^^25^^,^^79^ CRE-mice (*Ptf1a-Cre*) were analyzed as a control group without the development of any pancreatic cancer or its precursors. The genetic backbone of the mouse model was C57BL/6J. Breeding and generation of the mice used for the study were approved by the state administration office (Landesverwaltungsamt) Sachsen-Anhalt (registration number MLU 2-1348).

#### Isolation and culture of primary pancreatic fibroblasts

Pancreatic fibroblasts were isolated from pancreata of 4, 6, 8, 10, and 12-week-old KPC- and CRE-mice as previously described with a few modifications.^80^ The tissue was removed from animals and quickly stored in HBSS on ice. The organs were minced with a sterile scalpel and digested at 37°C for 30 minutes in an enzyme buffer consisting of GBSS with salt, 0.02% Pronase (Roche), 0.05% Collagenase P (Roche) and 0.1% DNAse (Roche). The digested pancreata were filtered through a 100 μm cell strainer (Corning) which was flushed with HBSS to increase the yield. The mixture was centrifuged at 450 g for six minutes at 4°C. After a washing step with GBSS with salt, the pellet was re-suspended in 4.75 ml GBSS with 0.3% bovine serum albumin (BSA) (Sigma). 4 ml of Nycodenz-Solution (1.435 g Nycodenz by Alere Tech AS in 5 ml GBSS without salt) were layered carefully on top of this suspension, followed by 3 ml of GBSS with 0.3% BSA. The gradient was centrifuged for 20 minutes at 1400 g at 4°C. The cells in the layer just above the interface between the Nycodenz and GBSS were harvested and washed in GBSS with salt. The cells were re-suspended in culture medium (DMEM supplemented with 15% FBS, 1% penicillin-streptomycin, and 1% Amphotericin B) and transferred into a 6-well plate. Fibroblasts were cultured at 37°C with medium exchange 24 hours after cell isolation and subsequently every three days. Only primary fibroblasts passage 4 were used in this study. Sub-confluent fibroblasts were passaged with Trypsin-EDTA for three minutes and split into new dishes at a 1∶2 dilution.

#### Isolation and culture of primary pancreatic cancer cells

Primary pancreatic cancer cell line, generated from a KPC (*Ptf1a/p48-Cre; lox-stop-lox-Kras*^*G12D/+*^*; lox-stop-lox-Trp53*^*R172H/+*^) mouse, was kindly provided from Dr. Bo Kong (University of Heidelberg). The isolation protocol was previously described.^72^ KPC cancer cells were cultured in high glucose DMEM (D5796, Sigma-Aldrich) supplemented with 10% FBS (company and catalog number) and 1% penicillin/streptomycin (company and catalog number). For experiments with LAMA2 recombinant protein, we obtained KPC3595 pancreatic cancer cells, also kindly provided from kindly provided from Dr. Bo Kong (University of Heidelberg). KPC3595 cells were generated from KPC (*Ptf1a/p48-Cre; lox-stop-lox-Kras*^*G12D/+*^*; Trp53*^*lox/+*^) mouse, which has been previously described.^73^

#### Human subjects

Human pancreatic cancer samples were obtained from Martin-Luther-University Halle-Wittenberg, University Medical Center Halle, Germany. The study on human material was approved by the institutional ethics board of the medical faculty of the Martin-Luther-University Halle-Wittenberg and designated in accordance with the Declaration of Helsinki (approval number 2019-037). Written consent was obtained from all patients.

#### Tissue microarray

Tissue microarrays (TMAs) have been generated as previously described.^70^ The use of human samples was approved by the ethics committee at the University Hospital of Düsseldorf, Germany (study number: 5397). Scoring of staining intensity (0: none, 1: weak, 2: moderate, 3: strong) was manually conducted by two authors (N.O. and N.J.) independently. In case of inconsistency, third author (Y.S.) evaluated the staining intensity.

### Method details

#### Fibroblast Co-culture assay

Fibroblasts isolated from C57BL/6 wild-type mice were seeded onto the membrane of insert with 1 μm pore size and KPC cells were seeded on the 6-well plate. We used the same number of fibroblasts and KPC cells. Fibroblasts were cultured in fibroblast culture medium and KPC cells were cultured separately. Once the cells reached confluency, i.e., after 24 hours, the membrane inserts containing fibroblasts were put onto the 6-wells with KPC cells. After starting co-culture, we used DMEM medium for both the fibroblasts and KPC cells. RNA was isolated from co-cultured fibroblasts 24 and 72 hours after co-culture. Fibroblasts without co-culture with KPC cells were used as control.

#### Hematoxylin and Eosin staining

To evaluate the progression of pre-neoplastic lesions in pancreatic tissue sections from KPC and CRE mice spanning 4 to 12 weeks, Hematoxylin and Eosin staining were performed. Sections were de-paraffinized using Neo-Clear™ Xylene Substitute twice for 10 minutes followed by rehydration through a series of ethanol dilutions (100%, 50%, 25%), followed by brief washing step using monodest water. For hematoxylin staining, the sections were immersed in hematoxylin for 3 minutes, followed by a rinsing in deionized water. The stain was allowed to develop in tap water for 5 minutes. Further, eosin staining involves a 30-second immersion. Subsequently, the slides were dehydrated by placing them in 95% ethanol for three 5-minute intervals, followed by three 5-minute intervals in 100% ethanol, ensuring the removal of excess ethanol before transitioning to xylene for three 15-minute periods. Finally, the slides were covered using mounting medium.

#### Sirius red staining

The tissue sections from the mice pancreas were de-paraffinized in xylene twice for 10 minutes each, followed by rehydration washes in 100% ethanol for 2 minutes each. The sections were then sequentially washed in 95% ethanol for 2 minutes, 80% ethanol for 2 minutes, and 70% ethanol for 1 minute. Further, the sections were incubated in hematoxylin for 15 minutes and washed under running water for 8 minutes. Samples were incubated in Picrosirius red solution for 60 minutes according to the manufacturer’s guidance, followed by two washes in acidified water for 1 minute each, then sequentially washed in 70%, 80%, 95%, and 100% ethanol for 1 minute each. The sections were washed twice in xylene for 3 minutes each and mounted with a drop of the mounting medium before carefully placing a cover glass to avoid bubbles.

#### Alcian blue staining

Slides were deparaffinized and hydrated to distilled water, followed by staining in alcian blue solution (pH = 2.5) for 10 minutes according to manufacturer’s guidance. After washing in running tap water for 2 minutes and rinsing in distilled water, the slides were counterstained with reagent 2 (nuclear fast red albumin sulphate solution 0.1%) for 5 minutes. A 1-minute wash in running tap water was followed by dehydration through 95% alcohol and two changes of absolute alcohol, each for 3 minutes. The slides were then cleared in xylene and mounted using a mounting medium.

#### Immunohistochemistry

Glass slides were used to mount 4-μm-thick formalin-fixed paraffin-embedded pancreatic tissue sections from KPC and CRE mice, sampled at time points ranging from 4 to 12 weeks. These sections were subjected to staining with antibodies targeting ANGPTL4 and LAMA2. The tissue sections were first de-paraffinized using Neo-Clear™ Xylene Substitute twice, each time for 10 minutes. Subsequently, they were rehydrated through a series of ethanol dilutions (100%, 50%, 25%) and rinsed in monodest water. Heat-mediated antigen retrieval for both targets was accomplished using citrate buffer at a pH of 6.0. Following cooling in phosphate-buffered saline (PBS) with a pH of 7.4, sections were blocked at room temperature to prevent non-specific binding. This blocking process involved two steps: first, a 10-minute enzyme block, and then a 1-hour block with 1% BSA. Further, sections were incubated overnight in a humidified chamber at 4°C with 100 **μ**l primary antibody using a pre-optimized dilution (ANGPTL4: 1:50, LAMA2: 1:100, FBLN2: 1:500, CK19: 1:500, **α**-SMA: 1:125). Next, slides were washed three times in PBS/T for 15 minutes and incubated for 45 minutes at room temperature with a secondary antibody, DAKO Envision +System-HRP Labelled Polymer, followed by an additional washing step. Staining was visualized through incubation with 3,3-diaminobenzidine tetrahydrochloride solution (Dako DAB chromogen kit 1:400 dilution) for 3-4 minutes at room temperature. Sections were then counterstained with Mayer’s hematoxylin solution (Sigma-Aldrich, Saint Louis, MO, USA) and further the slides were mounted with Entellan ™ mounting media (Sigma-Aldrich, Saint Louis, MO, USA).

#### RNA isolation

Total RNA was extracted from KPC-fibroblasts and CRE-fibroblasts obtained from mice aged 4 to 12-weeks. RNA isolation was performed using the Direct-zol RNA Microprep Kit (Zymo Research). Briefly, the cells were homogenized in TRI Reagent using either a homogenizer or a sonicator. A Zymo-Spin IC column was used to collect 200 μl of the homogenate in a Collection Tube, followed by centrifugation for 30 seconds at 12,000 g. The column was then subjected to centrifugation for 30 seconds at 12,000 g after adding 400 μl of RNA pre-wash buffer and 700 μl of RNA wash buffer successively. To dry the column, it was transferred to a new collection tube and centrifuged for 3 minutes at 12,000 g. Next, the column was incubated with 10 μl of DNase/RNase-free water at room temperature for 5 minutes before centrifugation for 30 seconds at 12,000 g to elute the RNA. The eluted RNA was stored at -80°C for RNA-sequencing and qPCRs. The concentration of cellular/tissue RNA was determined using a Nanodrop Spectrophotometer from Thermo Scientific. The qPCR reactions were performed on a Quant studio3 in triplicates. Alternatively, for the amplification of RNA, 200 ng of total RNA was used as input as directed by RT-PCR and was performed using primers according to the manufacturer’s instructions. The mRNA expression was normalized to *B2M* and *YWHAZ* for human, and β-actin for mouse. RT-PCR experiments were performed using forward and reverse primers to quantify *ANGPTL4* (Human), *Angptl4* (mouse), *Lama2*, *B2M*, *YWHAZ*, and β-actin mRNA.

#### RNA-sequencing and gene set enrichment analysis

After RNA extraction and quality control, RNA samples were analyzed together with Novogene Co Ltd. (Cambridge, UK). A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated by Novogene using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. To select cDNA fragments of preferentially 150∼200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor ligated cDNA at 37°C for 15 minutes followed by 5 minutes at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Then, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina). After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated. Raw data (raw reads) of FASTQ format were firstly processed by Novogene. In this step, clean data (clean reads) were obtained by removing reads containing adapter and poly-N sequences and reads with low quality from raw data. At the same time, Q20, Q30 and GC content of the clean data were calculated. All the downstream analyses were based on the clean data with high quality. Reference genome and gene model annotation files were downloaded from genome website browser (NCBI/UCSC/Ensembl) directly. Paired-end clean reads were mapped to the reference genome using HISAT2 software. Differential gene expression was determined using the R package edgeR^74^ utilizing trimmed mean of M-values^81^ normalization. The exact Test function was applied to obtain genes differentially expressed between any two conditions. A false discovery rate (FDR) value below 0.05 was considered as threshold for significant differential gene expression. FPKM normalized expression values were obtained for further analyses.

Gene set enrichment analysis (GSEA) was performed using the R-package clusterProfiler (v4.6.2)^75^ and MSigDB v2022.1.Mm gene sets,^82^ utilizing the fgsea algorithm. The exponent parameter was set to 0 for unweighted analyses of log2 fold change sorted gene lists from RNA-Seq data. Cell type deconvolution was carried out using the CIBERSORTx algorithm^76^ (https://cibersortx.stanford.edu/) For the assessment of fibroblast purity, a signature matrix was created using the pancreas single-cell RNA-seq dataset from the Tabula Muris project^71^ downloaded from the human cell atlas data portal (https://data.humancellatlas.org). Normalized sequencing counts of 32 cells per annotated cell type were extracted using the R-package Seurat v4.3.0^77^ and mouse gene symbols were added using the R-package biomaRt v2.52.0 using ENSEMBL v100 annotation.

For KPC mice derived fibroblast subtype determination, a fibroblast-enriched sc-RNAseq dataset from Elyada et al.^20^ was utilized. Data was kindly provided by the authors. as CellRanger output files along with cell type annotations. Cells observed to express less than 200 or more than 4000 genes as well as cells exhibiting more than 15% mitochondrial gene expression were filtered out. Normalization of expression values was carried out using the SCTransform (v2) function of the Seurat R-package. Normalized sequencing counts of 32 cells per annotated fibroblast type were extracted. Cell fractions were computed using using the created signature matrices and bulk RNAseq FPKM values generated as described above, utilizing B-mode batch correction, 32 samples per cell type and 1000 permutations for significance analysis.

#### Single-cell RNA-sequencing analyses

Publicly available single-cell RNA-seq data sets have been processed and analyzed utilizing the R-package Seurat v5.1.0.^77^ Single-cell RNA-seq data of human PDAC and healthy control samples, described in Peng et al.^30^ have been obtained from the Genome Sequence Archive https://ngdc.cncb.ac.cn/bioproject/browse/PRJCA001063. KPC (*Pdx1-Cre; lox-stop-lox-Kras*^*G12D/+*^*; lox-stop-lox-Trp53*^*R172H/+*^) mice pancreas sample data, described in Elyada et al.^20^ have been kindly provided by Dr. Lindsey Baker.

Data of pancreas samples from normal, KIC (*Ptf1a/p48-Cre; lox-stop-lox-Kras*^*G12D/+*^*; Ink4a*^*lox/lox*^), KPfC (*Pdx1-Cre; lox-stop-lox-Kras*^*G12D/+*^*; Trp53*^*lox/lox*^) and KPC (*Ptf1a/p48-Cre; lox-stop-lox-Kras*^*G12D/+*^*; lox-stop-lox-Trp53*^*R172H/+*^) mouse models as described in Hosein et al.,^29^ have been obtained from NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125588).

First, single patients/samples have been processed independently. For improving data quality, cells expressing less than distinct 200 genes or whose overall mitochondrial gene expression exceeded 15% (Hosein, Elyada) or 20% (Peng), determined by genes listed in MitoCarta v3^83^ have been removed from further analyses. Genes expressed in less than 20 cells were discarded and multiplet cells have been detected and removed utilizing the R-package scDblFinder v1.18.0.^78^ Expression values have been normalized using Seurat's SCTransform v2 algorithm, employing the 2000 most variable genes and regressing for mitochondrial gene expression and cell cycle phase. Separate samples of the respective data sets have been integrated by applying the Seurat functions SelectIntegrationFeatures (nfeatures = 2000), PrepSCTIntegration, FindIntegrationAnchors, and IntegrateData. Cell clusters have been calculated using the Seurat functions FindNeighbors and FindClusters (Louvain algorithm). If provided with the data sets, cell type annotations have been used (Peng, Elyada), else cell clusters have been assigned cell identities by inspecting marker gene expression (Fibroblasts: pronounced expression of *Col1a1* and *Col1a2*).

#### Establishing ANGPTL4-overexpressing fibroblast cell line

To further investigate the functional role of the *ANGPTL4* gene in mediating crosstalk with preneoplastic cancer, we overexpressed *Angptl4* in an immortalized fibroblasts cell line (SV-80) using *ANGPTL4* CRISPR activation plasmid that was constructed by Santa Cruz Biotechnology.

#### Transfection and selection

An *ANGPTL4* CRISPR activation plasmid that was constructed by Santa Cruz Biotechnology (US) was used to create the overexpression model using SV-80 fibroblasts. The day before transfection of the activation and the control plasmid, 0.25×10^6^ cells per well were seeded into a 6-well plate. 2.5 μg of plasmid-DNA was carefully dissolved and mixed with 95 μl of Opti-MEM I Reduced Serum Medium (Thermo Fisher Scientific, Germany) and 5 μl of P3000 reagent. After dissolving Lipofectamin 3000 (Thermo Fisher Scientific, Germany) in Opti-MEM for 5 minutes at room temperature, the solution was mixed with the dissolved plasmid-DNA. Following 20 minutes of incubation 250 μl of the final solution were transferred into one well of a 6-well plate and incubated for 48 hours (at 37°C and 5% CO_2_). Next, 0.15 μg / ml Puromycin was used for selection. Serial and limited dilution approach was used to generate clones. Cell colonies of clones were selected under light microscopy. At least three clones from both the activated and control plasmid transfections were selected for further validation and analysis of the overexpression cell lines.

#### Western blot

To analyze the overexpression of ANGPTL4 expression on the protein level, a western blot was performed. Proteins were extracted from cultured cells using a lysis buffer containing 7 M urea, 2 M thiourea, 4% CHAPS, and 40 mM DTT. Protein levels were quantified using a BIORAD protein assay dye. The collected proteins were denatured through heating at 95°C. From each sample, 40 μg of protein was separated by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred to polyvinylidene difluoride membranes (PVDF, GE Healthcare Life science, Great Britain), blocked for 1 hour in 5% milk+ TBS/T, and incubated with primary antibodies (ANGPTL4-1:1500) overnight at 4°C. The next day, the membranes were washed with Tris-buffered saline with 0.1% Tween-20 (TBS/T) and treated with suitable secondary antibodies (Goat anti-Rabbit (1:5000). Vinculin (1:1000) for ANGPTL4 was used as a loading control. Protein bands were visualized by an enhanced chemiluminescent substrate and quantified by ImageJ.

#### MTT assay

To quantify the proliferation of Angptl4-overexpressing SV-80 clones compared to control SV-80 clones and PANC-1 cell lines co-cultured with conditioned media from both types of clones, an MTT assay was performed. On day 1, cells were seeded in 96-well plates (2×10^3^ cells per well) with a growth medium specific to each cell type. After 24 and 72 hours of incubation at 37°C in 5% CO_2_, MTT solution was added and incubated for 4 hours. Following this, DMSO was added, and absorbance was measured at 570 nm after shaking. Additionally, PANC-1 cells exposed to 50 % conditioned media from both overexpressed and control clones were included to assess the role of fibroblast-mediated ANGPTL4 in affecting the proliferation of cancer cells.

#### Wound healing assay

To evaluate 2D cell migration, a wound healing assay was conducted comparing Angptl4-overexpressing SV-80 clones to control SV80 clones and PANC-1 cell lines co-cultured with conditioned media from both types of clones. Cells (3x10^6^) were seeded in a culture insert (ibidi 2-well insert, ibidi GmbH, Martinsried, Germany) with growth medium for 24 hours. After removal of the inserts, the cells were incubated in a serum-reduced medium. Wound closure was monitored by capturing images at 0, 2, 4, 6, and 8 hours, with wound width quantified using ImageJ and the Wound Healing Size Tool plugin^84^ Further, to investigate the role of fibroblast-mediated Angptl4 in cancer cell migration, PANC-1 cells were treated with 50% conditioned media from both overexpressed and control clones. Following a similar experimental setup, a wound-healing assay was also performed using KPC3595 cell lines exposed to varying doses (5 μg / ml, 10 μg / ml, and 20 μg / ml) of recombinant LAMA2 to quantify the migration of KPC3595 cells in the presence of different concentrations of LAMA2.

#### Migration assay

A transwell migration assay was performed using a 24-well Boyden chamber with 8 μm pore-size inserts to assess chemotactic movement. The 20,000 cells were seeded in serum-free DMEM in the upper chamber. The lower chamber contained the culture medium with 10% FBS. After incubation for 24 hours, cells on the top surface of the membrane were wiped off. The membrane was then stained with Hematoxylin at RT for 30 minutes. Cells on the bottom surface of the membrane were examined under a light microscope. Cells from 5 random fields were counted using ImageJ and averaged. Additionally, PANC-1 cells were seeded in the upper chamber, while control and ANGPTL4-overexpressing fibroblast clones were seeded in the lower chamber to assess the impact of fibroblast-mediated ANGPTL4 on cancer cell migration. Following a similar experimental setup, a transwell migration assay was also performed using KPC3595 cell lines exposed to varying doses (5 μg / ml, 10 μg / ml, and 20 μg / ml ) of recombinant LAMA2 to quantify the migration of KPC3595 cells in the presence of different concentrations of LAMA2.

#### Invasion assay

For the invasion assay, KPC3595 cells are seeded into the upper compartment of a transwell insert coated with a diluted matrigel. The Matrigel, prepared by diluting in ice-cold, serum-free DMEM to a final concentration of 1 mg / ml, is added (50 μl) to the insert and allowed to solidify at 37°C for 1 hour. After gel solidification, KPC cells (10,000) are seeded on top of the ECM layer in serum-free media, with recombinant LAMA2 added as a chemoattractant at concentrations of 5 μg / ml, 10 μg / ml, and 20 μg / ml in the well. A control group without Lama2 treatment was also included. The invasion was assessed by counting the number of cells that migrated through the ECM towards the LAMA2 in the lower chamber using ImageJ for quantification.

### Quantification and statistical analysis

#### Statistical analysis

Statistical analysis was performed using GraphPad Prism software, version 8.4 (GraphPad, San Diego, CA, USA). Data are shown as means ± standard deviation (s.d.), unless otherwise specified. For the primary isolated fibroblast RT-qPCR and co-culture experiments (Figures 7A, 9A, 12A, and 13A), statistical significance was determined using an unpaired two-tailed Student’s t-test with Welch’s correction. Quantification of ANGPTL4 overexpression by RT-qPCR (Figure 9B), MTT, and migration assays with ANGPTL4_OE colonies (Figures 9D, 9E, 10A, and 10B) was also analyzed using an unpaired two-tailed Student’s t-test. For MTT, invasion, and migration assays with LAMA2 recombinant protein (Figures 13B, 13C, and 13E), statistical significance was assessed using one-way ANOVA. For quantification of ANGPTL4 overexpression by Western blot (Figure 9C) and wound healing assays (Figures 9G, 10D, and 13F), statistical significance was assessed using two-way ANOVA. *P* < 0.05 was considered as significant.

# Supplementary material for: Gene expression dynamics in fibroblasts during early-stage murine pancreatic carcinogenesis
**Source:** iScience. 2024 Dec 10;28(1):111572. doi: 10.1016/j.isci.2024.111572
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S5

Supplemental information

Gene expression dynamics in fibroblasts during early-stage murine pancreatic carcinogenesis

Nupur Ohri, Johanna Häußler, Nino Javakhishvili, David Vieweg, Anais Zourelidis, Bogusz Trojanowicz, Monika Haemmerle, Irene Esposito, Markus Glaß, Yoshiaki Sunami, and Jörg Kleff

Supplemental legends

Supplementary Figure S1: Expression of 26 relevant DEGs in 19 different clusters.

UMAP plot based on scRNA-seq data from Hosein et al. showing distinct cell populations and the identification of 19 clusters, as previously presented in Figure 6B and 6C.

Supplementary Figure S2: Expression of 26 relevant DEGs in different stages and pancreatic cancer mouse models.

UMAP plot based on scRNA-seq data from Hosein et al. illustrating gene expression variations across different pancreatic cancer mouse models at distinct time points (early: 40 days, late: 60 days), as referred in Figure 6D.

Supplementary Figure S3: Expression of 26 relevant DEGs in different cell types.

Analysis of scRNA-seq data for KPC mice from Elyada et al. highlighting the expression of the 26 relevant DEGs across various cell types.

Supplementary Figure S4: Expression of 26 relevant DEGs in human tumor and non-tumor cells.

Evaluation of scRNA-seq data from Peng et al. focusing on the expression profiles of the 26 DEGs in human pancreatic tumor and non-tumor cells.

Supplementary Figure S5: Expression of 26 relevant DEGs in CAF subtypes.

Analysis of scRNA-seq data from Elyada et al. detailing the expression of the 26 DEGs in different CAF subtypes.

Supplementary Figure S6: Elevated FBLN2 and THBS1 expression in PDAC.

Immunohistochemistry results conducted on representative human pancreatic tissues (non-tumor and PDAC) demonstrating elevated expression levels of FBLN2 and THBS1.

Supplementary Table 1: FKPM values of key genes for RNA-seq data (4 weeks)

Supplementary Table 2: FKPM values of key genes for RNA-seq data (6 weeks)

Supplementary Table 3: FKPM values of key genes for RNA-seq data (8 weeks)

Supplementary Table 4: FKPM values of key genes for RNA-seq data (10 weeks)

Supplementary Table 5: FKPM values of key genes for RNA-seq data (12 weeks)

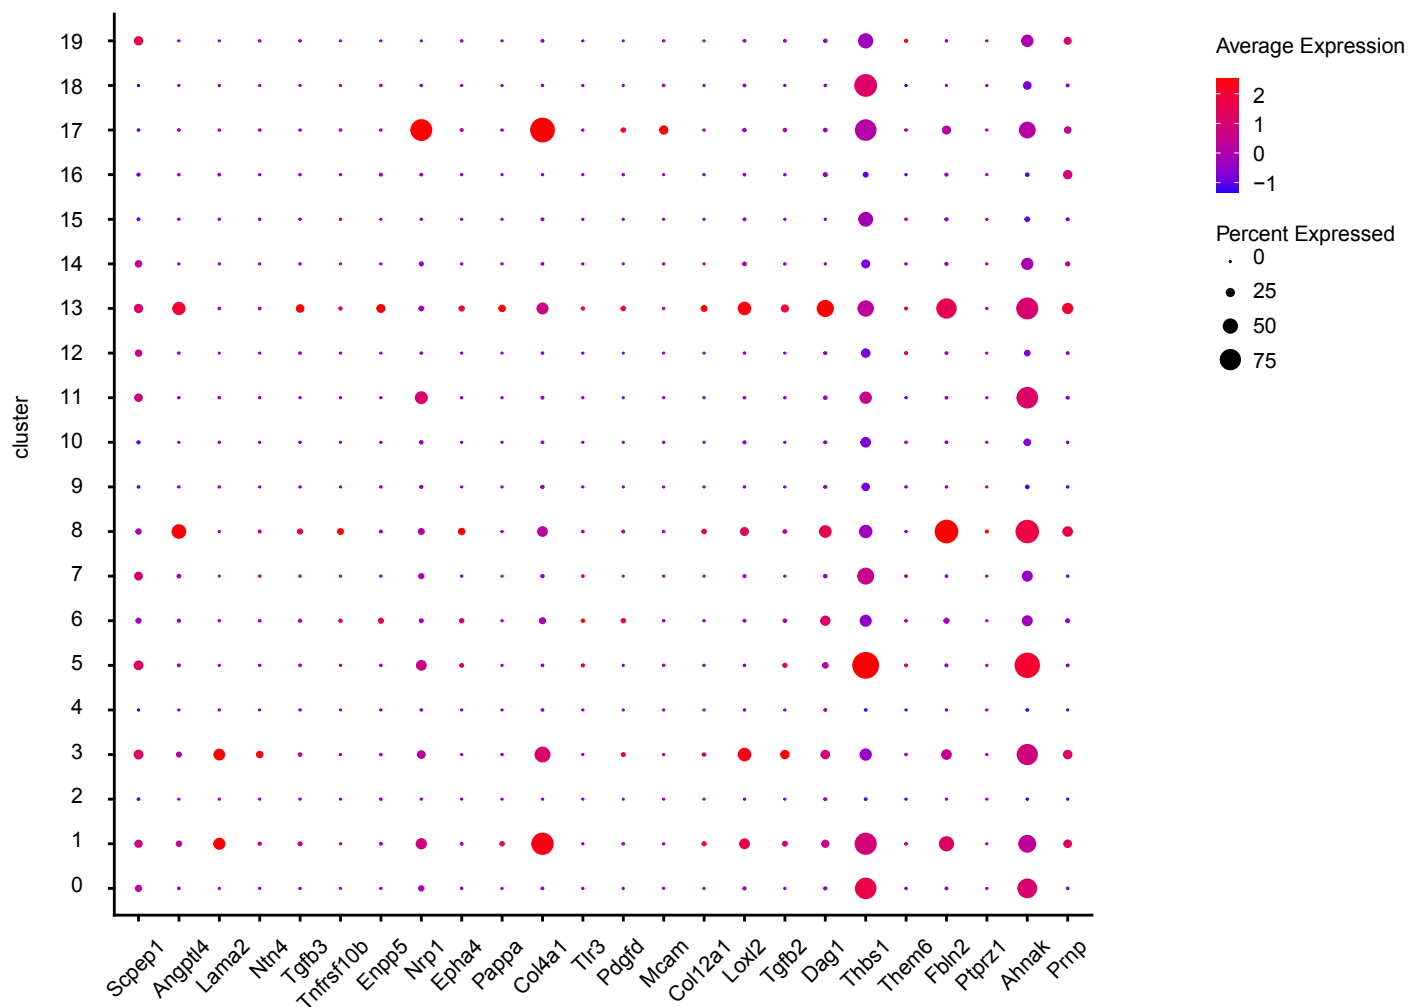

Figure S1

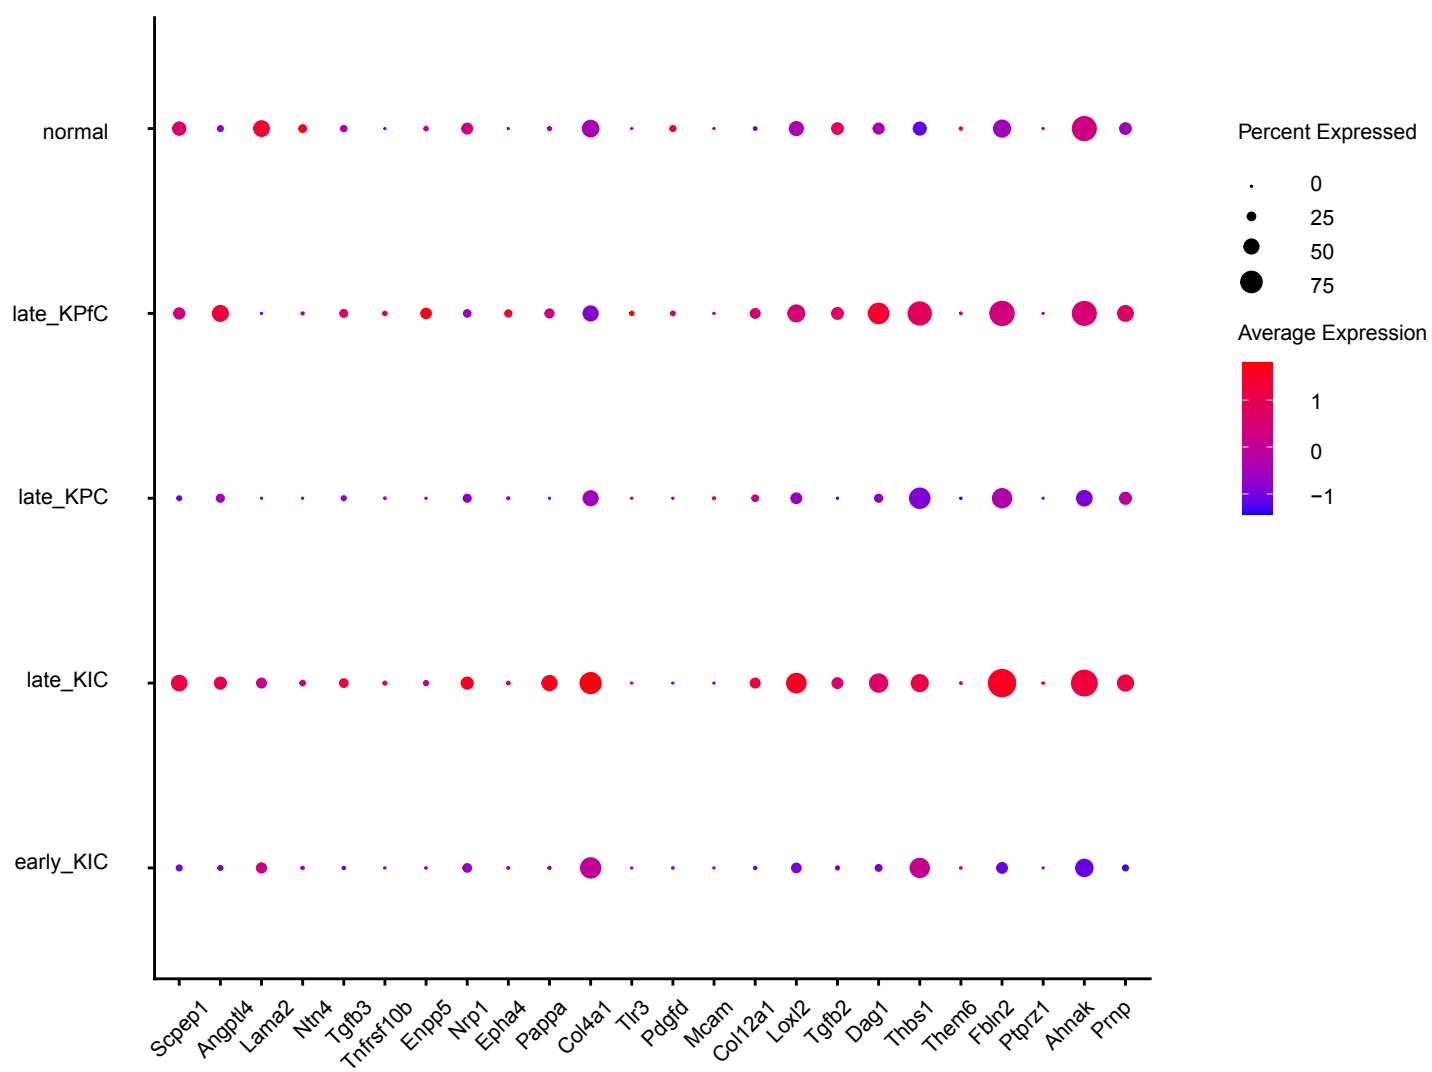

Figure S2

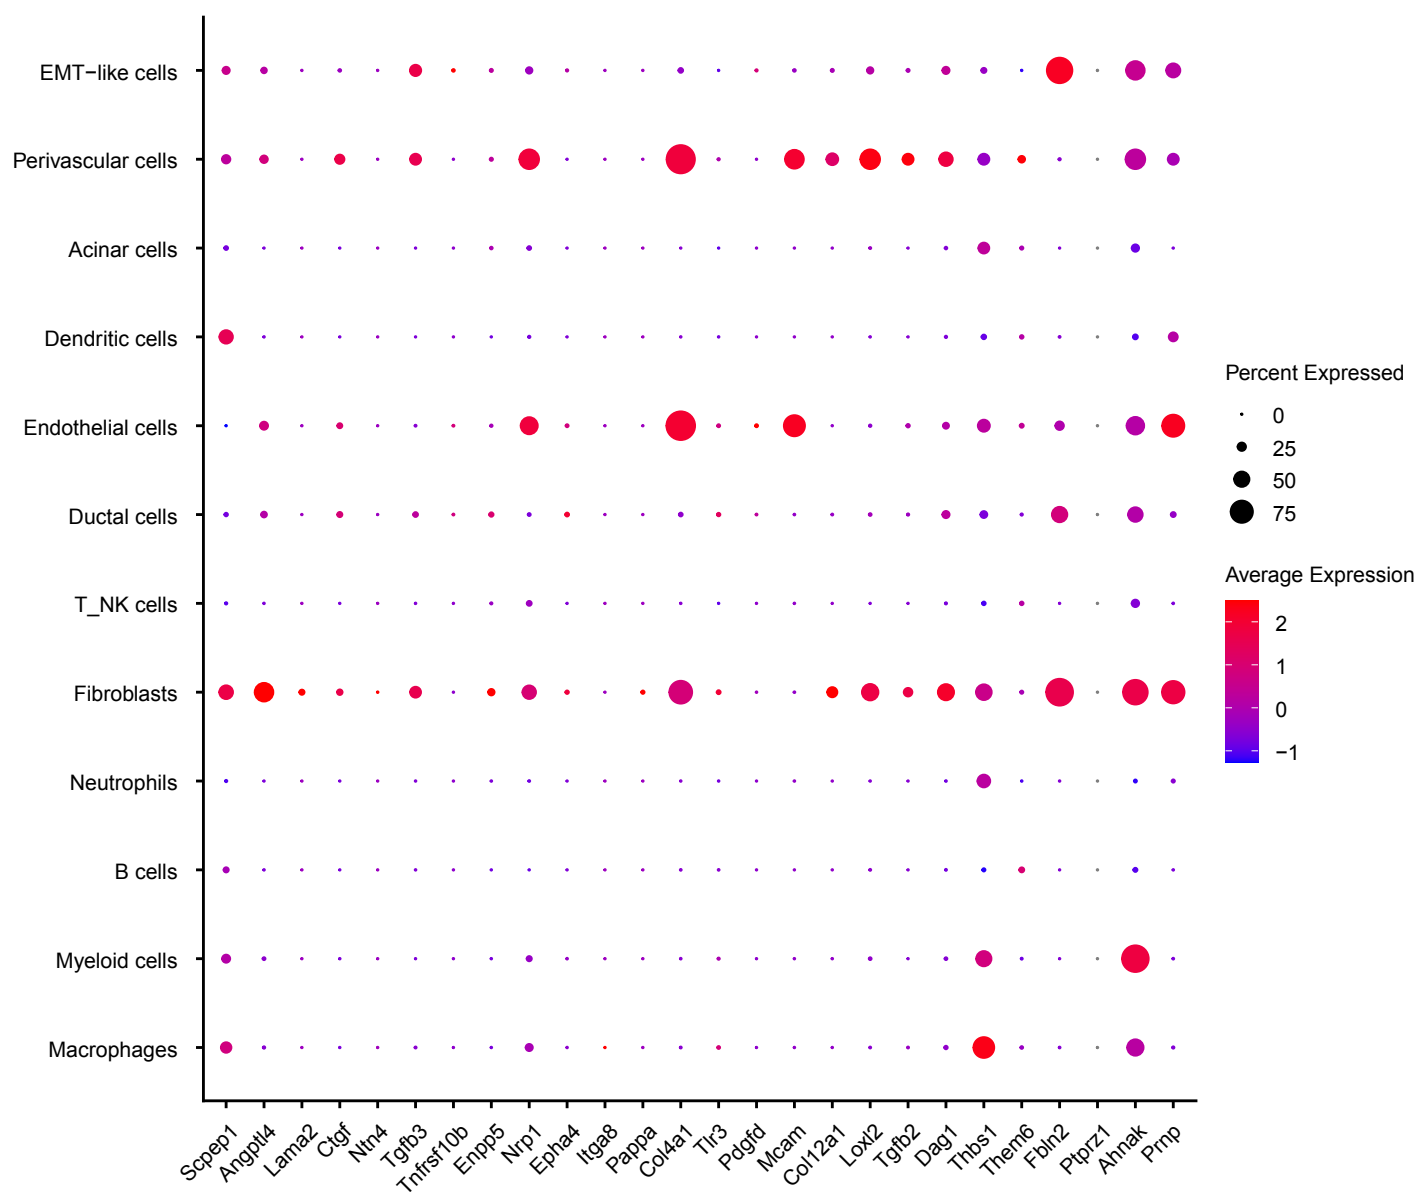

Figure S3

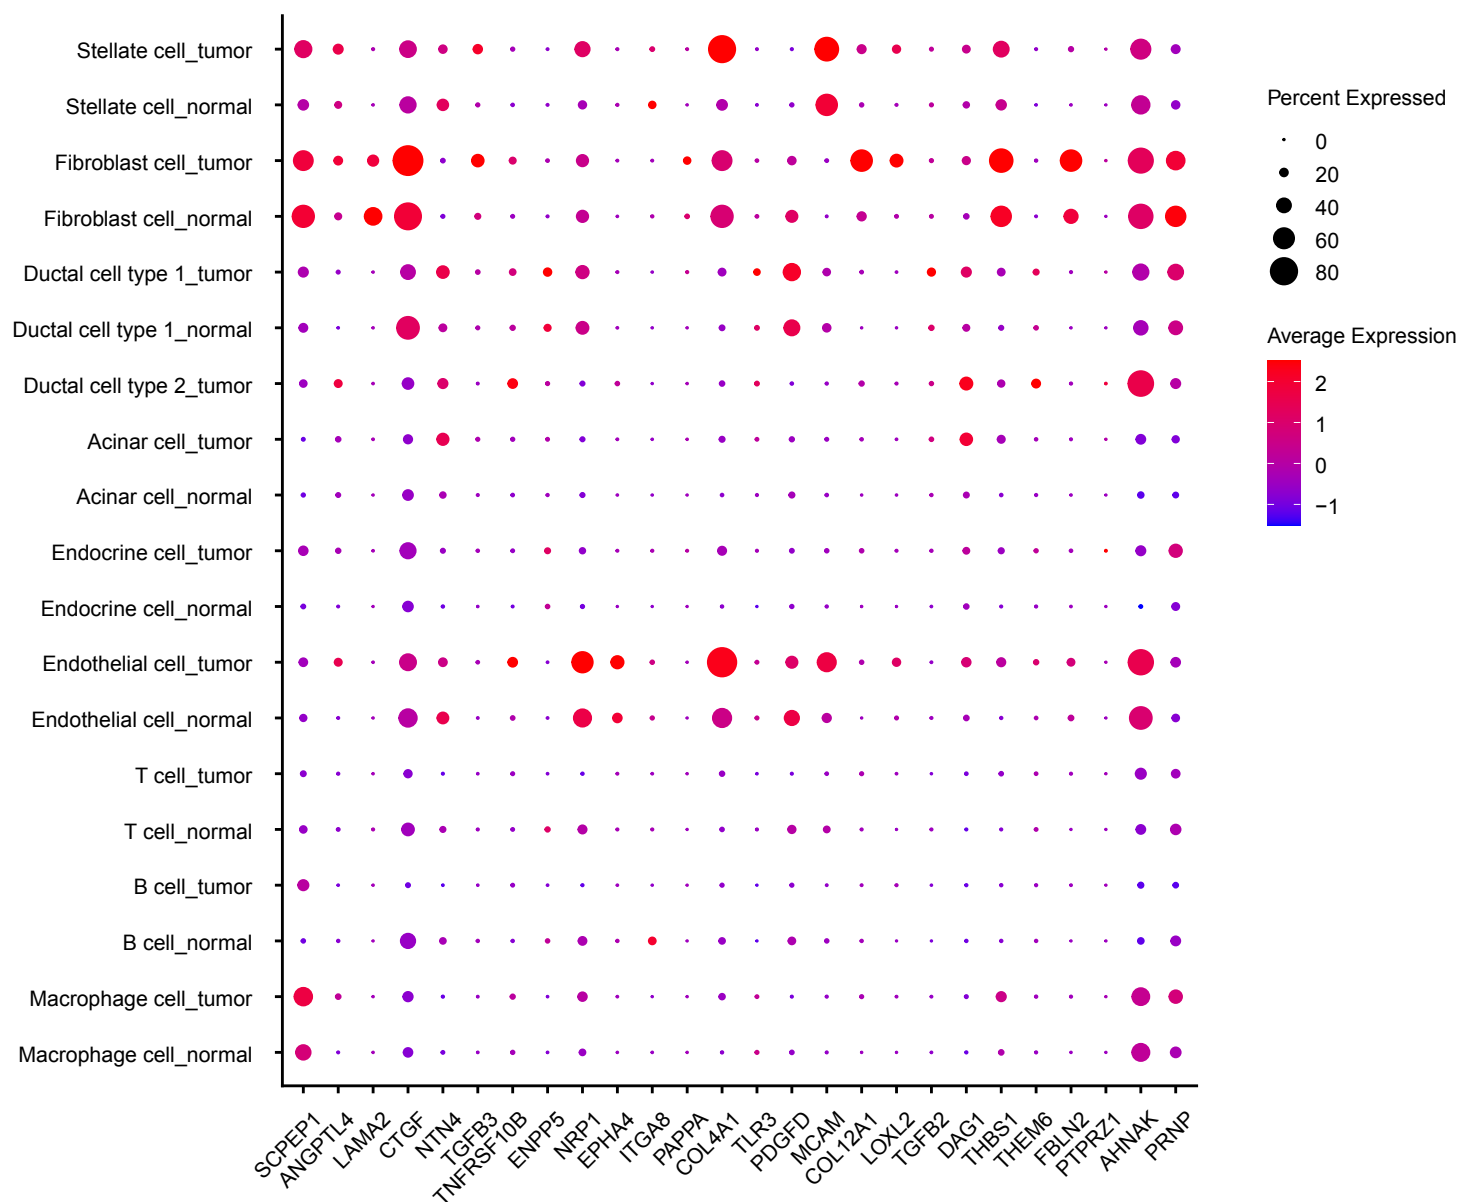

Figure S4

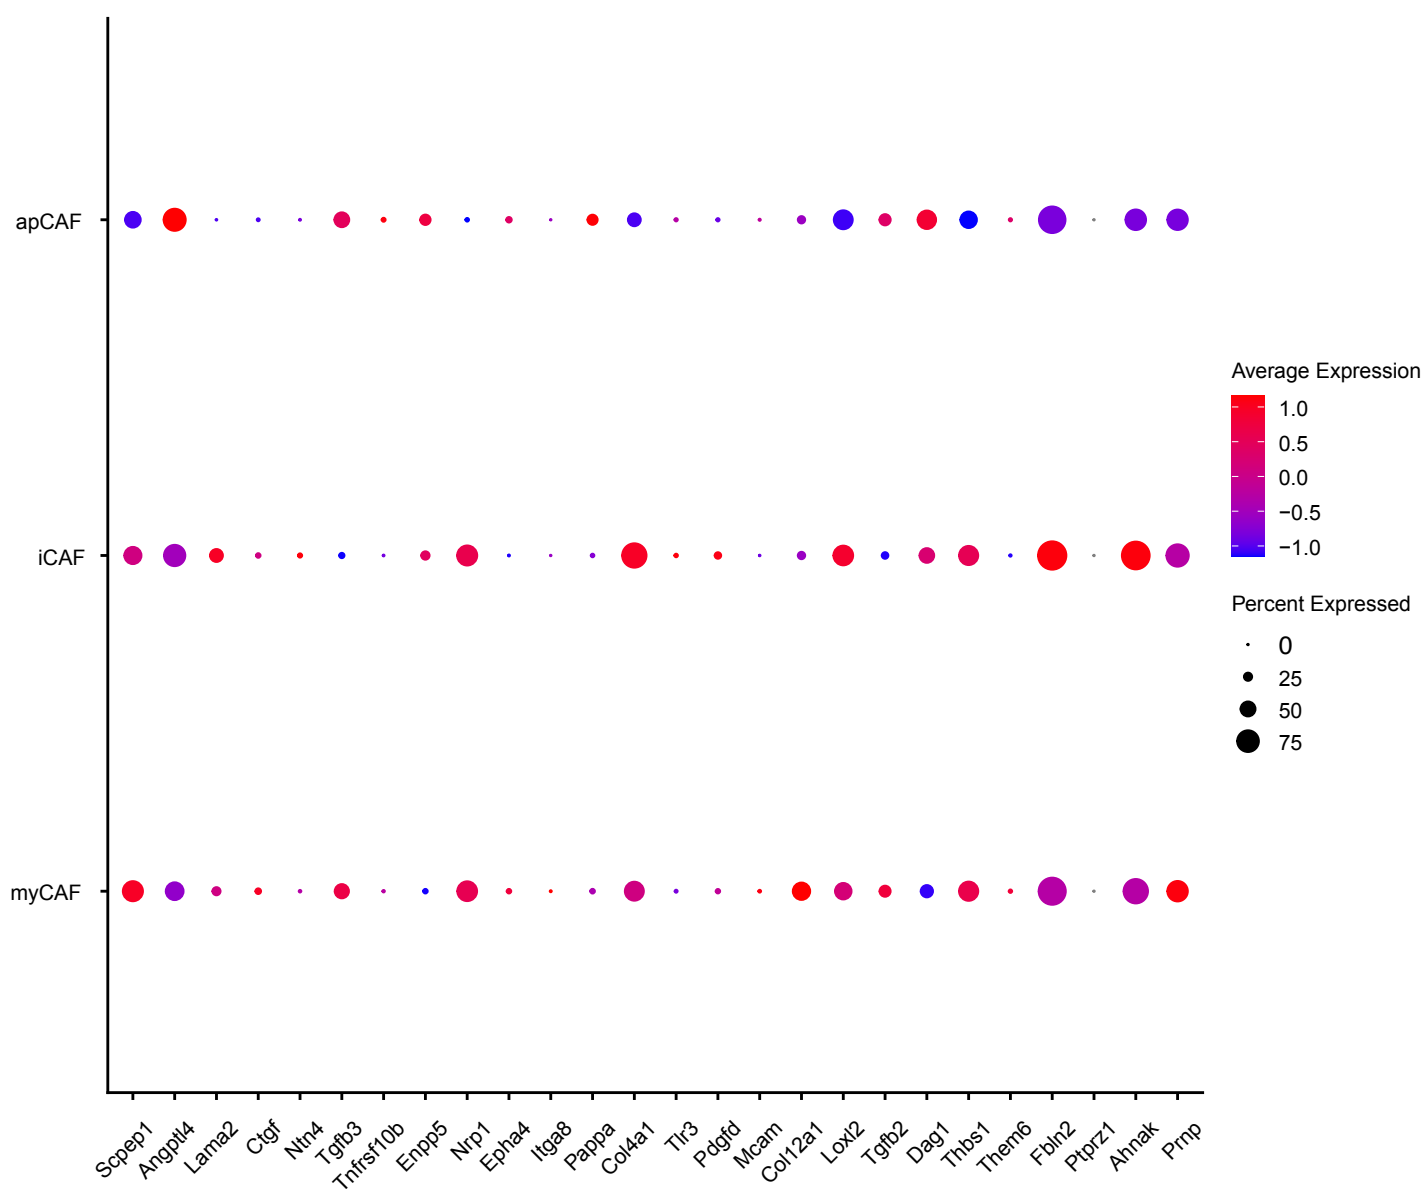

Figure S5

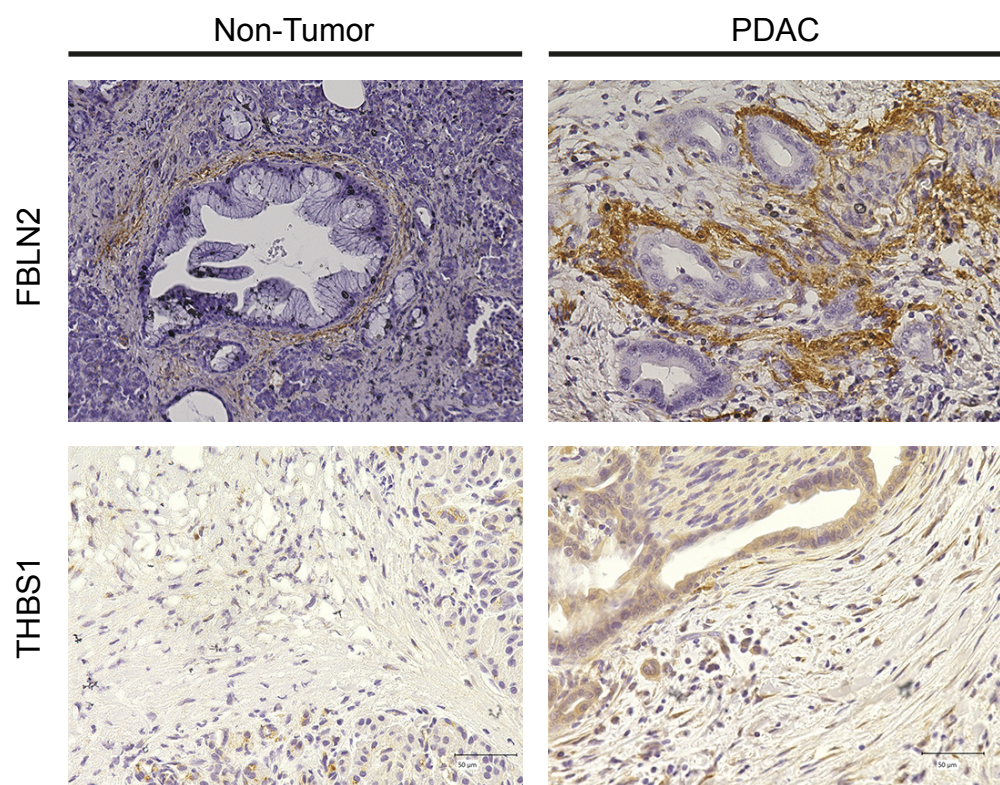

Figure S6

Supplementary Table 1: FPKM values of key genes for RNA-seq data (4 weeks)

	gene	chr	length	log2FC	pValue	FDR	Cre	Cre	Cre	Cre	KPC	KPC	KPC
ENSMUSG000000069833	Ahnak	19	19938	0.758779	0.042902	1	29.42096	31.98496	37.9943	33.3657	52.08419	62.18332	54.21867
ENSMUSG00000002289	Angptl4	17	3541	-0.62547	0.188822	1	8.87363	5.724456	5.696593	14.20456	5.196006	4.645571	6.933337
ENSMUSG000000032332	Col12a1	9	15228	0.304708	0.529789	1	104.5592	87.30434	115.2415	77.25909	107.1663	129.336	119.5635
ENSMUSG000000031502	Col4a1	8	7464	0.054891	0.865452	1	473.4706	481.4512	471.7553	286.79	354.6956	532.7198	447.5152
ENSMUSG000000019997	Ctgf	10	2861	0.367243	0.285175	1	682.3636	768.8875	825.4765	706.7591	870.6207	1165.237	850.4048
ENSMUSG000000039952	Dag1	9	6357	0.297374	0.282044	1	30.45618	35.53185	32.85004	25.8577	43.34179	35.60246	35.98427
ENSMUSG000000023960	Enpp5	17	4858	0.731496	0.179598	1	4.331777	12.12931	8.107447	11.04916	18.9801	11.93816	13.43641
ENSMUSG000000026235	Epha4	1	8054	-0.00027	0.983377	1	4.465084	2.060291	5.009098	1.309401	1.882856	4.362289	3.384867
ENSMUSG000000064080	Fbln2	6	6370	0.11563	0.707646	1	600.8999	630.1722	663.7914	742.375	486.1401	918.7011	738.1354
ENSMUSG000000026768	Itga8	2	7368	0.537866	0.415186	1	4.32328	9.02816	6.097262	2.288388	10.3136	6.977439	6.375734
ENSMUSG000000019899	Lama2	10	16605	0.306472	0.587974	1	3.326703	2.770689	4.124119	3.13179	2.380522	5.893312	4.110937
ENSMUSG000000034205	Loxl2	14	5405	0.579297	0.233743	1	155.2356	121.128	123.4797	70.17683	115.6999	226.3012	184.6941
ENSMUSG000000032135	Mcarn	9	3350	0.55762	0.337358	1	60.07436	87.84543	80.44161	25.89118	105.7824	94.21632	80.66103
ENSMUSG000000025810	Nrp1	8	9785	-0.39892	0.3627	1	23.16699	15.35136	12.80567	16.20518	11.956	12.61004	13.84536
ENSMUSG000000020019	Ntn4	10	3741	0.140061	0.777235	1	36.7948	35.91156	34.18921	21.01598	36.19046	31.99029	37.53155
ENSMUSG000000028370	Pappa	4	11027	0.565163	0.454056	1	17.59048	8.476097	20.61523	2.571325	19.48542	22.169	13.00107
ENSMUSG000000032006	Pdgfd	9	3154	0.340029	0.611493	1	12.81864	9.617274	17.12713	8.599425	11.12106	19.80452	14.79656
ENSMUSG000000079037	Pmp	2	2343	0.48118	0.218341	1	74.60531	128.0783	98.56942	107.5262	175.1098	114.5385	138.3099
ENSMUSG000000068748	Ptprz1	6	14245	0.945045	0.082925	1	4.775846	9.237461	8.107488	2.941348	12.66255	13.54586	9.977577
ENSMUSG000000000278	Scepe1	11	2097	0.536328	0.231753	1	134.7189	231.7613	171.7124	188.0022	292.5665	214.2925	283.0255
ENSMUSG000000039239	Tgfb2	1	5791	0.179632	0.703718	1	16.09732	13.55848	17.9182	4.819885	15.13876	16.23205	13.13341
ENSMUSG000000021253	Tgfb3	12	3383	0.150461	0.774689	1	84.37014	87.94664	165.4685	40.38526	111.6544	129.196	73.95558
ENSMUSG000000040152	Thbs1	2	6073	0.063015	0.865735	1	1535.168	1074.556	1678.582	1362.98	914.7049	2144.048	1368.943
ENSMUSG000000056665	Them6	15	1784	-0.73159	0.155246	1	3.150943	4.284581	2.37638	2.8849	2.166279	1.561199	2.002964
ENSMUSG000000031639	Tlr3	8	5207	0.417218	0.447089	1	0.823512	1.31931	1.195014	1.024795	1.500537	1.459808	1.407989
ENSMUSG000000022074	Tnfrsf10b	14	5451	0.100662	0.744921	1	11.24447	10.48141	13.34076	14.16832	10.2956	18.27173	11.02532

Supplementary Table 2: FPKM values of key genes for RNA-seq data (6 weeks)

	gene	chr	length	log2FC	pValue	FDR	Cre	Cre	Cre	Cre	KPC	KPC	KPC	KPC
ENSMUSG00000069833	Ahnak	19	19938	-0.06185	0.860301	1	50.06325	47.11466	59.87579	42.43975	50.42027	37.83506	43.8122	59.05525
ENSMUSG00000002289	Angptl4	17	3541	-0.23422	0.586292	1	12.33415	5.682752	6.399675	7.877423	8.053323	6.052526	8.320546	5.034431
ENSMUSG000000032332	Col12a1	9	15228	0.176076	0.703508	1	233.4528	80.37121	165.6727	91.13383	127.263	181.5759	230.3385	105.5234
ENSMUSG000000031502	Col4a1	8	7464	-0.06756	0.833706	1	346.8458	365.6613	692.0342	411.4814	436.5624	348.1787	421.0991	527.0963
ENSMUSG00000019997	Ctgf	10	2861	0.31082	0.336314	1	537.1361	833.6481	1013.669	689.5432	694.3116	1019.202	1001.721	1097.764
ENSMUSG000000039952	Dag1	9	6357	0.256771	0.321909	1	45.49265	32.37428	47.68405	31.65288	48.47708	46.39563	41.86535	51.08802
ENSMUSG000000023960	Enpp5	17	4858	0.077666	0.88028	1	14.48449	11.35699	12.27464	11.0264	14.8526	13.56057	10.43868	13.0104
ENSMUSG000000026235	Epha4	1	8054	0.32053	0.609597	1	0.993239	2.769813	7.172084	2.736541	4.470213	0.606534	1.403023	10.59449
ENSMUSG000000064080	Fbln2	6	6370	-0.21278	0.469507	1	641.1502	736.9911	1024.105	653.7766	827.2609	507.4264	524.5942	777.6784
ENSMUSG000000026768	Itga8	2	7368	-0.26825	0.671218	1	3.061611	6.950832	10.8612	5.891719	7.526816	4.483912	3.057895	7.156214
ENSMUSG00000019899	Lama2	10	16605	0.654164	0.231691	1	0.559384	2.157972	5.159194	1.641626	3.953792	3.128958	4.078914	3.815435
ENSMUSG000000034205	Lox12	14	5405	0.043145	0.925153	1	119.9733	177.6114	212.6165	122.1491	170.1079	156.1794	123.2712	201.9868
ENSMUSG000000032135	Mcarn	9	3350	0.0052	0.992531	1	10.81922	66.96054	129.9988	55.23316	90.6675	13.64655	16.11026	143.5447
ENSMUSG000000025810	Nrp1	8	9785	-0.37784	0.34078	1	21.05434	15.9377	17.65092	19.88272	13.27308	11.17943	19.97916	12.92251
ENSMUSG000000020019	Ntn4	10	3741	0.192749	0.693357	1	34.93303	28.10718	54.49409	45.87829	18.78706	76.50674	65.04415	26.41558
ENSMUSG000000028370	Pappa	4	11027	-0.07273	0.920372	1	2.203857	12.66177	31.8979	6.610232	16.39644	6.778247	5.406671	22.16842
ENSMUSG000000032006	Pdgfd	9	3154	0.151697	0.816236	1	6.394884	11.75338	19.37112	7.189238	9.853492	17.20729	11.78127	10.81439
ENSMUSG000000079037	Pmp	2	2343	0.253416	0.490858	1	208.7535	168.9346	220.3864	142.3661	171.1097	245.8186	249.3238	216.3541
ENSMUSG000000068748	Ptprz1	6	14245	0.01134	0.982589	1	4.516501	6.34227	13.18198	7.087491	6.818156	7.310537	5.618499	11.62553
ENSMUSG000000000278	Scsep1	11	2097	0.037394	0.929602	1	209.3596	231.7766	215.0283	205.2115	157.6905	353.779	232.2564	140.2421
ENSMUSG000000039239	Tgfb2	1	5791	-0.42771	0.350464	1	12.26871	12.51786	20.2795	17.7082	9.653055	10.01539	7.936862	19.06255
ENSMUSG000000021253	Tgfb3	12	3383	0.727779	0.164392	1	17.77395	82.27476	226.4509	73.01965	57.4338	298.5392	186.1402	119.4953
ENSMUSG000000004152	Thbs1	2	6073	0.337059	0.368949	1	1762.499	1294.693	2007.153	1345.723	2042.966	1909.334	2253.691	1891.068
ENSMUSG000000056665	Them6	15	1784	-0.24726	0.597148	1	3.315221	3.282149	2.739754	3.617344	2.539893	2.944007	3.186455	2.239372
ENSMUSG000000031639	Tlr3	8	5207	-0.12633	0.811738	1	1.951327	1.251222	1.228821	1.083593	1.891755	0.824284	0.672346	1.672013
ENSMUSG000000022074	Tnfrsf10b	14	5451	-0.42678	0.149921	1	12.4219	13.95677	15.06397	11.6318	8.746246	10.5054	10.1361	10.08775

Supplementary Table 3: FPKM values of key genes for RNA-seq data (8 weeks)

	gene	chr	length	log2FC	pValue	FDR	Cre	Cre	Cre	Cre	KPC	KPC	KPC	KPC
ENSMUSG00000069833	Ahnak	19	19938	-0.24603	0.484015	1	52.73377	40.024	66.25053	44.34237	45.19539	43.06265	39.5872	43.62214
ENSMUSG00000002289	Angptl4	17	3541	-0.01569	0.97191	1	5.377253	16.227	4.420276	4.974722	8.833765	4.77732	4.21165	12.84511
ENSMUSG00000032332	Col12a1	9	15228	-0.08327	0.857129	1	135.8353	93.83424	145.1302	110.5086	135.8581	145.1506	93.77792	83.30228
ENSMUSG00000031502	Col4a1	8	7464	-0.30382	0.345513	1	635.0181	437.1314	603.0092	401.7192	363.7998	583.4997	435.5336	299.6654
ENSMUSG00000019997	Ctgf	10	2861	-0.1773	0.583129	1	932.1187	794.0345	931.6749	934.9845	666.5191	785.1899	789.4963	936.1097
ENSMUSG00000039952	Dag1	9	6357	0.051087	0.843856	1	39.24503	31.83023	44.84932	34.53715	37.38677	45.50768	34.24535	38.74354
ENSMUSG00000023960	Enpp5	17	4858	-0.59744	0.247314	1	11.20999	7.966439	10.75934	17.37781	9.236595	8.231399	5.820802	7.97737
ENSMUSG00000026235	Epha4	1	8054	-0.77183	0.220826	1	5.474658	3.024847	7.273052	2.664696	2.9618	3.026577	3.203171	1.60647
ENSMUSG00000064080	Fbln2	6	6370	-0.3948	0.180073	1	1141.154	571.4525	1127.694	836.5024	742.2062	1087.261	546.9593	420.1372
ENSMUSG00000026768	Itga8	2	7368	-1.4782	0.021714	1	7.59403	4.227566	9.282758	9.33125	3.071165	1.134139	3.12813	3.587162
ENSMUSG00000019899	Lama2	10	16605	-0.71072	0.19397	1	4.512417	3.713999	5.421491	2.745069	1.968172	3.684715	1.805592	2.557828
ENSMUSG00000034205	Lox12	14	5405	-0.32556	0.478698	1	253.6732	135.0589	210.4686	195.1337	171.1823	268.2641	127.1523	67.27669
ENSMUSG00000032135	Mcarn	9	3350	-0.98116	0.078232	1	106.732	60.44298	102.7905	68.34445	47.60726	51.08104	55.00546	17.68742
ENSMUSG00000025810	Nrp1	8	9785	0.435443	0.272414	1	17.50334	13.40903	18.73484	18.33736	22.59573	21.0416	25.94556	22.35313
ENSMUSG00000020019	Ntn4	10	3741	-0.43041	0.379083	1	33.57862	30.20728	35.88063	49.15647	26.93844	17.56465	34.78081	31.14356
ENSMUSG00000028370	Pappa	4	11027	-0.89282	0.222705	1	25.10857	4.061984	25.41233	14.9027	11.67402	17.09687	6.03157	2.619827
ENSMUSG00000032006	Pdgfd	9	3154	-1.00896	0.124653	1	13.18673	10.70353	16.7527	20.97057	8.140716	10.19712	5.453041	6.82085
ENSMUSG00000079037	Pmp	2	2343	-0.19413	0.597557	1	171.049	88.1736	162.8198	265.0674	171.6735	167.0867	127.1534	134.6708
ENSMUSG00000068748	Ptprz1	6	14245	-1.13746	0.028478	1	8.496745	5.717029	14.15102	12.22609	3.705707	4.134924	3.442617	7.164874
ENSMUSG00000000278	Scpep1	11	2097	-0.44144	0.297247	1	273.3	170.6958	232.088	367.305	187.2858	171.6229	189.6358	219.7901
ENSMUSG00000039239	Tgfb2	1	5791	-0.55249	0.228279	1	22.81406	10.15063	21.77022	16.41464	14.4626	13.23325	14.45502	6.363086
ENSMUSG00000021253	Tgfb3	12	3383	-0.32177	0.537032	1	168.1794	86.75551	137.708	92.085	72.93528	78.51293	99.69744	136.676
ENSMUSG00000040152	Thbs1	2	6073	-0.1192	0.750448	1	1855.376	1702.265	2114.162	1290.543	1422.702	1968.815	1465.088	1553.608
ENSMUSG00000056665	Them6	15	1784	0.058476	0.900315	1	2.313117	3.394465	1.834491	2.874417	2.100919	2.2849	3.886652	2.584036
ENSMUSG00000031639	Tlr3	8	5207	-0.12423	0.815623	1	1.441495	1.183049	1.211506	1.322213	1.412707	1.612656	1.10845	0.602025
ENSMUSG00000022074	Tnfrsf10b	14	5451	-0.17359	0.55761	1	15.76661	13.1078	15.30562	12.93514	10.90501	12.82478	11.94563	14.96328

Supplementary Table 4: FPKM values of key genes for RNA-seq data (10 weeks)

	gene	chr	length	log2FC	pValue	FDR	Cre	Cre	KPC	KPC	KPC
ENSMUSG00000069833	Ahnak	19	19938	-0.56401	0.202657	1	84.22953	39.7385	24.37047	38.76455	62.64668
ENSMUSG00000002289	Angptl4	17	3541	0.646561	0.263992	1	5.928618	9.936321	7.683934	18.3982	11.17854
ENSMUSG00000032332	Col12a1	9	15228	-0.66558	0.250043	1	174.4754	127.7024	57.92241	119.3177	108.5144
ENSMUSG00000031502	Col4a1	8	7464	-0.47531	0.241492	1	506.6981	400.6302	228.004	407.6092	343.3643
ENSMUSG00000019997	Ctgf	10	2861	-1.22283	0.002822	1	1122.198	1100.455	298.3826	449.4822	680.5585
ENSMUSG00000039952	Dag1	9	6357	-0.29953	0.360077	1	45.77072	45.4409	31.83195	41.09963	38.23619
ENSMUSG00000023960	Enpp5	17	4858	-0.42665	0.499782	1	13.62537	17.31093	10.30371	12.08044	12.1402
ENSMUSG00000026235	Epha4	1	8054	-2.21385	0.005703	1	8.842081	3.555696	2.084647	0.802242	1.119335
ENSMUSG00000064080	Fbln2	6	6370	-0.96727	0.009453	1	1123.615	855.7469	425.6619	371.3498	721.574
ENSMUSG00000026768	Itga8	2	7368	-2.62952	0.001268	1	8.081048	7.033986	0.592046	1.991272	1.079604
ENSMUSG00000019899	Lama2	10	16605	-1.30456	0.057263	1	3.59936	2.731945	0.4328	0.67289	2.739674
ENSMUSG00000034205	Loxl2	14	5405	-1.27056	0.028383	1	255.6686	222.5228	72.04379	84.70325	140.5681
ENSMUSG00000032135	Mcam	9	3350	-1.99123	0.004621	1	77.76573	72.01947	22.70797	20.87507	12.92398
ENSMUSG00000025810	Nrp1	8	9785	0.595449	0.263442	1	19.2397	13.50245	17.06245	34.71254	22.433
ENSMUSG00000020019	Ntn4	10	3741	-1.51038	0.014576	1	40.47897	24.9862	8.153968	5.629926	20.68595
ENSMUSG00000028370	Pappa	4	11027	-1.57803	0.083611	1	28.84426	19.37822	8.153756	11.75458	4.317901
ENSMUSG00000032006	Pdgfd	9	3154	-1.00796	0.213287	1	13.29779	11.27605	9.12427	4.312228	4.887959
ENSMUSG00000079037	Prnp	2	2343	-0.70129	0.130271	1	339.9772	213.7695	98.51466	152.8001	259.5409
ENSMUSG00000068748	Ptprz1	6	14245	-2.39735	0.000279	0.647431	10.3669	9.894647	1.037645	2.734014	1.996974
ENSMUSG00000000278	Scpep1	11	2097	-0.65544	0.216675	1	254.7	231.0921	144.148	142.0582	176.424
ENSMUSG00000039239	Tgfb2	1	5791	-0.86493	0.132296	1	15.92253	14.74074	9.944271	10.46084	4.846849
ENSMUSG00000021253	Tgfb3	12	3383	-2.109	0.001524	1	106.1757	126.6775	19.45301	40.20327	21.30746
ENSMUSG00000040152	Thbs1	2	6073	-1.91185	6.40E-05	0.340327	3178.027	1877.737	322.6688	687.8229	1004.88
ENSMUSG00000056665	Them6	15	1784	1.611442	0.011591	1	2.00352	2.036152	11.2056	3.6618	3.65198
ENSMUSG00000031639	Tlr3	8	5207	-0.57925	0.372308	1	2.111447	1.184328	1.398269	0.918662	0.989341
ENSMUSG00000022074	Tnfrsf10b	14	5451	-0.83492	0.026019	1	16.56707	13.35106	6.954745	7.177493	11.02797

Supplementary Table 5: FPKM values of key genes for RNA-seq data (12 weeks)

	gene	chr	length	log2FC	pValue	FDR	Cre	Cre	Cre	KPC	KPC	KPC
ENSMUSG00000069833	Ahnak	19	19938	-1.20429	0.003458	0.036191	87.92739	39.85675	72.23797	33.77802	45.62318	7.392824
ENSMUSG00000002289	Angptl4	17	3541	1.63166	0.001375	0.017399	3.734742	6.651665	3.631643	10.09353	11.20693	22.17078
ENSMUSG00000032332	Col12a1	9	15228	-2.29372	4.33E-05	0.001077	213.8505	199.4646	130.4808	52.61909	13.62238	44.66051
ENSMUSG00000031502	Col4a1	8	7464	-1.38097	0.000267	0.004693	608.6395	730.0757	557.178	143.9735	143.2819	440.7428
ENSMUSG00000019997	Ctgf	10	2861	-1.27546	0.00077	0.011031	1093.842	2111.56	893.5299	540.1393	308.511	844.6399
ENSMUSG00000039952	Dag1	9	6357	-1.32313	1.42E-05	0.000434	57.21695	49.73056	40.80746	23.35947	10.67144	25.01962
ENSMUSG00000023960	Enpp5	17	4858	-2.54588	5.31E-05	0.001253	18.8869	15.8823	15.43428	5.325199	3.215904	0
ENSMUSG00000026235	Epha4	1	8054	-4.21463	3.88E-07	2.17E-05	9.899983	9.306354	4.805638	0.438486	0.705369	0.140455
ENSMUSG00000064080	Fbln2	6	6370	-1.31559	0.00014	0.002794	1225.767	1378.406	1002.23	582.7882	420.5697	445.5271
ENSMUSG00000026768	Itga8	2	7368	-5.74223	1.59E-10	3.16E-08	9.570544	12.41131	9.465757	0.386914	0.10205	0.076766
ENSMUSG00000019899	Lama2	10	16605	-3.74253	1.06E-07	7.32E-06	4.371646	8.276057	5.731393	0.471486	0.799977	0.095375
ENSMUSG00000034205	Lox12	14	5405	-1.58574	0.003552	0.036906	200.902	314.8645	193.6618	104.9753	113.1911	18.14558
ENSMUSG00000032135	Mcam	9	3350	-2.10506	0.001571	0.019342	58.19224	127.6186	85.15164	10.30068	16.28499	36.43545
ENSMUSG00000025810	Nrp1	8	9785	1.42946	0.002202	0.02542	20.68729	13.05149	16.08743	24.66409	92.12546	17.42208
ENSMUSG00000020019	Ntn4	10	3741	-1.64462	0.004641	0.045379	43.60788	54.83759	35.09151	5.357016	4.734424	32.68779
ENSMUSG00000028370	Pappa	4	11027	-3.00278	0.000952	0.013008	31.21691	37.43358	18.65534	3.152495	1.659227	6.083379
ENSMUSG00000032006	Pdgfd	9	3154	-3.29121	6.15E-05	0.001404	13.51248	27.04179	13.00205	5.274786	0.105954	0
ENSMUSG00000079037	Prnp	2	2343	-1.23726	0.004132	0.041442	286.6055	285.5988	225.7095	144.4997	49.24254	144.6978
ENSMUSG00000068748	Ptprz1	6	14245	-2.82976	8.90E-06	0.000293	4.333553	17.9224	11.97979	0.480898	1.196428	3.152649
ENSMUSG00000000278	Scpep1	11	2097	-1.86435	0.000222	0.004051	292.1013	208.0752	227.0587	123.2238	71.47317	4.855027
ENSMUSG00000039239	Tgfb2	1	5791	-1.69562	0.001845	0.022064	14.41045	16.99084	16.71618	5.510582	2.957463	6.387659
ENSMUSG00000021253	Tgfb3	12	3383	-2.40016	0.000154	0.003019	89.95372	102.1475	112.9357	30.49998	23.68294	3.544471
ENSMUSG00000040152	Thbs1	2	6073	-3.59752	6.53E-14	3.78E-11	3544.42	4329.489	1967.624	452.4785	191.205	169.2827
ENSMUSG00000056665	Them6	15	1784	2.12107	0.000132	0.002645	2.137314	2.279596	2.089709	5.34248	6.36888	16.74004
ENSMUSG00000031639	Tlr3	8	5207	-1.74427	0.00477	0.046414	1.992906	1.063062	1.649138	0.996924	0.352983	0
ENSMUSG00000022074	Tnfrsf10b	14	5451	-1.01337	0.003365	0.035402	13.88372	14.7555	15.42275	8.836087	10.19212	2.739336

How the deposited data were processed for this re-analysis (not part of the article)

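Fibroblasts of the pancreas of CRE and KPC mice were sequenced at passage 4, with 4 CRE and 3 KPC libraries at 4 weeks, 4 and 4 at 6 weeks, 4 and 4 at 8 weeks, 2 and 3 at 10 weeks, and 3 and 3 at 12 weeks. The table that the authors deposited holds raw counts per gene, whole numbers that were not normalized, for these 34 libraries. The authors aligned filtered reads to GRCm38 with HISAT2 and counted them with HTSeq; the text and labels give no versions of these tools. A further column of the deposited table is the gene length in bases that the authors used, 1 value per gene, and it was used here for FPKM. The table has 46983 genes, of which 16388 have 0 counts in every library and 792 carry no annotation (0.0255% of the counts). Gene positions are those the authors give for GRCm38, compared with the GENCODE M21 annotation of the same build: 46488 identifiers are in both, 43908 with the same name and 0 on another chromosome. Replicate numbers do not pair libraries of the genotypes: of 16 pairs with the same number, 2 had a correlation of residuals over 0.1 (range -0.482 to 0.142), so the genotypes were compared without pairing.

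Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. At each age, KPC was compared with CRE by edgeR's quasi-likelihood test with TMM factors on the genes kept by filterByExpr, 14930, 14303, 14293, 14872 and 13731 genes from 4 to 12 weeks. A gene was called at an FDR under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Standard errors are the log2 fold change over the square root of F. Over all 34 libraries and 16789 genes, the same test was applied to a genotype-by-age slope and to the effect at 12 weeks minus the mean effect at 4, 6, 8 and 10 weeks, both called at an FDR under 0.05. The paper's selection by linear regression was repeated with its minimum R squared of 0.8 and mean FPKM of 1. CPM values are scaled by TMM over all 34 libraries. Sums over related genes take all that share at least 10% of the 25-base words of the spliced transcript. SD is over libraries. Exact permutation tests of differences in means are two-sided; 3 against 3 libraries cannot reach a p under 0.1 and 2 against 3 none under 0.2. Correlations were tested with 100000 permutations.

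Gene lists, 36 with 861 entries, are 34 written from gene symbols before the data were examined, of which 32 had enough measured genes for a test at some age, and 2 that the paper names from these data. These lists, the tests, the alternatives and the rule for named genes were set at that stage. Lists of at least 5 measured genes were tested with camera at a preset correlation of 0.01 on voom log2 CPM, adjusted over the lists at that age, and again with a correlation estimated from the data. The sets were not taken from MSigDB; of the 1457 Reactome sets bundled with fgsea, those of 10 to 500 measured genes were tested by fgsea with exponent 0 (6812 of 7111 Entrez identifiers were matched). Named genes are the 26 targets, Mmp9 and Mmp14, all called genes at an age where there were 13 or fewer, the 3 genes with the smallest p at an age without calls, up to 4 members of a list with the smallest p at the age concerned, the 3 members of a cell type list with the highest CPM, and for slope and 12-week contrast the 5 rising and 5 falling protein-coding genes with the smallest p and a mean of at least 10 CPM; values of the paper's tables had been seen for the 26 targets.

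Alternatives were edgeR's exactTest, which the paper names, at each age or with the dispersion of all 34 libraries, one quasi-likelihood fit of all 34 libraries, DESeq2, RLE factors, no filter on low counts, voom with sample quality weights, the replicate number as a block, fry and fgsea for lists, and each library left out in turn. Others were added after the data were seen: exactTest with the dispersion of all 34 libraries and no filter, exactTest with the dispersion of the 28 libraries of 4 to 10 weeks, Xist as a covariate, and KPC 12-week replicates 2 and 3 left out together.

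Totals were 11298809 to 37303575 counts per library (median 24877166). In simulated counts with the depth and spread of each age, genes changed 4-fold were called in 79.1% at 4 weeks, 61.2% at 6 weeks, 83.6% at 8 weeks, 29.9% at 10 weeks and 0% at 12 weeks. The paper's RT-qPCR, co-culture, single-cell and histology data, and the KPC 12-week library it omitted, were not analysed here. The paper's tables of the 26 targets were read, and their lengths equal those of the deposited table for all 26 genes.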

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

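Tests on detected genes by depth and without the largest genes, on losses shared by KPC 12-week replicates 2 and 3, on genes that share sequence words, on the alleles of Trp53 and Kras and on libraries with low Trp53 were chosen after the result was seen, the one without the largest genes in place of a first test on abundant genes at 0 counts (76 in replicate 3) that decided nothing.

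In 177 groups of 4 libraries, 18 had a library set apart by Dixon's test, where chance alone sets apart about 1 in 20 groups, or 8.8. In CRE 4-week replicate 4, Pole2 had 11.2 CPM (8.30 to 8.57 in the other replicates) and Rrp9 49.1 CPM (37.1 to 38.3). In CRE 6-week replicate 4, Rpl29 had 3.17 CPM (1.48 to 1.70), Mcm6 77.0 CPM (35.3 to 39.0) and Pole 26.0 CPM (13.4 to 15.5), and in CRE 6-week replicate 1 Hadhb had 54.6 CPM (64.0 to 65.2). Among the KPC 6-week libraries, Rpl29 had 117 CPM in replicate 3 (246 to 269), Rpl30 95.6 CPM in replicate 4 (284 to 322) and Tnfrsf10b 46.8 CPM in replicate 4 (54.7 to 56.1), Hsd17b4 64.1 CPM in replicate 2 (67.9 to 68.6) and Psca 0.0277 CPM in replicate 1 (0 in the others). In CRE 8-week replicate 2, Ttk had 18.4 CPM (7.59 to 8.15), Dkc1 44.2 CPM (20.1 to 21.5) and Cxcl1 13.2 CPM (3.76 to 5.24), and in CRE 8-week replicate 1 Tagln had 5565 CPM (4746 to 4814). Among the KPC 8-week libraries, Gm11808 had 51.3 CPM in replicate 4 (32.9 to 36.0), Atp5g1 44.6 CPM in replicate 3 (41.0 to 41.5) and Col14a1 193 CPM in replicate 2 (15.6 to 22.7).

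The KPC effect differed between ages by tests of the difference itself, which took a common spread per gene over all ages. The 12-week libraries varied more (coefficient of variation 0.85, against 0.473 over all 34), so adjusted p-values can be too small. The slope over age rose in 918 and fell in 1159 genes, and the 12-week effect was higher than the mean of the earlier ages in 2289 and lower in 3317 genes. Slopes per week on the log2 scale were Tcirg1 0.26, Ppan 0.37, Ranbp3 0.19, Mrps28 0.34 and Lsm4 0.36 among rising genes and Itga8 -0.74, Nexn -0.36, Adamts12 -0.73, Fat1 -0.40 and Thbs1 -0.48 among falling genes. Among the targets that the study chose on these samples, they were Ahnak -0.22, Col12a1 -0.30, Ctgf -0.24, Dag1 -0.19, Enpp5 -0.36, Epha4 -0.55, Fbln2 -0.18, Lama2 -0.51, Loxl2 -0.28, Mcam -0.36, Ntn4 -0.26, Pappa -0.43, Pdgfd -0.43, Prnp -0.22, Ptprz1 -0.49, Scpep1 -0.28, Tgfb2 -0.21 and Tgfb3 -0.40, and Angptl4 0.27, Nrp1 0.23 and Them6 0.37 for the rising targets. Contrasts of 12 weeks with earlier ages were Mrpl54 3.02, Scand1 5.55, Rplp1 2.96, Ppdpf 2.65 and Tpgs1 3.78, and Zfp445 -8.22, Pik3c2a -5.47, Vps13a -4.72, Ncoa4 -4.07 and Zc3h11a -7.59. When genotypes were drawn anew within each age, 80 draws in all, the slope count was 2077 in the real grouping and at most 1251 in the other draws, and the contrast count 5606 and at most 5404, each a share of 1 in 80, which excludes chance only for the genotypes of all ages drawn at once. Both highest counts came from the 8 draws that keep the real split of the 12-week libraries (contrast median 5238, slope median 569.5). In the other 71 draws the slope count was at most 9 and the contrast count at most 2332. Both counts thus rest on the grouping of the 12-week libraries, whose 10 splits are too few for a share under 0.05. Whether the slope count of 2077 rests on the genotypes of the other ages as well was not decided. It was at most 1251 with those drawn anew, but 8 such draws are too few for a share under 0.05.

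Lists of genes that the paper does not discuss were called with camera, though none with an estimated correlation. Median log2 fold changes at 4 weeks were 0.68 for mitochondrially encoded mRNAs and 0.40 for interferon response and MHC class I genes. They were -0.14 for oxidative phosphorylation, 0.23 for glycolysis and hypoxia and -0.57 for p53 target genes at 6 weeks, and -0.084 for oxidative phosphorylation and -0.50 for p53 target genes at 8 weeks. At 10 weeks they were -0.36 for ribosomal protein genes, 0.34 for mitochondrially encoded mRNAs, -0.68 for glycolysis, -0.83 for p53 target genes and -0.76 for interferon response. At 12 weeks they were 1.45 for ribosomal protein genes, 1.61 for oxidative phosphorylation and 1.40 for interferon response.

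KPC 12-week replicates 2 and 3 had counts in 13832 and 11763 genes, where lower depth is argued against, since the other libraries thinned to the smallest total kept at least 17700 genes, and replicate 2 kept 13737. A few genes taking most of the counts are argued against in the same way: with the 50 largest genes of each library left out, 29.3 and 28.9% of the counts in replicates 2 and 3, the other libraries thinned to one total kept at least 17482 genes, and replicate 2 kept 13695. Cells of another type in both cultures cannot be told apart. Over 7 marker lists, the lower of the 2 replicates reached at most -0.0911 log2 units relative to the highest other library. That value is from endocrine markers, at 0 in both replicates. In replicate 3 the leukocyte (0.203) and endothelial (0.287) means lay below all other libraries, so a list could hardly exceed the others there. The ductal list was highest in replicate 2 alone. Loss of transcripts at random from little or degraded RNA and a biological difference of these cultures, which the design gives no test for, cannot be told apart, because 1.62% of abundant genes had 0 counts in replicate 3, under the bound set for the test, and 1 gene in replicate 2. In replicate 3, 920 of 4684 abundant genes lay below 0.1 of the lowest other library. In replicate 2, 35 did, and 3 did in both (0.43 of the 7.0 expected). For these genes, a loss that replicates 2 and 3 share but replicate 1 lacks is argued against. Genes under 20 CPM in replicate 1 were left out beforehand, so a loss in all 3 KPC 12-week libraries could not be seen. GC content cannot be told apart. Its rho was 0.376 in replicate 3 and 0.426 in replicate 2, and at most 0.393 in the other libraries, but a rank correlation ignores the size of deviations. The interquartile range of the log2 ratio was 3.94 in replicate 3 and 0.449 in CRE 10-week replicate 2, the library with rho 0.393.

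Trp53 had negative log2 fold changes at 4, 6 and 8 weeks without passing an FDR of 0.05, and was under 10 CPM in 5 KPC libraries of 10 and 12 weeks. At the 3 early ages, the 95% intervals of its log2 fold change held -1 and left out 0 (highest upper end -0.24), consistent with 1 of the 2 Trp53 alleles silent in cells that keep the stop cassette. Under the same reading, 1 of the 2 Kras alleles would be silent, and this is argued against, since the lowest lower end for Kras was -0.34. Few detected genes are argued against as the reason for the low Trp53, since 3 of the 5 libraries had over 19000 detected genes. Loss of p53 function remains open and cannot be told apart from other states of these cultures: in 4 of the 5 libraries the mean of the p53 targets lay below that of each of the other 29, and in KPC 12-week replicate 3, with the fewest detected genes, it did not.

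Rpl29, Rpl34 and Rpl30 were called at 6 weeks with stepped levels. Reads shared with other genes are consistent with part of this, since the CPM summed over genes that share at least 10% of the 25-base words had KPC to CRE ratios of 1.18 for Rpl34, 1.27 for Rpl30 and 3.10 for Rpl29, so the Rpl29 family still differed. Sex of the mice is argued against as the whole reason for the 13 calls, since 0 lie on Y or are Xist and 7 kept an FDR under 0.05 with Xist as a covariate. A strain variant against the reference cannot be told apart: correlation with neighboring genes reached percentiles of 99.2, 87.1 and 88.6 of random genes, and no genotypes of strain markers were at hand. Over 35 splits of the 6-week libraries, the real one called 13 genes and the others at most 5, a share of 1 in 35. That is the smallest share these splits allow, and splits were made at other ages too, so chance is not excluded.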

How the results depend on the processing

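Alternatives with Xist as a covariate, KPC 12-week replicates 2 and 3 left out together, dispersion of 28 libraries, and all-34 dispersion without a filter were chosen after seeing the data; the cause of the changes below was not tested unless stated. Counts are higher and lower in KPC at 4, 6, 8, 10 and 12 weeks. Over 205 pairs of a called or named gene and an age (the targets at 12 weeks), 3157 of 3662 values kept direction and side of the threshold, 402 passed it anew and 103 lost it; the targets at earlier ages, counted apart, changed sign in 87 of 1770 values, none past the threshold; slopes and contrasts in 799 kept it and in 11 lost it. List results stayed on their side of the threshold in 1524, gained it in 155 and lost it in 135; direction changed in 141, of which all but 2 were uncalled both ways and are counted among the 1524. The 2 past the threshold are leukocyte markers by fgsea at 6 weeks (median 0.78 in log2 CPM, lower by fgsea, adjusted p = 0.00261) and the same list at 12 weeks without CRE 12-week replicate 1 (-2.79, adjusted p = 0.0175; leaving out each library, -2.79 to 1.21). Of marker levels, 272 stayed within 1 SD and 8 moved. RLE factors and no fold threshold kept all counts within 1.5 times.

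Called genes (0/1, 8/5, 0/0, 0/0, 0/0) were, by exactTest at each age, 31/32, 55/31, 24/29, 86/137 and 137/172; by DESeq2, 36/41, 85/61, 46/52, 204/188 and 524/324 (rising slopes 1769); by exactTest with the dispersion of all 34, 11 lower at 6, 1/7 at 10 and 2464/2648 at 12 weeks; without a filter as well, 8 lower at 6, 1/1 at 10 and 2325/3177 at 12 weeks; with the dispersion of 28 libraries, 85/54 at 6, 1 lower at 8 and 141/144 at 10 weeks; in one quasi-likelihood fit of 34, 0 lower at 4, 0/1 at 6 and 2363/3209 at 12 weeks, and without KPC 12-week replicates 2 and 3 together in a fit of 32, 1786/2250. With KPC 12-week replicates 2 and 3 both left out, 1 KPC library remained at 12 weeks. The 12-week counts of that setting, here and below, describe a single culture, and no conclusion on genotype is drawn from them. Without a filter, 5 lower at 4, 8 lower at 6, 5/29 at 10 and 1/5 at 12 weeks, slopes 543 rising and 677 falling. With voom weights, 1/8 at 4 and 527/725 at 6 weeks, slopes 147 and 253, contrasts 794 and 941. With the replicate block, 0 lower at 4, 1/0 at 6 and 1 lower at 10 weeks, slopes 81 and 159, rising contrasts 1026, lists 7 higher at 8 and 5 lower at 12 weeks. With Xist, 0 lower at 4 and 5/2 at 6 weeks. Without the 12-week libraries, slopes 0 and 4, which rest on fewer libraries; without KPC replicates 2 and 3 together, 568 falling slopes and 4 lower lists at 12 weeks.

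Called lists were all 0 with an estimated correlation, and 0 by fry except 1 lower at 8 and 2 lower at 10 weeks. At 4 weeks the estimate was far above the preset of 0.01 for some called lists (0.776 for replication and 0.827 for mitosis genes). For adipogenesis genes, not called, it was 0.011. By fgsea they were 6/9 at 4, 8 higher at 6, 8/7 at 8, 7/14 at 10 and 1 lower at 12 weeks; with voom weights 2 lower at 6, 8/7 at 8 and 5 lower at 12 weeks. Reactome by camera gave 6 higher at 4, 34/16 at 6, 103/7 at 8, 47 lower at 10 and 24/0 at 12 weeks; ranked by signed log10 p, 91/32 at 6, 16 lower at 8, 87 lower at 10 and 34 lower at 12 weeks. Regression (377 rising, 397 falling) gave 139 and 125 at R squared 0.9, 1028 and 898 over 4 to 10 weeks and 223 and 241 at FPKM 5.

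Leaving out each library in turn gave 0 to 0 higher and 0 to 10 lower genes at 4 weeks (10 without CRE 4-week replicate 4), 2 to 6 and 0 to 8 at 6 weeks (lowest without CRE 6-week replicate 2 or 4), 0 and 0 to 1 at 8 weeks (without CRE 8-week replicate 2), 0 and 0 to 2 at 10 weeks (without KPC 10-week replicate 3), and 0 to 709 and 0 to 538 at 12 weeks (highest without KPC 12-week replicate 3). Slopes ranged from 322 to 1959 rising and 610 to 1855 falling, contrasts from 1832 to 3454 and 2636 to 4993, regression from 319 to 477 and 309 to 454. Lists ranged over 2 to 5 higher and 3 to 7 lower at 4, 3 to 7 and 2 to 7 at 6, 3 to 6 and 3 to 7 at 8, 3 to 5 and 8 to 15 at 10, and 2 to 7 and 0 to 6 at 12 weeks. The ductal level difference (0.67) ranged from 0.15 to 0.96, with 0.85 at a pseudocount of 0.1 and 0.48 by the median.

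At the depth and spread of these libraries, 8-fold changes in simulated counts were called in 86.4 to 95.5% at 4, 6 and 8 weeks, 63.6% at 10 and 0% at 12 weeks, so absence of a call at 12 weeks says little; depth, spread and group size were not varied one by one. The common coefficient of variation was 0.262, 0.385, 0.304, 0.382 and 0.85 from 4 to 12 weeks. CRE at 10 weeks left with 1 library was assumed to vary like KPC.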

Differences from the paper's values

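No test in this part was chosen for its closeness to the paper, and alternatives added after seeing the values are named as such.

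At 12 weeks the paper reports 1618 higher genes, and 0 were called here at the paper's thresholds. Of the alternatives set before the data were examined, one quasi-likelihood fit of all 34 libraries (2363) lies within 1.5 times, and exactTest with the dispersion of all 34 libraries (2464) lies above; exactTest at that age (137), DESeq2 (524), no filter (1), and RLE factors, voom weights and replicate block (0 each) do not reach it. For lower genes, the paper's count is 2218 and the value here 0; exactTest with the dispersion of all 34 libraries (2648) and the fit of all 34 (3209) lie within 1.5 times, and exactTest at that age (172), DESeq2 (324), no filter (5) and the others (0) do not. In total, the paper has 3836 and the value here is 0, with 5112 and 5572 within 1.5 times under those alternatives. After seeing the values, exactTest with the dispersion of all 34 libraries and no filter was added (2325 higher, 3177 lower). It called 26 of the 26 targets, so it drops 0 of them. A fit without KPC 12-week replicates 2 and 3 together was added as well. It leaves 1 KPC library at 12 weeks, so its counts are not set against those of the paper.

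Target genes called at 12 weeks are 26 in the paper and 0 here; one quasi-likelihood fit of all 34 libraries calls 26 and exactTest with the dispersion of all 34 calls 25, while DESeq2 calls 7, exactTest at that age 5, no filter 1 (Itga8) and RLE factors, voom weights and replicate block 0. Without KPC 12-week replicate 3, 12 were called. For the protein-coding genes called at both 6 and 12 weeks the paper gives 1, and 0 were found here; the alternatives gave 0, 3 or 8, and none of those set before the data were examined gave 1. At 4 weeks the paper reports no called genes, and 1 lower gene was called here; one quasi-likelihood fit of all 34 libraries and the replicate block call none, while exactTest with the dispersion of all 34 (1), RLE factors (1), no filter (5), voom weights (8), exactTest at that age (32) and DESeq2 (41) do. The log2 fold change of Angptl4 at 8 weeks is -0.01569 in the paper's table and 0.004933 here, a difference in sign that, of the tools and settings set before the data were examined, one quasi-likelihood fit of all 34 libraries (-0.005396) closes; leaving out single libraries turned the sign too. Over the 130 log2 fold changes of the paper's tables, the sign was equal for 26, 26, 25, 26 and 26 genes from 4 to 12 weeks, with a median absolute difference of at most 0.08 and a largest difference of 0.16 at 12 weeks. The counts at 6 weeks (8 and 5) were equal to the paper's, as were 3 rising and 23 falling targets at 12 weeks.

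At 4 weeks the E2F, mitosis and Myc-type lists had medians of -0.44, -0.24 and -0.17 and were called lower by camera. Each had adjusted p = 0.856 with an estimated correlation, and positive medians at the later ages. The mitosis call ended without CRE 4-week replicate 1 (0.131) or 3 (0.0559) or KPC 4-week replicate 2 (0.19). Below all CRE libraries of 4 weeks lay 1 of 3 KPC libraries in the E2F and in the Myc-type list mean, and 0 in the mitosis list mean. The paper states that cell cycle and Myc sets trend upward at all time points. It states an upward trend of adipogenesis, reactive oxygen species and fatty acid sets at 12 weeks; the lists here had medians of 0.60, 0.50 and 0.05 and were not called (adjusted p = 0.106, 0.0501 and 0.987). It states that 23 targets fall continuously; here 13 of the 23 fell at every step, and 22 had a positive log2 fold change at 4 weeks, as they have in the paper's tables. It states that Col12a1 is lower at all time points; the values here were 0.30 and 0.17 at 4 and 6 weeks and -0.06, -0.64 and -2.20 later, and its own tables, whose values are close to these (0.30 and 0.18 at 4 and 6 weeks), differ from that statement in the same way. It states that Mmp9 and Mmp14 are upregulated at 12 weeks; Mmp9 had too few counts for the test at that age and a 12-week effect above the mean of the earlier ages by 1.61 (adjusted p = 0.231) in the fit of all 34 libraries, and Mmp14 had a log2 fold change of 2.71 with adjusted p = 0.375. It names Lama2 as the gene lowered most significantly; among the 26 targets here, Itga8 had the smallest p at 12 weeks (0.000171, against 0.00240 for Lama2). It proposes, from single-cell data, that Angptl4 tends to be associated with apCAF markers; over the 17 KPC libraries here r was -0.02.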

Other observations

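Tests on oxidative phosphorylation, regression and splits were chosen before the result was seen; those on draws that keep the 12-week genotypes, on the regression count without 1 library and on sex were chosen after.

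Over 35 splits of the 4-week libraries into groups of the same sizes, chance was not excluded as the source of the 1 called gene, and another split called 40, which points to a structure of the samples other than genotype. For the 8-week libraries, 0 genes were called, which each of the 35 splits reaches, so the comparison decides nothing. The highest count in another split was 6. The 12-week libraries make 10 splits, too few for a share under 0.05, with 0 calls in the real split and at most 0 in the others.

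Oxidative phosphorylation, ribosomal and Myc-type lists were called higher at 12 weeks by camera, with adjusted p = 0.758, 0.882 and 0.758 with an estimated correlation. The ribosomal call, with a median of -0.13 in log2 CPM, ended without KPC 12-week replicate 1 or 2 and the Myc-type call without replicate 2. Transcript length as the whole reason cannot be told apart. The oxidative phosphorylation list had a median log2 fold change of 1.61. Lists matched on length and expression had a median of 0.96, with an upper bound of 1.27 for the central 95% of lists. Their genes were drawn independently, so that bound leaves out correlation between the genes of a list and can be too narrow. Whether KPC 12-week replicates 2 and 3 alone bring the rise cannot be told apart: with replicate 1 as the only KPC library the median was 1.40, against -0.01 at most at earlier ages, but this is 1 library, the one with the strongest relation of expression with transcript length (rho -0.62), so the bound set for this test was wrong. Sex of the mice cannot be told apart: all 3 KPC and 1 of the 3 CRE libraries of 12 weeks had high Xist and next to no Ddx3y. Over the 8 groups with both kinds of library, the upper 95% end of their mean difference was at most 0.22 of the 12-week median. That difference is one of list means in log2(CPM + 1) and the median one of log2 fold changes, so unlike measures were compared. In list means, KPC minus CRE at 12 weeks was 0.395, 0.157 and 0.118 for the 3 lists, against upper ends of 0.167, 0.134 and 0.198. With the level of Xist as a covariate, the medians at 12 weeks were 1.26, 1.19 and 0.69. An effect of sex at 12 weeks alone was not tested.

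Selection by linear regression gave 774 genes in the real order of ages and at most 747 in the 59 other orders, a share of 1 in 60. Leaving out 1 library moved the count in the real order between 642 and 931, so a chance order cannot be told apart. Whether the 12-week libraries alone bring the selection cannot be told apart: 66.9% of the selected genes were also selected over 4 to 10 weeks, a ratio of 3.5 to all genes, but other orders of the ages gave ratios of 3.45 to 20.7, so the bound set for this test was wrong.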
